# Depletion of Nsd2-mediated histone H3K36 methylation impairs adipose tissue development and function

**DOI:** 10.1038/s41467-018-04127-6

**Published:** 2018-05-04

**Authors:** Lenan Zhuang, Younghoon Jang, Young-Kwon Park, Ji-Eun Lee, Shalini Jain, Eugene Froimchuk, Aaron Broun, Chengyu Liu, Oksana Gavrilova, Kai Ge

## Abstract

The epigenetic mechanisms regulating adipose tissue development and function are poorly understood. In this study, we show that depletion of histone H3K36 methylation by H3.3K36M in preadipocytes inhibits adipogenesis by increasing H3K27me3 to prevent the induction of C/EBPα and other targets of the master adipogenic transcription factor peroxisome proliferator-activated receptor-γ (PPARγ). Depleting H3K36 methyltransferase Nsd2, but not Nsd1 or Setd2, phenocopies the effects of H3.3K36M on adipogenesis and PPARγ target expression. Consistently, expression of H3.3K36M in progenitor cells impairs brown adipose tissue (BAT) and muscle development in mice. In contrast, depletion of histone H3K36 methylation by H3.3K36M in adipocytes in vivo does not affect adipose tissue weight, but leads to profound whitening of BAT and insulin resistance in white adipose tissue (WAT). These mice are resistant to high fat diet-induced WAT expansion and show severe lipodystrophy. Together, these results suggest a critical role of Nsd2-mediated H3K36 methylation in adipose tissue development and function.

## Abstract (web summary)

The epigenetic mechanisms regulating adipose tissue development are poorly understood. Here the authors show that reduction of H3K36 methylation in preadipocytes, both by H3.3K36M expression and depletion of H3K36 methyltransferase Nsd2, impairs adipogenesis by increasing H3K27me3.

## Introduction

Adipose tissue plays a critical role in regulating energy balance and glucose homeostasis^1^. In mammals, there are two types of adipose tissue: white and brown. White adipose tissue (WAT) is composed of white adipocytes containing a single, large lipid droplet. WAT is mainly located in the subcutaneous and abdominal areas of the body. WAT stores excess energy in the form of triglyceride. In addition, WAT regulates energy balance through the synthesis and secretion of adipokines such as leptin, adiponectin, resistin, and angiotensinogen (Agt)^1^. Brown adipose tissue (BAT) is composed of brown adipocytes enriched with numerous mitochondria and is mainly located in the interscapular region in rodents^2^. In contrast to WAT, BAT is specialized in expending energy to generate heat. The thermogenic function of BAT is largely due to the expression of uncoupling protein-1 (Ucp1), a BAT selectively expressed mitochondrial protein^3^. In adipose tissues, the sympathetic nervous system regulates thermogenesis and lipolysis through the β3-adrenergic signaling pathway^4^.

Development of adipose tissue (adipogenesis) is under the control (Ctrl) of transcriptional and epigenetic mechanisms. Adipogenic transcription factors have been studied extensively^5,6^. Peroxisome proliferator-activated receptor-γ (PPARγ), a nuclear receptor, is the master regulator in both white and brown adipogenesis^7^. Several CCAAT/enhancer-binding protein (C/EBP) family members, especially C/EBPα, activate and maintain the expression of PPARγ. C/EBPα and PPARγ promote each other’s expression and cooperate to activate the expression of thousands of genes critical for the phenotypic conversion of preadipocytes to adipocytes^7^. Methylation on histone H3 lysine 4 (H3K4), H3K9, and H3K27 have also been implicated in regulating adipogenesis^8–13^. Histone methylation is also implicated in regulating adipocyte functions. For example, BAT-selective ablation of Lsd1, an H3K4 and H3K9 demethylase, leads to the down-regulation of BAT-selective genes but up-regulation of WAT-selective genes, resulting in lipid accumulation and whitening of BAT^14^. However, the role of H3K36 methylation in adipogenesis and adipocyte function has remained unclear.

H3K36 methylation has been shown to associate with active transcription. Multiple H3K36 methyltransferases have been described^15^. Setd2 is an H3K36 tri-methyltransferase responsible for the majority of H3K36me3 in cells^16^. Nsd1 and Nsd2 show specific mono-methyltransferase and di-methyltransferase activity on H3K36, generating H3K36me1 and H3K36me2^17,18^. Depletion of Nsd2 in cells decreases global H3K36me2 but does not affect H3K36me3^17,19^. Nsd2-depleted cells show increased levels of global H3K27me3^19^, a finding consistent with in vitro data that H3K36 methylation antagonizes PRC2-mediated H3K27 methylation^20^. The increased H3K27me3 results in the repression of gene expression^19^. Thus, the dynamics of H3K36me2 could change the chromatin landscape of H3K27me3, thereby altering transcriptional programs.

Recently, genetic mutation of lysine 36 to methionine (K36M) of histone H3.3 was reported in chondroblastoma patients^21^. Ectopic expression of K4M, K9M, K27M, and K36M mutants of H3.3 specifically deplete endogenous H3K4, H3K9, H3K27, and H3K36 methylation, respectively^22,23^. In this study, we use K36M mutant of histone H3 as a tool to clarify the role of histone K36 methylation in adipose tissue development and function. We found that the expression of H3.3K36M in progenitor cells prevents adipogenesis in cell culture, and adipose tissue and muscle development in mice. On the other hand, expression of H3.3K36M in adipocytes has little effects on adipogenesis, but reprograms adipocyte gene expression profile and impairs adipose tissue functions. Mechanistically, H3.3K36M inhibits adipogenesis by blocking PPARγ target gene expression. Depletion of the major H3K36 methyltransferase Nsd2, but not Nsd1 or Setd2, phenocopies the inhibitory effects of H3.3K36M on adipogenesis and PPARγ target gene expression.

## Results

### H3.3K36M increases H3K27me3 to inhibit adipogenesis

To understand the role of histone H3K36 methylation in adipogenesis, we used retroviruses to stably express wild-type (WT) or K36M mutant of histone H3.3 in brown preadipocytes. Consistent with previous reports^22,23^, ectopic expression of H3.3K36M selectively depleted global H3K36me2, mildly decreased H3K36me3 levels, and moderately increased H3K27me3 levels (Fig. 1a). Although the expression level of H3.3K36M was much lower than that of endogenous H3 (Fig. 1a), it strongly inhibited adipogenesis and associated expression of adipogenesis markers *Pparg*, *Cebpa*, and *Fabp4* (Fig. 1b, c). Ectopic expression of K36M of either histone H3.1 or H3.3 also strongly inhibited adipogenesis of 3T3-L1 white preadipocytes (Supplementary Fig. 1a–c), indicating that the K36M mutant of histone H3 inhibits both white and brown adipogenesis in culture. Retroviral vector-mediated expression of H3.3K36M in C2C12 myoblasts also markedly inhibited myogenesis and the associated expression of myogenesis markers, such as *Myog*, *Mck*, and *Myh* (Supplementary Fig. 1d–f).

**Fig. 1:**
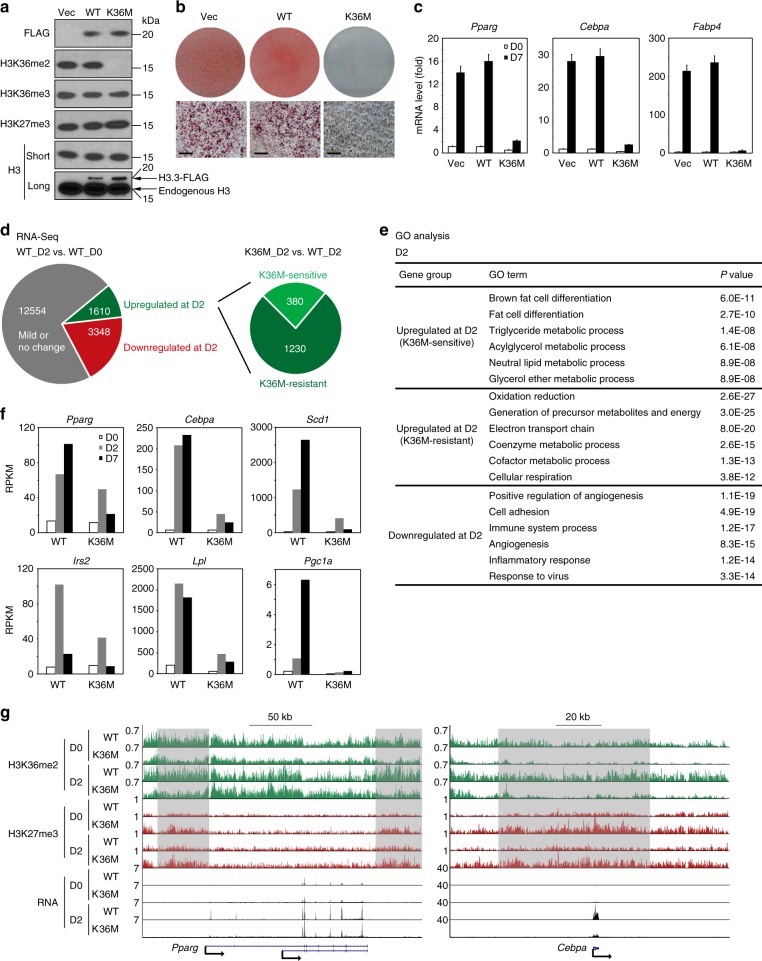
Expression of H3.3K36M in preadipocytes increases H3K27me3 to inhibit adipogenesis and adipogenic gene induction. **a**–**c** Ectopic expression of H3.3K36M in preadipocytes inhibits adipogenesis. SV40T-immortalized brown preadipocytes were infected with retroviral vector (Vec) expressing FLAG-tagged wild-type (WT) or K36M mutant histone H3.3, followed by adipogenesis assay. **a** Western blot analysis of histone modifications. Histone extracts of preadipocytes were subjected to Western blot analysis using antibodies indicated on the left. me2 and me3 refer to di-methylation and tri-methylation, respectively. Long exposure of histone H3 Western blot reveals the relative levels of ectopic H3.3 and endogenous H3. **b** Seven days after induction of differentiation, cells were stained with Oil Red O. Upper panels, stained dishes; lower panels, representative fields under microscope. Scale bars = 30 μm. **c** qRT-PCR of *Pparg*, *Cebpa*, and *Fabp4* expression at day 0 (D0) and day 7 (D7) of adipogenesis. qRT-PCR data are presented as means ± SEM. Three technical replicates from a single experiment were used. **d**–**f** WT and K36M cells were collected at D0, D2, and D7 for RNA-Seq analysis. **d** Schematic of identification of K36M-sensitive and K36M-resistant up-regulated genes at D2 of adipogenesis. The threshold for up-regulation or down-regulation is twofold. **e** Gene ontology (GO) analysis of gene groups defined in **d**. **f** Expression levels of representative genes are shown in RPKM (reads per kilo base of transcript per million mapped reads) values. **g** Genome browser views of ChIP-Seq and RNA-Seq data on *Pparg* and *Cebpa* loci during adipogenesis

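Immortalized brown preadipocytes, which are precursors of brown fat cells made to divide indefinitely with SV40T, were infected with retrovirus expressing WT histone H3.3 or its K36M mutant. RNA-Seq was performed at D0, D2, and D7 of adipogenesis, with 1 library per condition, so no difference has a replicate check. The paper describes the cells as preadipocytes of newborn WT mice, whereas the sample labels describe preadipocytes with a floxed glucocorticoid receptor gene, *Nr3c1*, that received a control or a Cre vector. *Nr3c1* (RefSeq transcript NM_008173, chromosome 18 from 39570199 to 39650955) had an RPKM between 17.6 and 30.9 in these libraries. The authors deposited an RPKM value, which is a number of reads scaled to transcript length and to the mapped reads of the library, for each of 29082 RefSeq transcripts in each library. The methods state that the ChIP-Seq reads were mapped to mm9, and the paper's text does not name the program that mapped or counted the RNA-Seq reads.
The whole reads behind the RPKM values were recovered for 26945 of the 26946 transcripts above 0 in at least 2 of the 14 libraries of the study, because the values of a transcript in different libraries are whole multiples of what 1 read is worth. The recovered totals of mapped reads in WT cells were 21388064 at D0, 19103785 at D2, and 13319336 at D7. In K36M cells they were 19859337 at D0, 12529719 at D2, and 12213559 at D7. Log2 ratios of RPKM are given with 95% Clopper-Pearson intervals computed from these reads, which cover counting error only and compare libraries, not conditions. The smallest signal the depth can show, 3 reads, corresponds to an RPKM between 0.140 and 0.246 for a transcript of 1 kb in these 6 libraries. For a gene with several RefSeq transcripts, the transcript with the highest mean RPKM over the 14 libraries was used, which gave 23109 genes. Coordinates are those of the GENCODE M1 annotation on NCBIM37 (mm9). Ratios were taken from the RPKM values as deposited, with no pseudocount and no filter beyond RPKM above 0 in at least 1 of the 2 libraries compared, because the legends give a 2-fold threshold and the paper's text does not name a filter.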

To understand how H3.3K36M inhibits adipogenesis, cells were collected before (day 0, D0), during (day 2, D2), and after (day 7, D7) adipogenesis for RNA-sequencing (RNA-Seq) analysis. 

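In WT cells, 17591 genes had an RPKM above 0 at D0 or D2. Of these, 2392 genes (13.6%) were up-regulated over 2-fold and 4431 (25.2%) were down-regulated over 2-fold from D0 to D2. The alternative that moved these numbers most was a pseudocount of 1 added to each RPKM, which left 843 up-regulated and 1587 down-regulated genes. Many of the genes passing the threshold had few reads. The reads of the WT D0 and WT D2 libraries were pooled for each gene and split again at random according to depth. Counting error alone then put a mean of 1228 genes over 2-fold up and 1258 over 2-fold down in 20 draws. Among genes with an RPKM of at least 1 in at least 1 library, 1140 were up-regulated and 2103 were down-regulated. The means from counting error alone were 49.5 and 47.95.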

In cells expressing WT histone H3.3, 1610 (9.2%) and 3348 (19.1%) genes showed over twofold up-regulation and down-regulation, respectively, from D0 to D2. Among the 1610 up-regulated genes, 380 failed to be induced at D2 in K36M-expressing cells, and therefore they are K36M-sensitive up-regulated genes (Fig. 1d). 

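An up-regulated gene was called K36M-sensitive when its RPKM at D2 was more than 2-fold lower in K36M than in WT cells, the comparison drawn in Fig. 1d. By this rule 828 of the 2392 up-regulated genes (34.6%) were K36M-sensitive and 1564 were K36M-resistant. The number of K36M-sensitive genes was 181 with a pseudocount of 1. When sensitivity was instead taken as a lack of over 2-fold up-regulation from D0 to D2 within the K36M cells themselves, 1379 genes qualified. Of the 828 genes, 660 met both criteria and 168 were still up-regulated over 2-fold within K36M cells. The RPKM at D2 in WT cells was below 1 for 558 of the K36M-sensitive genes (67.4%), compared with 44.4% of the K36M-resistant genes. In K36M cells at D2, 479 of the 828 genes were listed at 0. The 95% counting interval of the K36M to WT ratio excluded 1 for 293 of them. The same 2392 genes, which were chosen for a high value in the WT D2 library, were also compared with the Ctrl shRNA cells of the Nsd2 experiment (Fig. 3), and 1141 of them were more than 2-fold lower in Ctrl cells at D2 than in WT cells at D2. Over all 17476 genes above 0 in either of these 2 libraries, 15.6% were more than 2-fold lower and 12.2% more than 2-fold higher in Ctrl cells. With each library rescaled by the median ratio, this balance turned, to 13.0% lower and 14.0% higher. The number of up-regulated genes lower in Ctrl cells was then 993.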

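GO annotation was not used here, and a list of 40 adipocyte genes written before the data were examined was counted in each gene group instead. The list includes genes that the paper names from these same libraries, such as *Cebpa*, *Scd1*, *Irs2*, *Lpl*, *Ppargc1a*, *Fabp4*, and *Cd36*. Its counts are therefore not independent of the paper's results. Of the 40 listed genes, 33 were up-regulated over 2-fold from D0 to D2 in WT cells. The K36M-sensitive group held 18 of them, among them *Cebpa*, *Fabp4*, *Cd36*, *Lpl*, *Plin1*, *Cidec*, *Gpd1*, and *Dgat2*. Random draws of 828 genes from the up-regulated genes, matched on mean RPKM, held 7.61 of the listed genes on average and at most 17 in 10000 draws. The K36M-resistant group held the other 15, among them *Pparg*, *Adipoq*, *Ucp1*, *Fasn*, *Plin2*, and *Srebf1*. The listed genes made up 2.17% of the K36M-sensitive and 0.959% of the K36M-resistant group. With a pseudocount of 1, 16 of the listed genes were K36M-sensitive.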

Gene ontology (GO) analysis showed that only K36M-sensitive up-regulated genes were associated with fat cell differentiation (Fig. 1e). 

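*Cebpa*, which encodes C/EBPα (NM_007678, chromosome 7 from 35904312 to 35906945), rose from an RPKM of 6.64 at D0 to 208 at D2 and 232 at D7 in WT cells. In K36M cells its RPKM was 6.33 at D0, 44.9 at D2, and 24.4 at D7. The log2 ratio of K36M to WT cells at D2 was -2.21, with a 95% counting interval of -2.29 to -2.13. *Scd1*, a fatty acid desaturase gene (NM_009127, chromosome 19 from 44468941 to 44482199), rose from 25.5 to 1229 RPKM between D0 and D2 in WT cells and from 28.2 to 414 RPKM in K36M cells. Its log2 ratio at D2 was -1.57 (-1.59 to -1.55). *Irs2* (NM_001081212, chromosome 8 from 10986980 to 11008458) reached 102 RPKM at D2 in WT cells and 41.5 in K36M cells, a log2 ratio of -1.29 (-1.36 to -1.22). *Lpl*, the lipoprotein lipase gene (NM_008509, chromosome 8 from 71404390 to 71431347), had a log2 ratio of -2.19 at D2 (-2.21 to -2.17). *Lpl* was already lower in K36M cells at D0, with 55.5 RPKM against 204 in WT cells. Between D0 and D2 it rose by 3.08 on the log2 scale in K36M cells and by 3.40 in WT cells. *Pgc1a*, listed by its symbol *Ppargc1a* (NM_008904, chromosome 5 from 51845488 to 51958964), had 1.08 RPKM from 133 reads in WT cells at D2 and 0.136 RPKM from 11 reads in K36M cells. The log2 ratio of *Ppargc1a* was -2.99 (-4.02 to -2.10). None of these 5 intervals reached 0. All 5 genes were more than 2-fold up-regulated within K36M cells from D0 to D2, by between 1.54 and 3.87 on the log2 scale, although the interval of *Ppargc1a* there, -0.022 to 3.26, included 0. The paper, referring to its GO analysis and Fig. 1f, states that K36M inhibits the induction of these genes.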

Consistent with the GO analysis results, K36M inhibits the induction of adipocyte genes *Scd1*, *Irs2*, *Lpl*, and *Pgc1a* in addition to *Cebpa* (Fig. 1f).

Next, we performed chromatin immunoprecipitation followed by DNA sequencing (ChIP-Seq) to profile the chromatin landscape of H3K36me2 and H3K27me3 in WT or K36M mutant of H3.3-expressing cells before (D0) and during (D2) adipogenesis. Because traditional ChIP-Seq analysis methods did not consider the global differences between samples, we further used quantification data from Western blot (Supplementary Fig. 2a, b) as a normalization Ctrl to achieve quantitative analysis of H3K27me3 and H3K36me2. Consistent with the Western blot results in Fig. 1a and Supplementary Fig. 2a, b, ChIP-Seq data showed that H3.3K36M decreased H3K36me2 but increased H3K27me3 on gene bodies (Supplementary Fig. 2c, d). Further analysis of H3K36me2 and H3K27me3 levels on K36M-sensitive or K36M-resistant genes during adipogenesis revealed that H3.3K36M decreased the ratio of H3K36me2/H3K27me3 around the transcription start site of K36M-sensitive genes compared with H3.3WT (Supplementary Fig. 3). H3.3K36M only had mild effects on H3K36me2 and H3K27me3 levels on the *Pparg* gene locus by D2, which is consistent with the mild decrease of *Pparg* expression in K36M-expressing cells (Fig. 1g). In contrast, H3.3K36M notably decreased H3K36me2 but increased H3K27me3 levels on the gene locus encoding C/EBPα, another major regulator of adipogenesis and a direct target of PPARγ, which correlates with the impaired *Cebpa* induction in H3.3K36M-expressing cells (Fig. 1g). 

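In the RNA-Seq libraries, *Pparg* (NM_011146, chromosome 6 from 115311239 to 115440419) had 66.7 RPKM in WT cells and 49.6 RPKM in K36M cells at D2. The log2 ratio of K36M to WT cells was -0.43, with a 95% counting interval of -0.53 to -0.32. *Pparg* rose by 2.32 on the log2 scale from D0 to D2 in WT cells and by 2.11 in K36M cells. At D7 its RPKM was 101 in WT cells and 21.4 in K36M cells.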

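From D0 to D2, *Cebpa* RPKM rose by 4.97 on the log2 scale in WT cells (4.82 to 5.12) and by 2.83 in K36M cells (2.65 to 3.00). At D0 the log2 ratio of K36M to WT cells was -0.069, and its interval of -0.29 to 0.15 included 0, so no difference before differentiation was detectable at this depth. These values rest on 375 and 10477 reads in WT cells at D0 and D2, and on 332 and 1486 reads in K36M cells.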

Similar results were observed on gene loci encoding other adipogenesis markers and PPARγ targets such as *Scd1*, *Lpl*, and *Pgc1a* (Supplementary Fig. 2e). Together, these results suggest that H3.3K36M inhibits adipogenesis by depleting H3K36me2 and increasing H3K27me3 to prevent the induction of C/EBPα and other adipogenic genes.

### H3.3K36M inhibits PPARγ target gene expression

Next, we investigated whether ectopic expression of adipogenic transcription factors C/EBPα or PPARγ can rescue the adipogenesis defects in H3.3K36M-expressing preadipocytes (Supplementary Fig. 4a and Fig. 2a). Ectopic expression of either C/EBPα or PPARγ failed to fully rescue the adipogenesis defect in H3.3K36M-expressing preadipocytes (Supplementary Fig. 4b, c and Fig. 2b, c). Since H3.3K36M impaired the induction of *Cebpa* and other PPARγ target genes during adipogenesis (Fig. 2c), we speculated that H3.3K36M might inhibit PPARγ target gene activation. To test this possibility, we treated sub-confluent preadipocytes expressing ectopic PPARγ with 0.5 µM PPARγ ligand Rosiglitazone (Rosi) for 24 h, followed by RNA-Seq analysis. 

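Preadipocytes expressing WT or K36M mutant histone H3.3 together with ectopic PPARγ were sequenced after treatment with DMSO or with Rosi, which activates PPARγ. There was 1 library for each of the 4 conditions and no replicate. The paper gives 24 h for the treatment with 0.5 µM Rosi, and the sample labels give 24 h for the Rosi libraries and time 0 for the DMSO libraries. If the labels hold, the changes described below as those with Rosi also include 24 h in culture, which cannot be separated from the ligand. The authors deposited RPKM values for the same 29082 RefSeq transcripts as for adipogenesis. The recovered totals of mapped reads in cells expressing WT H3.3 were 21749427 with DMSO and 16543065 with Rosi. In cells expressing H3.3K36M they were 24365867 with DMSO and 12660471 with Rosi. Genes above 0 numbered 18385 and 17671 in the WT libraries and 20121 and 19981 in the K36M libraries, with DMSO and Rosi respectively. The same transcript per gene, the same 2-fold threshold, and the RPKM as deposited were used as for adipogenesis. *Pparg* (NM_011146), which was supplied by the vector in all 4 conditions, had 60.2 RPKM with DMSO and 56.8 with Rosi in WT cells, and 71.8 and 42.6 in K36M cells.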

After 24 h Rosi treatment, 1710 (10.3%) and 925 (5.6%) genes showed over twofold up-regulation and down-regulation, respectively. 

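Of 19592 genes with an RPKM above 0 in the DMSO or Rosi library of WT cells, 3326 (17.0%) were up-regulated over 2-fold by Rosi and 3167 (16.2%) were down-regulated over 2-fold. A pseudocount of 1 moved these numbers most, to 731 up-regulated and 360 down-regulated genes. Pooling the reads of both libraries and splitting them at random by depth gave a mean of 1797 up-regulated and 2262 down-regulated genes in 20 draws, from counting error alone. With an RPKM of at least 1 required in at least 1 of the 2 libraries, 1171 genes were up-regulated and 594 were down-regulated, against means of 39.4 and 45.3 from counting error.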

Among the 1710 up-regulated genes, 708 were induced in an H3.3K36M-sensitive manner (Fig. 2d). 

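Of the 3326 genes up-regulated by Rosi, 1152 (34.6%) had a more than 2-fold lower RPKM with Rosi in K36M than in WT cells, the comparison drawn in Fig. 2d, and 2174 did not. With a pseudocount of 1 the number of K36M-sensitive genes was 295. Within K36M cells, 192 of the 1152 genes were still up-regulated over 2-fold by Rosi and 960 were not. The RPKM with Rosi in WT cells was below 1 for 624 of the K36M-sensitive genes (54.2%) and for 70.4% of the others. The 95% counting interval of the K36M to WT ratio excluded 1 for 576 of the 1152 genes. In the opposite direction, 706 of the 3326 genes were more than 2-fold higher in K36M than in WT cells with Rosi. Over the 2018 up-regulated genes above 0 in all 4 libraries, the median log2 ratio of Rosi to DMSO was 1.49 in WT cells and 0.74 in K36M cells. These genes were chosen for a high ratio in WT cells, and that choice alone can give a lower median in K36M cells.

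**Figure D1:**
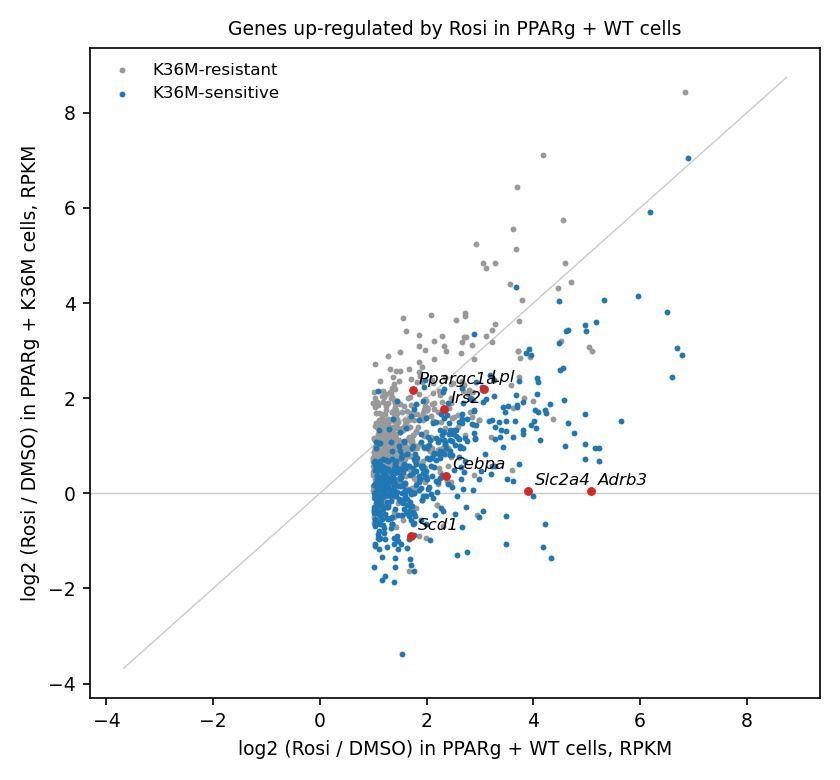
Log2 ratio of Rosi to DMSO RPKM in PPARγ-expressing WT cells (x axis) and K36M cells (y axis), 1 library per condition, for 1140 genes up-regulated over 2-fold in WT cells with an RPKM of at least 1 with Rosi and above 0 in all 4 libraries. Genes called K36M-sensitive (503) are coloured apart from the rest, the named genes are in red whatever their RPKM, and the diagonal marks an equal response, below which *Cebpa* lies at 2.37 in WT and 0.37 in K36M cells. The 1140 genes were chosen on the WT ratio, which alone can place genes below the diagonal.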

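The list of 40 adipocyte genes was counted here in place of GO annotation. It includes the PPARγ target genes that the paper names for this experiment, so its count is not independent of the paper's results. Rosi up-regulated 33 of the listed genes over 2-fold in WT cells, and 30 of the 33 were K36M-sensitive. Random draws of 1152 up-regulated genes matched on mean RPKM held 12.4 listed genes on average and at most 24 in 10000 draws. The 3 listed genes in the K36M-resistant group were *Elovl3*, *Plin2*, and *Angptl4*. A pseudocount of 1 left 25 of the listed genes K36M-sensitive.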

GO analysis showed that only H3.3K36M-sensitive genes were associated with fat cell differentiation (Fig. 2e). 

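*Cebpa* (NM_007678) had 36.2 RPKM with DMSO and 187 with Rosi in WT cells, and 7.98 and 10.3 in K36M cells. Its log2 ratio of K36M to WT cells was -4.18 with Rosi (-4.34 to -4.02) and -2.18 with DMSO (-2.32 to -2.04). Rosi raised *Cebpa* by 2.37 on the log2 scale in WT cells and by 0.37 in K36M cells. *Scd1* rose by 1.71 in WT cells, from 27.7 to 90.7 RPKM, and fell by 0.91 in K36M cells, from 29.5 to 15.8 RPKM. *Glut4*, listed as *Slc2a4* (NM_009204, chromosome 11 from 69756045 to 69761690), reached 1.22 RPKM from 57 reads in WT cells and 0.196 RPKM from 7 reads in K36M cells with Rosi, a log2 ratio of -2.64 (-4.02 to -1.50). *Irs2* rose by 2.33 on the log2 scale in WT cells and by 1.78 in K36M cells, and its log2 ratio of K36M to WT cells with Rosi was -1.69 (-1.82 to -1.55). *Lpl* rose by 3.08 in WT cells and by 2.20 in K36M cells, with a log2 ratio of -1.39 between them under Rosi (-1.42 to -1.36). *Adrb3*, the gene of a beta-adrenergic receptor (NM_013462, chromosome 8 from 28336248 to 28340060), rose by 5.09 on the log2 scale in WT cells, while in K36M cells it had 0.573 RPKM with DMSO and 0.593 with Rosi, and its log2 ratio of K36M to WT cells with Rosi was -3.50 (-4.21 to -2.86). *Pgc1a*, listed as *Ppargc1a* (NM_008904), was low in all 4 libraries, with 0.0925 RPKM from 13 reads and 0.309 RPKM from 33 reads in WT cells, and 0.019 RPKM from 3 reads and 0.0855 RPKM from 7 reads in K36M cells. The log2 ratio of K36M to WT cells with Rosi was -1.85 for *Ppargc1a* (-3.27 to -0.65). Its response to Rosi was 1.74 in WT cells and 2.17 in K36M cells, and the interval of the K36M response, 0.036 to 4.75, covered that of the WT response, 0.77 to 2.79.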

Consistent with the GO analysis results, K36M inhibited the ligand-induced expression of PPARγ target genes *Cebpa*, *Scd1*, *Glut4*, *Irs2*, *Lpl*, *Adrb3*, and *Pgc1a* (Fig. 2f). These results indicate that H3.3K36M inhibits ligand-induced expression of PPARγ target genes critical for adipogenesis and adipocyte functions.

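Among K36M-sensitive genes with an RPKM of at least 5 in WT cells with Rosi, the 5 with the largest log2 decrease were named by a rule set before the data were examined. *AW551984* (NM_001199556, chromosome 9 from 39394981 to 39411988) had 12.6 RPKM in WT and 0.11 in K36M cells with Rosi, a log2 ratio of -6.83 (-8.28 to -5.71). *A530016L24Rik* (NM_177039, chromosome 12 from 113727659 to 113738138) followed with a log2 ratio of -5.92 (-7.37 to -4.79). *Hp*, the haptoglobin gene (NM_017370, chromosome 8 from 112099030 to 112103072), had a log2 ratio of -5.74 (-6.43 to -5.12). For *Agt*, the angiotensinogen gene (NM_007428, chromosome 8 from 127080434 to 127093606), it was -5.52 (-5.80 to -5.26), from 227 RPKM in WT and 4.94 in K36M cells. *Angpt1* (NM_009640, chromosome 15 from 42256273 to 42508523) had a log2 ratio of -5.31 (-6.53 to -4.32). All 5 genes were also lower in K36M than in WT cells with DMSO, with log2 ratios between -3.92 and -1.68. From the K36M-sensitive genes, their GO terms, and the PPARγ target genes of Fig. 2f, the paper concludes that H3.3K36M inhibits the ligand-induced expression of PPARγ targets needed for adipogenesis and adipocyte functions.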

**Fig. 2:**
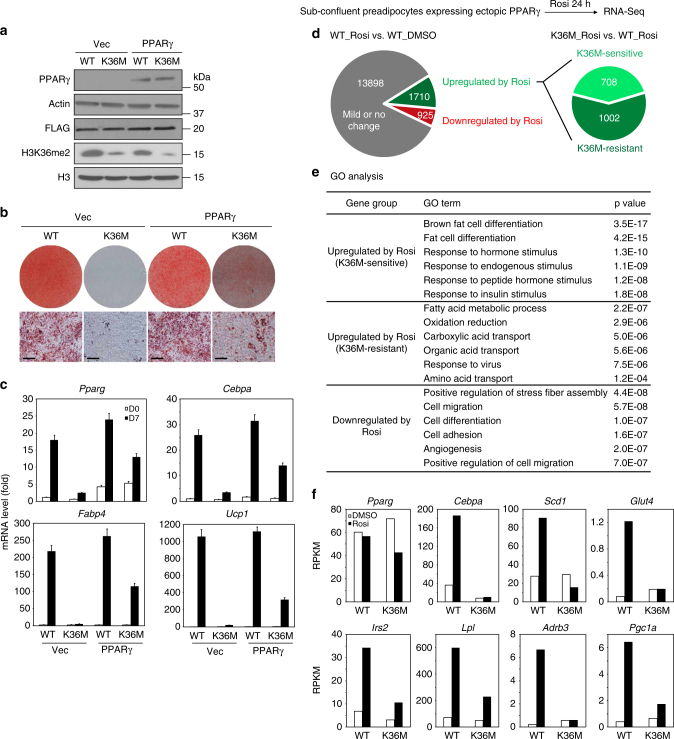
H3.3K36M inhibits ligand-induced PPARγ target gene expression. Immortalized brown preadipocytes were infected with retroviral vector expressing FLAG-tagged WT or K36M mutant histone H3.3. After puromycin selection, cells were infected with retroviral vector expressing PPARγ or empty vector, followed by hygromycin selection. **a** Western blot analysis in preadipocytes using antibodies indicated on the left. **b** Oil Red O staining at D7 of adipogenesis. Scale bars = 30 μm. **c** qRT-PCR of *Pparg*, *Cebpa*, *Fabp4*, and *Ucp1* expression at D0 and D7 of adipogenesis. qRT-PCR data are presented as means ± SEM. Three technical replicates from a single experiment were used. **d**–**f** Sub-confluent preadipocytes expressing ectopic PPARγ were treated with DMSO or 0.5 μM PPARγ ligand Rosiglitazone (Rosi) for 24 h, followed by RNA-Seq analysis. **d** Schematic of identification of K36M-sensitive and K36M-resistant genes up-regulated by Rosi treatment. The threshold for up-regulation or down-regulation is twofold. **e** GO analysis of gene groups defined in **d**. **f** RPKM values of *Pparg* and representative PPARγ target genes from RNA-Seq analysis

### H3.3K36M targets Nsd2 to inhibit adipogenesis and PPARγ

To identify the methyltransferases important for adipogenesis that are targeted by H3.3K36M, we individually knocked down (KD) the three major H3K36 methyltransferases Nsd1, Nsd2, and Setd2 in immortalized brown preadipocytes. Depletion of Nsd1 decreased H3K36me2 but increased H3K27me3 levels. Nsd2-depleted preadipocytes showed more significant decrease of H3K36me2 and increase of H3K27me3 compared to depletion of Nsd1. Depletion of neither Nsd1 nor Nsd2 changed H3K36me3 levels (Supplementary Fig. 5a, d and Fig. 3a). In contrast, depletion of Setd2 decreased H3K36me3 but had little effect on H3K36me2 and H3K27me3 levels (Supplementary Fig. 5g). *Nsd1* or *Setd2* KD did not affect cell growth rates. Although *Nsd2* KD slightly decreased the growth rate of immortalized brown preadipocytes, these cells could grow to be over-confluent (Supplementary Fig. 6a). In adipogenesis assays, depletion of Nsd2 but not Nsd1 or Setd2 resulted in severe differentiation defects (Supplementary Fig. 5 and Fig. 3b).

**Fig. 3:**
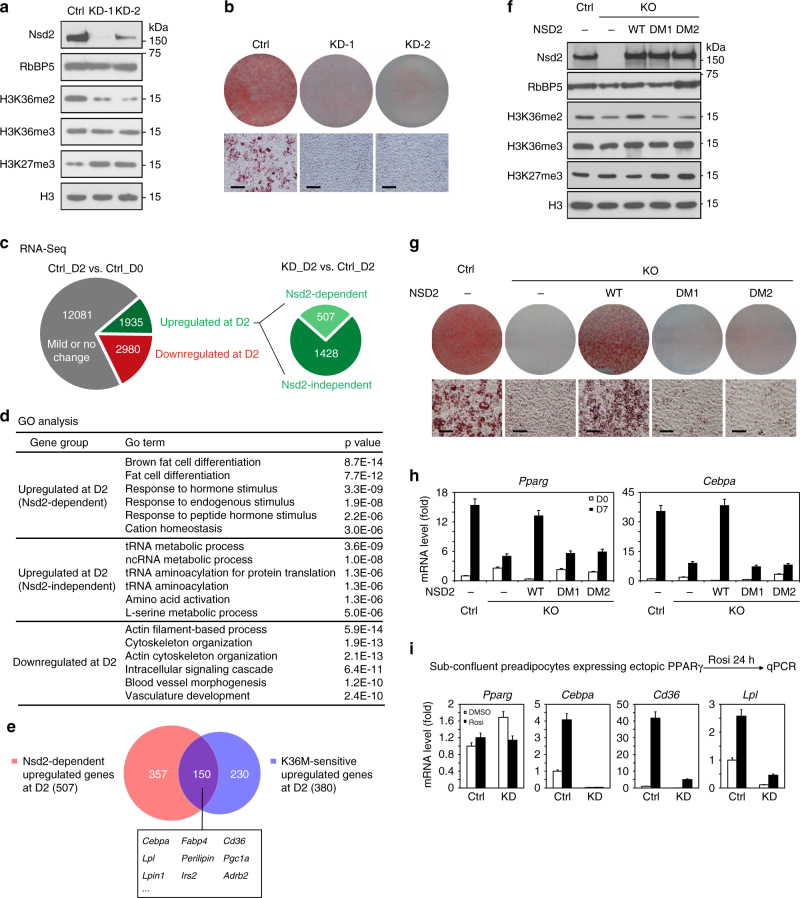
H3.3K36M targets H3K36 methyltransferase Nsd2 to inhibit adipogenesis and PPARγ target gene expression. **a**–**e** Immortalized brown preadipocytes were infected with lentiviral vector expressing control (Ctrl) or *Nsd2* knockdown (KD) shRNAs, followed by adipogenesis assay until D7. Cells were collected at D0 and D2 for RNA-Seq. **a** Western blot of Nsd2 and histone methylations in preadipocytes. RbBP5 and histone H3 were used as loading controls. **b** Oil Red O staining at D7 of adipogenesis. Scale bars = 30 μm. **c** Schematic identification of Nsd2-dependent and Nsd2-independent up-regulated genes at D2 of adipogenesis. The threshold for up-regulation or down-regulation is twofold. **d** GO analysis of gene groups defined in **c**. **e** Venn diagram depicting Nsd2-dependent (507) and K36M-sensitive (380) up-regulated genes at D2. **f**–**h** Nsd2 methyltransferase activity is required for adipogenesis. *Nsd2* knockout (KO) preadipocytes were generated using CRISPR. Control (Ctrl) and *Nsd2* KO cells were infected with retroviral vector expressing either WT, Y1092A/Y1179A mutant (DM1), or H1042G/Y1179A mutant (DM2) human NSD2, followed by adipogenesis assay. **f** Western blot of Nsd2 and histone methylations in preadipocytes. **g** Cells were stained with Oil Red O at D7 of adipogenesis. Scale bars = 30 μm. **h** qRT-PCR of *Pparg* and *Cebpa* expression at D0 and D7 of adipogenesis. **i** Nsd2 is required for ligand-induced PPARγ target gene expression. Ctrl or *Nsd2* KD preadipocytes were infected with retroviral vector expressing PPARγ. Sub-confluent cells were treated with DMSO or 0.5 μM Rosi for 24 h, followed by qRT-PCR of *Pparg* and its target genes *Cebpa*, *Cd36*, and *Lpl*. All qRT-PCR data are presented as means ± SEM. Three technical replicates from a single experiment were used

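Immortalized brown preadipocytes were infected with lentivirus expressing a control shRNA (Ctrl) or an shRNA against *Nsd2* (KD) and were sequenced at D0 and D2, with 1 library per condition and no replicate. The paper's text does not name which *Nsd2* shRNA was sequenced. As in the other experiments, the authors deposited RPKM values for 29082 RefSeq transcripts. The recovered totals of mapped reads were 19757822 at D0 and 20154997 at D2 in Ctrl cells, and 17428124 at D0 and 17663779 at D2 in KD cells. *Nsd2* (NM_175231), which the GENCODE M1 annotation lists as *Whsc1* on chromosome 5 from 34163374 to 34240624, had 19.9 RPKM in Ctrl and 5.85 RPKM in KD cells at D0, a log2 ratio of -1.77 (-1.89 to -1.65). At D2 it had 29.0 RPKM in Ctrl and 7.01 in KD cells, a log2 ratio of -2.05 (-2.16 to -1.94). Over the 3 RefSeq transcripts listed for the gene, the log2 ratio at D2 lay between -2.05 and -1.75. The related genes *Nsd1* (NM_008739, chromosome 13 from 55311143 to 55419686) and *Setd2* (NM_001081340, chromosome 9 from 110435101 to 110521137) had log2 ratios of -0.21 and 0.14 at D2.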

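Of 17473 genes with an RPKM above 0 at D0 or D2 in Ctrl cells, 3016 (17.3%) were up-regulated over 2-fold and 4085 (23.4%) were down-regulated over 2-fold from D0 to D2. With a pseudocount of 1, the setting that moved these numbers most, 964 genes were up-regulated and 1409 were down-regulated. Counting error alone, from pooled and randomly split reads, gave a mean of 1246 up-regulated and 1427 down-regulated genes in 20 draws. Among genes with an RPKM of at least 1 in at least 1 library, 1354 were up-regulated and 1931 were down-regulated, against means of 37.9 and 51.2 from counting error.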

By RNA-Seq analysis, we found that from D0 to D2 during adipogenesis, 1935 (11.4%) and 2980 (17.5%) genes showed over twofold up-regulation and down-regulation, respectively. 

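Of the 3016 up-regulated genes, 1357 were called Nsd2-dependent because their RPKM at D2 was more than 2-fold lower in KD than in Ctrl cells, the comparison drawn in Fig. 3c. This number was 258 with a pseudocount of 1. Within KD cells, 273 of the 1357 genes were still up-regulated over 2-fold from D0 to D2 and 1084 were not. At D2, 988 of the 1357 genes (72.8%) had an RPKM below 1 in Ctrl cells, compared with 40.6% of the other up-regulated genes, and 754 were listed at 0 in KD cells. The 95% counting interval of the KD to Ctrl ratio excluded 1 for 514 of them.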

Among the 1935 up-regulated genes, 507 were induced in an Nsd2-dependent manner (Fig. 3c). 

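GO annotation was not used here, so the list of 40 adipocyte genes was counted in its place. The list includes genes that the paper names for this experiment, so its count is not independent of the paper's results. Of the 36 listed genes up-regulated over 2-fold from D0 to D2 in Ctrl cells, 31 were Nsd2-dependent. Random draws of 1357 up-regulated genes matched on mean RPKM held 10.7 listed genes on average and at most 21 in 10000 draws. The listed genes that were up-regulated without being Nsd2-dependent were *Scd1*, *Acaca*, *Dgat1*, *Cfd*, and *Plin2*. A pseudocount of 1 left 25 of the listed genes Nsd2-dependent.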

GO analysis showed that only the Nsd2-dependent up-regulated gene group was highly associated with fat cell differentiation (Fig. 3d). By comparing the 507 Nsd2-dependent and the 380 K36M-sensitive up-regulated genes (Fig. 1d) at D2 of adipogenesis, we found 150 genes shared by these two groups. 

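The 828 K36M-sensitive and 1357 Nsd2-dependent genes had 222 genes in common. Adding a pseudocount of 1 gave 73 shared genes. Only genes up-regulated in both control time courses could be shared, and there were 1020 of these, of which 335 were K36M-sensitive and 521 were Nsd2-dependent. Random lists of these sizes drawn from the 1020 genes and matched on mean RPKM shared 178 genes on average, with the central 95% between 164 and 192 and a largest value of 207 in 10000 draws. The 73 genes shared with a pseudocount of 1 were also above all random lists (mean 53.7, largest 70). When the calls were instead made on a lack of over 2-fold up-regulation within the perturbed cells, 262 genes were shared, against a mean of 264 for random lists. Among shared genes with an RPKM of at least 5 at D2 in both WT and Ctrl cells (77 genes), the 5 with the largest mean log2 decrease are named. *Fgf10*, a fibroblast growth factor gene (NM_008002, chromosome 13 from 119458598 to 119580922), had a log2 ratio of -3.98 in K36M to WT cells (-4.35 to -3.64) and -4.20 in KD to Ctrl cells (-4.60 to -3.83). *Cd36*, a fatty acid transporter gene (NM_001159556, chromosome 5 from 17287508 to 17394777), had log2 ratios of -1.78 (-1.92 to -1.63) and -7.00 (-7.76 to -6.34) in the same comparisons. *Aldh1a7* (NM_011921, chromosome 19 from 20767443 to 20802052) had -1.02 (-1.24 to -0.81) and -8.18 (-11.23 to -6.32), the latter from 2 reads in KD cells. *Gpd1*, a glycerol-3-phosphate dehydrogenase gene (NM_010271, chromosome 15 from 99547946 to 99555436), had -2.41 (-2.72 to -2.12) and -5.75 (-6.54 to -5.06). *Fabp5*, a fatty acid binding protein gene (NM_010634, chromosome 3 from 10012548 to 10016607), had -3.68 (-3.82 to -3.54) and -3.94 (-4.09 to -3.79), and its values are uncertain because close copies in the genome can share its reads. *Fgf10* was already lower in K36M cells at D0, with a log2 ratio of -4.52 (-5.20 to -3.91). From D0 to D2 it rose by 2.33 in K36M and 1.80 in WT cells, so no smaller rise under K36M was seen. *Aldh1a7* rose by 7.55 in K36M cells, from 2 reads at D0, and by 6.10 in WT cells. The rises of *Cd36*, *Gpd1*, and *Fabp5* were smaller in K36M than in WT cells, with overlapping intervals for *Cd36*.

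**Figure D2:**
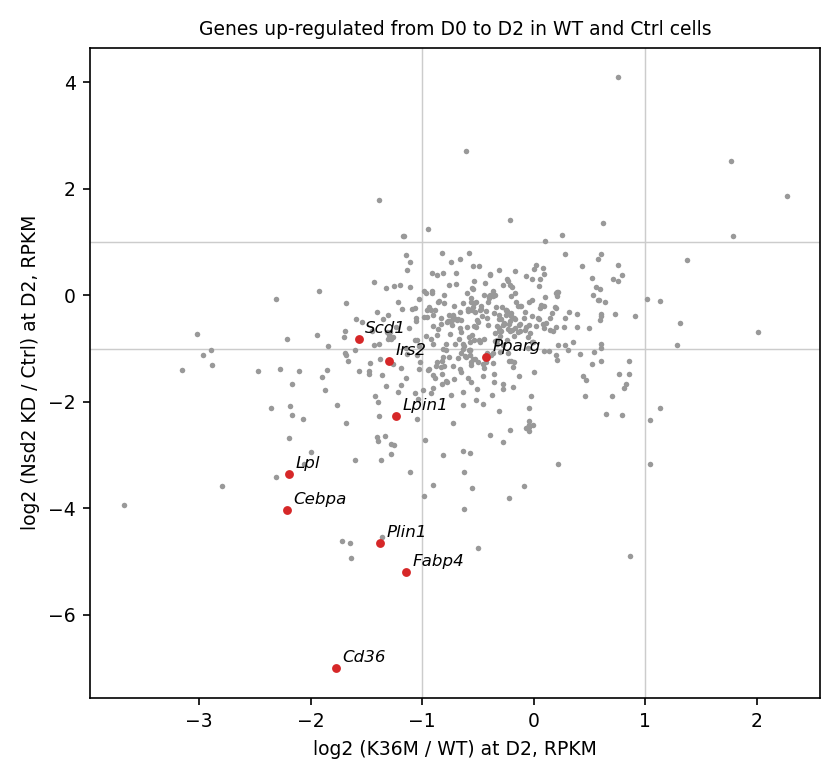
Log2 ratio of RPKM at D2 in K36M to WT cells and in Nsd2 KD to Ctrl cells, 1 library per condition, for 482 genes up-regulated over 2-fold in both control time courses with an RPKM of at least 1 in all 4 D2 libraries (grey) and 9 named genes whatever their RPKM (red). Lines mark a log2 ratio of 1 in either direction, and *Cebpa* lies at -2.21 in K36M to WT cells and -4.03 in KD to Ctrl cells.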

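*Cebpa* was among the genes shared by the K36M-sensitive and Nsd2-dependent groups. At D2 it had 78.7 RPKM in Ctrl and 4.80 RPKM in KD cells, a log2 ratio of -4.03 (-4.23 to -3.84), beside -2.21 in K36M to WT cells. *Cebpa* was lower in KD than in Ctrl cells at D0 as well, with 0.239 RPKM from 11 reads against 14.7 RPKM from 766 reads. From D0 to D2 its log2 rise was 4.33 (3.46 to 5.35) in KD and 2.42 (2.31 to 2.53) in Ctrl cells. These counting intervals did not overlap, and the rise stayed larger in KD cells with a pseudocount of 0.1 and with rescaling by the median ratio. Only a pseudocount of 1, which exceeds the 0.239 RPKM of KD cells at D0, turned the order, with rises of 2.23 and 2.34. *Pparg* was not shared, because its log2 ratio of -0.43 in K36M to WT cells did not reach a 2-fold decrease. In KD cells *Pparg* had 16.9 RPKM at D2 against 37.7 in Ctrl cells, a log2 ratio of -1.16 (-1.30 to -1.01), which placed it among the Nsd2-dependent genes. At D0 *Pparg* was higher in KD cells, with 26.4 RPKM against 12.5 in Ctrl cells. *Fabp4*, *Cd36*, *Lpl*, *Plin1* (Perilipin), *Ppargc1a*, *Lpin1*, and *Irs2*, which are named in Fig. 3e, were also in the shared group. Their log2 ratios ranged from -2.99 to -1.14 in K36M to WT cells and from -7.00 to -1.23 in KD to Ctrl cells. *Fabp4* was already lower in K36M cells at D0, with a log2 ratio of -1.02. From D0 to D2 it rose by 6.31 (6.13 to 6.50) in K36M and 6.43 (6.31 to 6.56) in WT cells. *Lpl*, *Lpin1*, and *Irs2* rose less in K36M than in WT cells, with intervals that did not overlap.

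**Figure D3:**
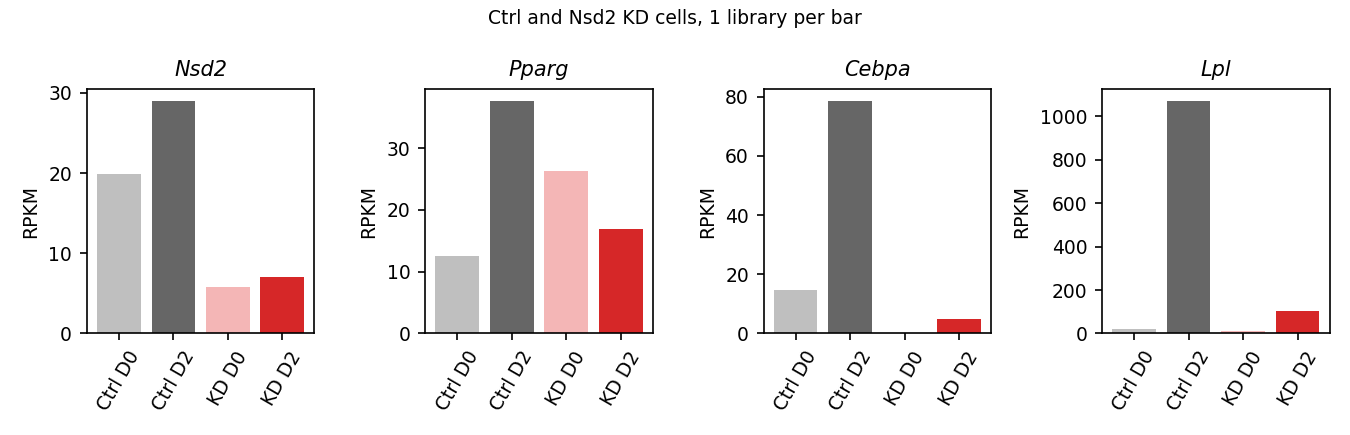
RPKM of *Nsd2*, *Pparg*, *Cebpa*, and *Lpl* at D0 and D2 in Ctrl and Nsd2 KD cells, with 1 bar for each library and no error bars because there are no replicates. *Lpl* reaches 1073 RPKM at D2 in Ctrl and 105 in KD cells, and *Pparg* falls from 26.4 to 16.9 RPKM in KD cells.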

Interestingly, *Cebpa* but not *Pparg* was among these 150 genes (Fig. 3e). Gene set enrichment analysis^24^ revealed that genes down-regulated by *Nsd2* KD were significantly enriched among genes down-regulated by H3.3K36M at D2 of adipogenesis. 

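The enrichment was recomputed with a weighted running-sum score over 15364 genes with an RPKM above 0 in both WT D2 and K36M D2, ranked by the log2 ratio of K36M to WT cells, so that a negative score places a gene set at the end lowered by K36M. The 3178 genes more than 2-fold lower in KD than in Ctrl cells at D2 included 2190 ranked genes. Their enrichment score was 0.401, and 31.4% of 10000 random gene lists matched on mean RPKM had a lower score. The median log2 ratio of the set was 0.24, compared with 0.11 for all ranked genes. Genes of the set lay at both ends of the ranking, with 15.0% below a log2 ratio of -1 and 28.9% above 1, compared with 5.39% and 15.9% of all ranked genes. Genes at 0 in WT or K36M cells at D2 had no rank, and the pseudocount settings kept the same ranked genes. Of the 539 genes of the set over 2-fold lower in K36M cells, 328 were ranked. Of the 920 over 2-fold higher, 633 were ranked. The scores therefore do not cover genes at 0 in 1 of the 2 libraries. A pseudocount of 1 reversed the sign. The set then held 728 ranked genes and its score was -0.381, below all 10000 random lists. The unweighted running sum gave a score of 0.171, above all 10000 random lists, of which the highest scored 0.168. The 2057 genes more than 2-fold higher in KD than in Ctrl cells included 1318 ranked genes, with a score of 0.561, above all 10000 random lists, and a median log2 ratio of 0.61. Its score was 0.576 with a pseudocount of 1.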

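The core enrichment genes are those on the outer side of the peak of the running sum. There were 670 among the genes lowered by Nsd2 KD, on the side raised by K36M, and they held 3 of the 40 listed adipocyte genes. With a pseudocount of 1 the core lay on the side lowered by K36M and consisted of 222 genes, which held 17 of the listed genes. Among the genes raised by Nsd2 KD there were 579 core genes, and none of the listed adipocyte genes was among them.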

The GO analysis of core enrichment genes revealed fat cell differentiation as the top term (Supplementary Fig. 7). These data indicate that Nsd2 depletion mimics the effect of ectopic H3.3K36M on repression of adipogenesis.

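Across the 10286 genes with an RPKM of at least 1 in all 4 D2 libraries, the log2 ratios of K36M to WT and of KD to Ctrl cells had a Pearson correlation of 0.14 and a Spearman correlation of 0.098. Across the 482 of these genes that were up-regulated in both control time courses, the correlations were 0.30 and 0.26. Both are correlations across genes, which are not independent replicates. The RPKM filter also applies to the K36M and KD libraries, so genes brought below 1 there are left out. Among them are *Fgf10*, *Cd36*, *Aldh1a7*, and *Gpd1*, with 0.755, 0.300, 0.055, and 0.346 RPKM in KD cells at D2. Genes below 1 in WT or Ctrl cells are left out as well. The correlations therefore do not cover such strongly changed genes. At D2, 539 genes were more than 2-fold lower in both comparisons and 747 were more than 2-fold higher in both, while 920 were higher in K36M and lower in KD cells and 283 were lower in K36M and higher in KD cells. These numbers were 110, 62, 109, and 12 with a pseudocount of 1. At equal depth the K36M D2 library listed 16821 genes above 0 and WT D2 15758, while KD D2 listed 15374 and Ctrl D2 15695. The summed RPKM of olfactory receptor genes was 15.0 in K36M and 4.34 in WT cells, and 4.42 in KD and 7.31 in Ctrl cells. Such differences in low-level reads can add genes that are higher in K36M and lower in KD cells. How far they did so was not tested. Among genes raised in both comparisons with an RPKM of at least 5 in both K36M and KD cells at D2 (54 genes), the 5 with the largest mean log2 increase are named. *Grem1*, which encodes gremlin (NM_011824, chromosome 2 from 113586321 to 113598803), had log2 ratios of 3.73 in K36M to WT cells (3.48 to 3.99) and 3.14 in KD to Ctrl cells (2.66 to 3.64). It was down-regulated from 255 to 4.47 RPKM between D0 and D2 in WT cells and from 485 to 59.4 in K36M cells. *Tes* (NM_207176, chromosome 6 from 17015149 to 17055828) had log2 ratios of 3.62 (3.31 to 3.94) and 2.38 (2.07 to 2.70). *Ltbp1* (NM_206958, chromosome 17 from 75404908 to 75791852) had 3.81 (3.62 to 4.00) and 1.81 (1.61 to 2.01). *Ehd3* (NM_020578, chromosome 17 from 74154181 to 74181433) had 3.01 (2.72 to 3.31) and 2.40 (2.10 to 2.72). *H2-Q6* (NM_207648, chromosome 17 from 35561795 to 35567000) had 4.18 (3.44 to 5.01) and 1.35 (0.93 to 1.79), and its values are uncertain because it can share reads with near-identical histocompatibility genes. From the shared genes and its gene set enrichment analysis, the paper concludes that Nsd2 depletion mimics the effect of ectopic H3.3K36M on the repression of adipogenesis.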

To determine whether the enzymatic activity of Nsd2 was required for adipogenesis, we used Clustered regularly interspaced short palindromic repeats (CRISPR) technology to generate *Nsd2* knockout (KO) preadipocytes (Fig. 3f). Then, we generated two mutant forms of human NSD2, Y1092A/Y1179A (double mutant 1, DM1) and H1142G/Y1179A (DM2). Y1092A, H1142G, and Y1179A mutations have been shown to eliminate the H3K36 methyltransferase activity of NSD2 separately^17,25^. The *Nsd2* KO preadipocytes were infected with retroviruses expressing either WT NSD2, DM1 or DM2. Western blot using an antibody that can detect both human and mouse Nsd2 showed that expression level of ectopic NSD2 was similar to that of endogenous Nsd2 (Fig. 3f). Deletion of endogenous *Nsd2* led to decreased H3K36me2 levels, which could be restored by expression of the WT but not the catalytic mutant forms of Nsd2 (Fig. 3f). Ectopic expression of WT NSD2, but not mutants, rescued the adipogenesis defects in *Nsd2* KO preadipocytes (Fig. 3g, h), indicating that Nsd2 enzymatic activity is required for adipogenesis.

Consistent with the ChIP-Seq data from H3.3K36M-expressing cells (Fig. 1g and Supplementary Fig. 2e), ChIP-quantitative PCR (ChIP-qPCR) revealed that H3K36me2 levels decreased and H3K27me3 levels increased on *Cebpa*, *Lpl*, and *Cd36*, but not *Pparg*, gene loci in Nsd2-depleted preadipocytes (Supplementary Fig. 8). Furthermore, ectopic expression of either C/EBPα or PPARγ failed to rescue adipogenesis defects in Nsd2-depleted preadipocytes (Supplementary Fig. 9). In addition, Nsd2-depleted preadipocytes showed severe defects in ligand-induced expression of PPARγ target genes *Cebpa*, *Cd36*, and *Lpl* (Fig. 3i). The results from Nsd2-depleted preadipocytes phenocopy those from H3.3K36M-expressing cells. Together, our data indicate that H3.3K36M targets Nsd2 to inhibit adipogenesis and PPARγ target gene expression.

### H3.3K36M impairs BAT and muscle development

To find out whether depletion of H3K36 methylation inhibits adipogenesis in vivo, we generated a conditional H3.3K36M transgenic mouse strain, LSL-K36M. The expression of FLAG-tagged H3.3K36M driven by a CAG promoter was blocked by the insertion of four copies of SV40 stop signals (STOP) flanked by two loxP sites (Fig. 4a). We crossed LSL-K36M with *Myf5-Cre* mice to delete the STOP cassette and induce H3.3K36M expression in progenitor cells of BAT and muscle lineages^8,26^. The resulting LSL-K36M;*Myf5-Cre* E18.5 embryos showed a slightly abnormal hunched posture due to reduction of back muscles (Fig. 4b). Immunohistochemical analysis of cervical regions of E18.5 embryos revealed that expression of H3.3K36M in progenitor cells leads to reduction of BAT and muscle mass (Fig. 4c, d). Together with observations in cell culture (Fig. 1 and Supplementary Fig. 1), these data indicate that H3K36 methylation is essential for BAT and muscle development.

**Fig. 4:**
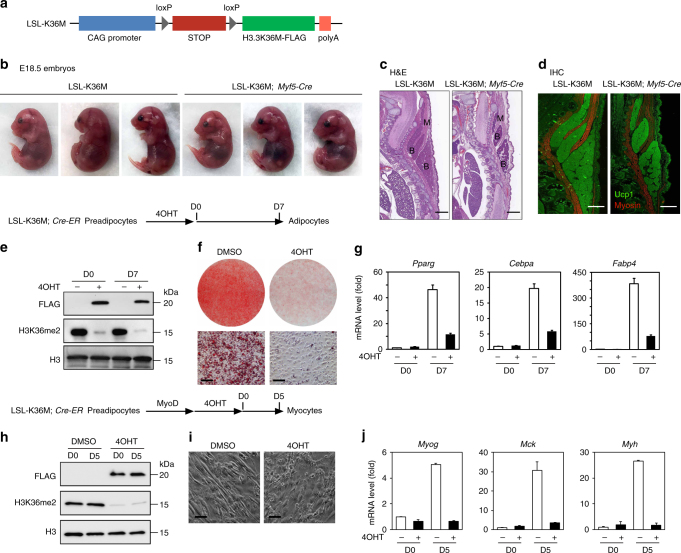
Expression of H3.3K36M in Myf5^+^ progenitor cells impairs brown adipose tissue and muscle development. **a** Schematic of the LSL-K36M transgenic construct. The LSL-K36M transgene consists of the following elements from 5′ to 3′: CAG promoter, four copies of SV40 stop signals (STOP) flanked by two loxP sites, H3.3K36M with FLAG tag, and polyA. **b**–**d** LSL-K36M were crossed with *Myf5-Cre* to generate LSL-K36M;*Myf5-Cre* mice expressing H3.3K36M in progenitor cells of brown adipose tissue (BAT) and muscle. **b** Representative morphology of E18.5 embryos. **c**, **d** Histological analysis of E18.5 embryos. Sagittal sections of cervical/thoracic area were stained with H&E (**c**), or with antibodies against the BAT (B) marker Ucp1 (green) and the muscle (M) marker Myosin (red) (**d**). Scale bar = 300 µm. **e**–**g** LSL-K36M were crossed with *Cre-ER* to generate LSL-K36M;*Cre-ER* mice. Primary brown preadipocytes were isolated from newborn pups. After SV40T immortalization, cells were treated with 4-hydroxytamoxifen (4OHT) to induce H3.3K36M expression, followed by adipogenesis assay. **e** Western blot in LSL-K36M;*Cre-ER* preadipocytes (D0) and adipocytes (D7). **f** Oil Red O staining at D7 of adipogenesis. Scale bars = 30 μm. **g** qRT-PCR of *Pparg*, *Cebpa*, and *Fabp4* expression at D0 and D7 of adipogenesis. **h**–**j** Immortalized LSL-K36M;*Cre-ER* preadipocytes were infected with retroviral vector expressing MyoD. After puromycin selection, cells were treated with 4OHT to induce H3.3K36M expression, followed by myogenesis assay. **h** Western blot in LSL-K36M;*Cre-ER* preadipocytes (day 0, D0) and myocytes (day 5, D5). **i** Cell morphologies were observed under a microscope at D5 of myogenesis. Scale bars = 20 μm. **g** qRT-PCR analysis of myogenic gene expression at D0 and D5 of myogenesis. All qRT-PCR data are presented as means ± SEM. Three technical replicates from a single experiment were used

To confirm that the requirement of H3K36 methylation for adipogenesis and myogenesis is cell autonomous, we crossed LSL-K36M with *Cre-ER* mice to obtain primary LSL-K36M;*Cre-ER* brown preadipocytes. After immortalization, cells were treated with 4-hydroxytamoxifen (4OHT) to delete the STOP cassette and induce H3.3K36M expression (Fig. 4e), followed by adipogenesis assay. Consistent with the data from LSL-K36M;*Myf5-Cre* mice, expression of H3.3K36M inhibited adipogenesis and the induction of adipocyte marker genes such as *Pparg*, *Cebpa*, and *Fabp4* (Fig. 4f, g). For myogenesis, ectopic MyoD was expressed in the immortalized LSL-K36M;*Cre-ER* preadipocytes. 4OHT-induced H3.3K36M expression (Fig. 4h) inhibited MyoD-driven myogenesis and the induction of myogenic genes such as *Myog*, *Mck*, and *Myh* (Fig. 4i, j).

### Adipose-selective expression of H3.3K36M reprograms BAT

Next, we investigated the role of H3K36 methylation in adipose tissue functions in mice. For this purpose, we generated another transgenic mouse strain, A-K36M, in which the expression of FLAG-tagged H3.3K36M was driven by the 7.9 kb adipose-selective *Fabp4* (*aP2*) promoter described previously^27^ (Fig. 5a). Different from LSL-K36M;*Myf5-Cre* mice, newborn A-K36M pups did not show significant defects in BAT development (Supplementary Fig. 10a). While H3.3K36M was undetectable in primary A-K36M brown preadipocytes, its level increased dramatically, which caused depletion of H3K36me2 after 7 days of adipogenesis (Supplementary Fig. 10b). Consistent with the observation from newborn pups, H3.3K36M expression only mildly reduced lipid accumulation and the induction of adipocyte marker genes *Pparg* and *Cebpa* after adipogenesis (Supplementary Fig. 10c, d).

**Fig. 5:**
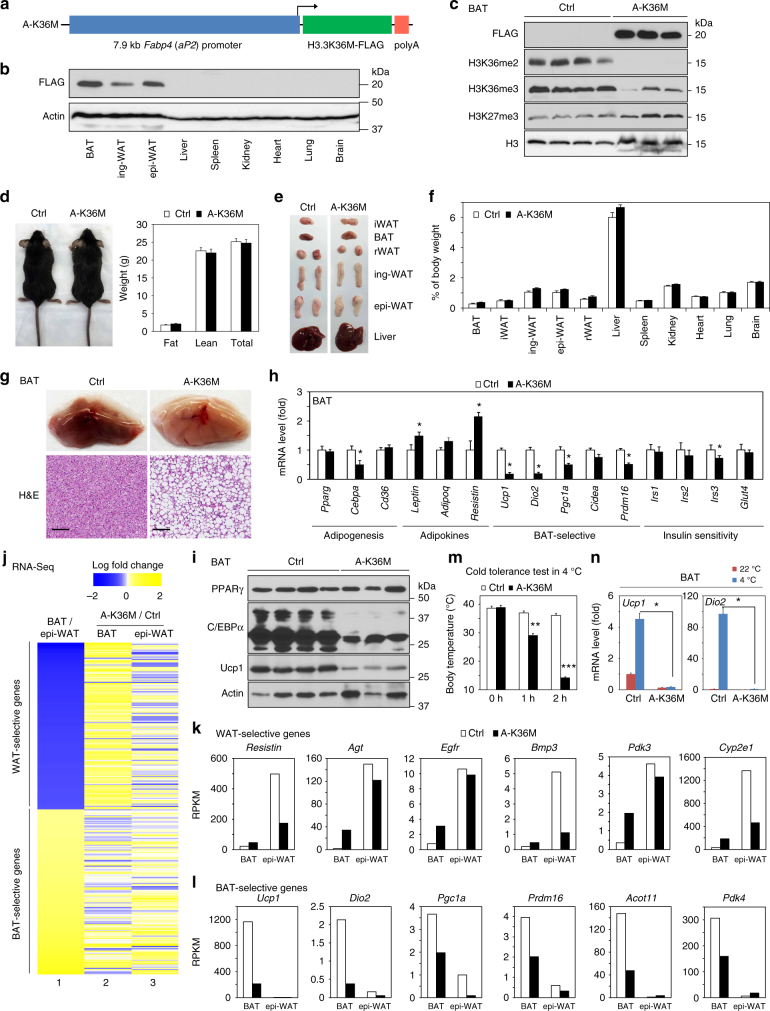
Adipose-selective expression of H3.3K36M depletes H3K36 methylation and reprograms BAT. **a** Schematic of transgenic (A-K36M) construct. Expression of FLAG-tagged H3.3K36M is under the control of the 7.9 kb adipose tissue-selective *Fabp4* promoter. **b** Tissue distribution of FLAG-tagged H3.3K36M in A-K36M mice was determined by Western blot. All data in this figure were from 8-week-old to 10-week-old male mice fed with regular diet. **c** Western blot in BAT of control (Ctrl) and A-K36M mice. **d** Representative picture of Ctrl and A-K36M mice (left). Fat mass, lean mass, and total body weight of Ctrl and A-K36M mice (*n* *=* 6 per group) were measured by MRI (right). **e** Representative pictures of interscapular WAT (iWAT), BAT, retroperitoneal WAT (rWAT), inguinal WAT (ing-WAT), epididymal WAT (epi-WAT), and liver. **f** Average tissue weights in Ctrl and A-K36M mice (*n* *=* 6 per group) are presented as % of body weight. **g** Enlarged images (upper panels) and H&E staining (lower panels) of BAT isolated from Ctrl and A-K36M mice. Scale bar = 100 µm. **h** qRT-PCR analysis in BAT of Ctrl and A-K36M mice (*n* *=* 6 per group). **i** Western blot of PPARγ, C/EBPα, and Ucp1 in BAT isolated from Ctrl and A-K36M mice. **j**–**l** BAT and epi-WAT were collected from A-K36M and Ctrl mice for RNA-Seq. **j** Heatmaps of BAT-enriched or epi-WAT-enriched genes. Column 1, log fold change between RPKM of BAT vs. epi-WAT in Ctrl mice. Top 1000 WAT-selective or top 1000 BAT-selective genes were analyzed. Columns 2–3, log fold change between RPKM of A-K36M vs. Ctrl mice (A-K36M/Ctrl) in BAT (column 2) or epi-WAT (column 3). **k**, **l** RPKM values of WAT-selective (**k**) or BAT-selective (**l**) genes. **m**, **n** Cold tolerance test. Ctrl and A-K36M mice (*n* *=* 6 per group) were housed at room temperature (22 °C) or in cold (4 °C) for 2 h. **m** Body temperatures. **n** qRT-PCR of *Ucp1* and *Dio2* in BAT. All values in **d**, **f**, **h** and **m**, **n** are presented as mean ± SEM. Statistical comparison between groups was performed using Student’s *t* test. *p < 0.05, **p < 0.01, and ***p < 0.005

In adult A-K36M mice, H3.3K36M was detected by Western blot in interscapular BAT, inguinal WAT (ing-WAT) and epididymal WAT (epi-WAT) but not in non-adipose tissues examined (Fig. 5b). *Fabp4* promoter-driven expression of H3.3K36M depleted endogenous H3K36me2 and H3K36me3 and mildly increased H3K27me3 in the BAT of A-K36M mice (Fig. 5c). Compared with WT Ctrl, A-K36M mice did not show significant changes in food intake, energy expenditure, activity, or O_2_ consumption, although the respiratory exchange ratio increased slightly (Supplementary Fig. 11a–e). A-K36M mice showed similar body weight and fat and lean mass compared to that of Ctrl mice at 8 weeks of age (Fig. 5d). The weight and size of the BAT, WATs, and other tissues were similar between A-K36M and Ctrl mice (Fig. 5e, f). These results indicate that *Fabp4* promoter-driven H3.3K36M expression has minimal effects on adipose tissue development.

Interestingly, the BAT of A-K36M mice showed whitening in color and increased lipid accumulation (Fig. 5g). Expression levels of *Cebpa* and BAT-selective genes *Ucp1*, *Dio2*, *Pgc1a*, and *Prdm16* decreased in the BAT of A-K36M mice, while *Pparg* levels remained similar (Fig. 5h). Decreased expression of C/EBPα and Ucp1 but not PPARγ was confirmed by Western blot (Fig. 5i) and/or immunostaining (Supplementary Fig. 11f). In addition, expression of *Leptin* and *Resistin*, which are normally enriched in WAT, increased in the BAT of A-K36M mice (Fig. 5h). Consistently, H3.3K36M increased the expression of WAT-selective genes *Resistin* and *Agt* but reduced the expression of BAT-selective genes *Ucp1* and *Pgc1a* after adipogenesis of primary A-K36M brown preadipocytes (Supplementary Fig. 10d). H3K36me2 levels decreased while H3K27me3 levels increased on *Cebpa*, *Pgc1a*, and *Ucp1*, but not *Pparg* gene loci in both brown A-K36M adipocytes differentiated in culture and BAT of A-K36M mice (Supplementary Fig. 10e, f).

To further investigate the gene expression profile changes, BAT and epi-WAT were collected from A-K36M and Ctrl mice for RNA-Seq. We first determined the top 1000 WAT-selective and BAT-selective genes by comparing the transcriptomes of BAT and epi-WAT in Ctrl mice (Fig. 5j, column 1). The majority of WAT-selective genes (813) were up-regulated more than twofold in the BAT of A-K36M mice (Fig. 5j, column 2 and Fig. 5k), whereas BAT-selective genes showed reduced expression (Fig. 5l). These data suggest that depletion of H3K36 methylation by H3.3K36M causes reprogramming of the BAT gene expression profile and whitening of BAT.

A-K36M mice maintained core body temperatures when housed at room temperature (~22 °C). However, their core body temperatures dropped to ~28 °C after 1 h and to ~15 °C after 2 h exposure to an ambient temperature of 4 °C (Fig. 5m). Expression levels of thermogenesis genes *Ucp1* and *Dio2* decreased in both BAT (Fig. 5n) and ing-WAT (Supplementary Fig. 11g) of A-K36M mice at room temperature and failed to induce after 2 h cold exposure, indicating thermogenesis defects in both BAT and ing-WAT of A-K36M mice. Lipolysis is critical for thermogenesis in mice^4^. Activation of the β3-adrenergic signaling pathway by CL316,243 (CL), a selective β3-adrenergic receptor agonist, increases lipolysis and free fatty acid (FFA) release and induces energy expenditure to generate heat^28^. We found that the administration of CL increased total energy expenditure in Ctrl, but not in A-K36M mice (Supplementary Fig. 11h). A-K36M mice also showed defects in CL-stimulated lipolysis, indicated by reduced FFA release (Supplementary Fig. 11i). Together, data from A-K36M mice suggest that adipose-selective expression of H3.3K36M depletes H3K36 methylation and reprograms BAT gene expression, which has minimal effects on adipose tissue development but leads to severe thermogenesis defects in BAT.

### A-K36M mice show insulin resistance in WAT

Next, we analyzed WAT of A-K36M mice. Hematoxylin and eosin (H&E) staining of ing-WAT and epi-WAT sections revealed similar sizes of adipocytes between A-K36M and Ctrl mice (Fig. 6a). Similar H&E staining results and triglyceride contents were observed in the liver of A-K36M and Ctrl mice (Fig. 6b). Levels of adiponectin, but not leptin, were decreased in the serum of A-K36M mice (Fig. 6c). FFA, triglyceride, and cholesterol levels in serum were similar between A-K36M and Ctrl mice (Fig. 6d). However, the expression levels of adipogenesis markers *Pparg*, *Cebpa*, and *Cd36*, lipolysis genes *Lpl*, *Hsl*, and *Adrb3*, and adipokines *Adiponectin* (*Adipoq*) and *Resistin* were decreased in both ing-WAT and epi-WAT of A-K36M mice (Fig. 6e), suggesting that depletion of H3K36 methylation by H3.3K36M impairs WAT gene expression.

**Fig. 6:**
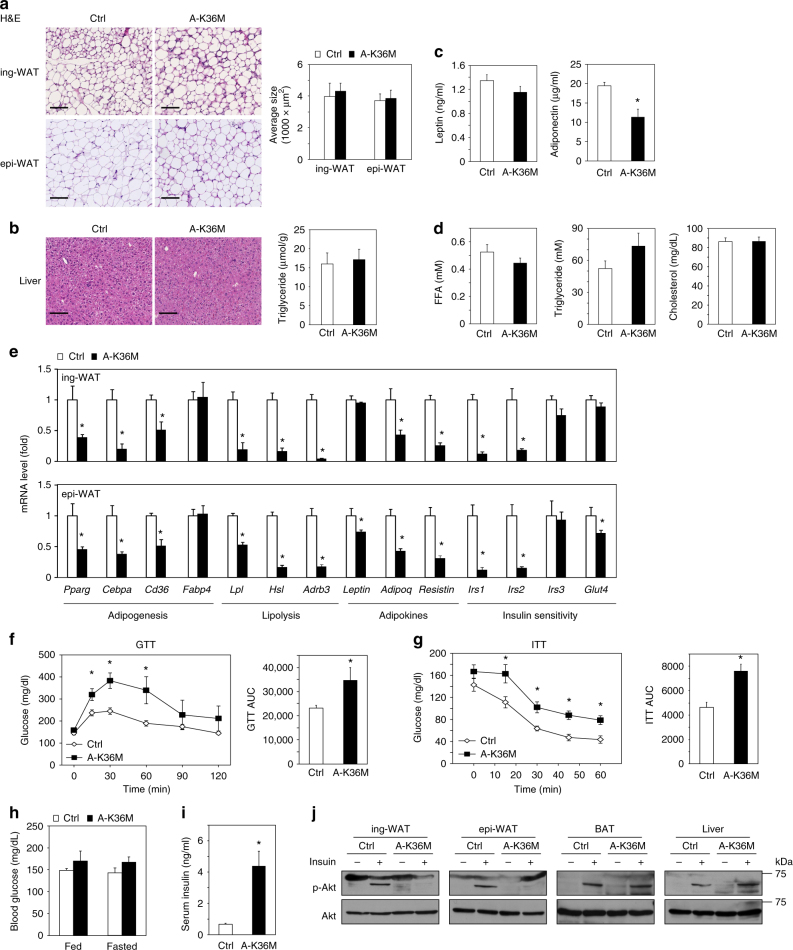
Adipose-selective expression of H3.3K36M causes insulin resistance in WAT. Eight-week-old to 10-week-old male Ctrl and A-K36M mice (*n* *=* 6 per group) were fed with regular diet. **a** H&E staining of ing-WAT (upper panels) and epi-WAT (lower panels). Scale bar = 100 µm. Average sizes of adipocytes in ing-WAT and epi-WAT are shown on the right. Adipocyte size was calculated using ImageJ. **b** H&E staining of the liver. Scale bar = 100 µm. Triglyceride content in the liver is shown on the right. **c** Serum leptin (left) and adiponectin (right) levels. **d** Serum levels of free fatty acid (FFA), triglyceride, and cholesterol. **e** qRT-PCR analysis of adipogenesis, lipolysis, insulin sensitivity, and adipokine genes in ing-WAT and epi-WAT. **f** Glucose tolerance test (GTT). Area under the curve (AUC) is shown on the right. **g** Insulin tolerance test (ITT). AUC is shown on the right. **h** Fed or fasted blood glucose levels. **i** Serum insulin levels in the random-fed status. **j** Western blot of phosphorylated Akt at Serine 473 (p-Akt) and total Akt in protein extracts of ing-WAT, epi-WAT, BAT, and liver. All values in Fig. 6 are presented as means ± SEM. Statistical comparison between groups was performed using Student’s *t* test. *p < 0.05

In addition, insulin signaling pathway genes *Irs1* and *Irs2* were expressed at markedly lower levels in WATs (Fig. 6e), but not BAT (Fig. 5h), of A-K36M mice compared to Ctrl, suggesting impaired insulin sensitivity in A-K36M mice. Indeed, glucose tolerance test (GTT) (Fig. 6f) and insulin tolerance test (ITT) (Fig. 6g) showed that A-K36M mice were insulin resistant. Under randomly fed status or after 4 h fasting, the blood glucose levels were similar between A-K36M and Ctrl mice (Fig. 6h). However, the serum insulin levels in A-K36M mice were much higher (Fig. 6i), indicating that A-K36M mice need more insulin to maintain similar levels of blood glucose. Western blot of insulin-stimulated phosphorylation of Akt confirmed impaired insulin signaling in ing-WAT and epi-WAT, but not BAT and liver, of A-K36M mice (Fig. 6j). These data indicate that although adipose-selective expression of H3.3K36M has minimal effects on WAT development, it inhibits insulin signaling pathway gene expression in WATs, which leads to insulin resistance in mice.

### A-K36M mice are resistant to HFD-induced WAT expansion

After analyzing A-K36M mice under regular diet (RD), we examined them under high fat diet (HFD) for 10 to 11 weeks. A-K36M mice showed significantly less body weight and fat mass, but not lean mass, than the Ctrl after HFD (Fig. 7a, b and Supplementary Fig. 12a). Ctrl and A-K36M mice had similar food intakes under RD or HFD, but A-K36M mice had higher accumulative energy expenditure compared with Ctrl mice when they were fed with HFD (Supplementary Fig. 12b, c). The ing-WAT and epi-WAT were much smaller, while the liver was much larger in A-K36M mice (Fig. 7c). Adipocytes in ing-WAT and epi-WAT of A-K36M mice were smaller, but there was more lipid accumulation in the liver (Fig. 7d). These results indicate a failure in the expansion of adipose tissues and a fatty liver phenotype in the A-K36M mice after HFD. Consistent with the markedly reduced fat mass in the A-K36M mice, levels of adiponectin and leptin were much lower in A-K36M mice than in Ctrl (Fig. 7e). The FFA and triglyceride levels were much higher in the serum of A-K36M mice than Ctrl, but the cholesterol levels were similar (Fig. 7f). The blood glucose and serum insulin levels were much higher in A-K36M mice after HFD (Fig. 7g, h). Although the A-K36M mice showed similar levels of glucose intolerance to Ctrl (Fig. 7i), they were more insulin resistant (Fig. 7j). The expression of genes associated with adipogenesis, lipolysis, insulin sensitivity, and adipokines decreased in WAT of A-K36M mice (Supplementary Fig. 12d). Together, these data indicate that under HFD, mice with adipose tissue-selective expression of H3.3K36M develop severe lipodystrophy associated with hyperlipidemia, insulin resistance, and diabetes. Interestingly, HFD feeding slightly decreased H3K36me2 levels in adipose tissues of Ctrl mice (Supplementary Fig. 13).

**Fig. 7:**
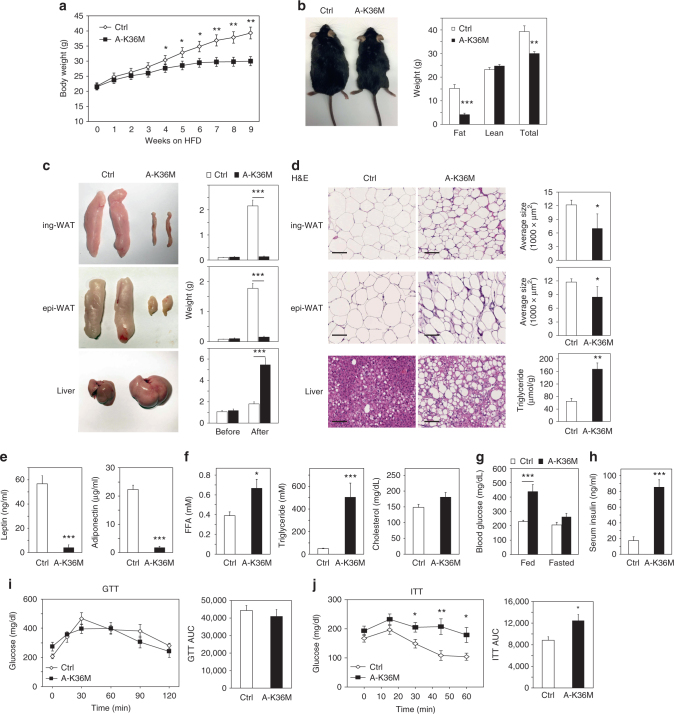
Mice with adipose-selective expression of H3.3K36M are resistant to HFD-induced WAT expansion. Male Ctrl and A-K36M mice (*n* = 6 per group) were fed with high fat diet (HFD) for 10 to 11 weeks starting from the 9th week of age. **a** Body weight during HFD feeding. **b** Representative picture of mice after HFD feeding (left). Fat mass, lean mass, and total body weight were measured by MRI (right). **c** Representative pictures of ing-WAT, epi-WAT, and liver (left panels). Average tissue weights are shown in right panels. before: tissue weights of 8-week-old mice fed with regular diet; after: tissue weights of mice after HFD. **d** H&E staining of ing-WAT, epi-WAT, and liver (left panels). Scale bar = 100 µm. Average sizes of adipocytes in ing-WAT and epi-WAT, and the liver triglyceride contents are shown on the right. **e** Serum leptin (left) and adiponectin (right) levels. **f** Serum levels of FFA, triglyceride, and cholesterol. **g** Fed or fasted blood glucose levels. **h** Serum insulin levels. **i** GTT. AUC is shown on the right. **j** ITT. AUC is shown on the right. All values are presented as mean ± SEM. Statistical comparison between groups was performed using Student’s *t* test. *p < 0.05, **p < 0.01, and ***p < 0.005

## Discussion

We show that depletion of H3K36 methylation by H3.3K36M inhibits adipogenesis by increasing H3K27me3 to prevent the induction of adipogenic gene *Cebpa* and other PPARγ target genes. H3.3K36M achieves these effects by inhibiting H3K36 di-methyltransferase Nsd2. Through generation of LSL-K36M;*Myf5-Cre* mice, we demonstrate that H3.3K36M expression in progenitor cells impairs adipose tissue development. Through generation of A-K36M mice, we show that depletion of H3K36 methylation by H3.3K36M in adipocytes reprograms gene expression profile and hinders normal functions of BAT and WAT. Together, our data suggest that Nsd2-mediated H3K36 methylation plays a critical role in regulating adipogenesis and adipose tissue function. A schematic in Fig. 8, reflecting our consistent data from in vitro and in vivo experiments, illustrates our conclusion that H3K36 methylation is important for adipose tissue development and function. In progenitor cells, depletion of H3K36 methylation by H3.3K36M leads to defects in adipose tissue development. In mature adipocytes, depletion of H3K36 methylation by H3.3K36M reprograms functional gene expression, impairing BAT and WAT functions.

**Fig. 8:**
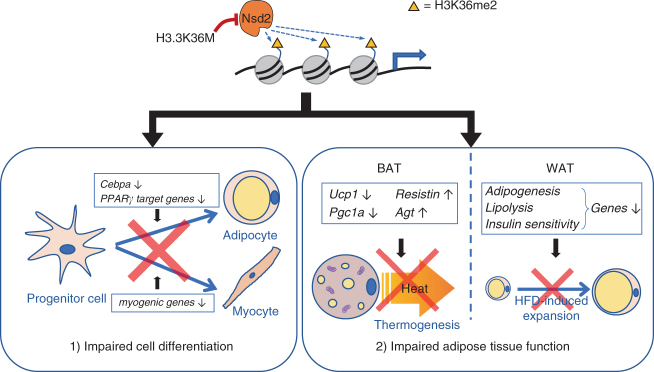
A schematic model on the role of Nsd2-mediated H3K36me2 in adipose tissue development and function. In progenitor cells, depletion of Nsd2-mediated H3K36me2 by H3.3K36M leads to defects in adipose tissue development (adipogenesis) and muscle development (myogenesis). In mature adipocytes, depletion of H3K36me2 by H3.3K36M reprograms functional gene expression, impairing brown and white adipose tissue functions

A recent paper reported that H3K36M decreases H3K27me3 levels on mesenchymal stem cell (MSC) genes, which allows MSC gene expression to inhibit cell differentiation including osteogenesis and adipogenesis^29^. Using preadipocyte differentiation as the model system, we show two mechanisms by which H3K36M inhibits adipogenesis. First, H3K36M increases H3K27me3 levels on the gene locus encoding a master adipogenic transcription factor C/EBPα, which prevents C/EBPα expression. Second, H3K36M targets Nsd2 to inhibit ligand-induced expression of target genes of PPARγ, the other master regulator of adipogenesis. In cell culture, we show that ectopic expression of H3.3K36M inhibits adipogenesis of both white and brown preadipocytes, as well as C/EBPα-stimulated and PPARγ-stimulated adipogenesis. Furthermore, by expressing H3.3K36M in progenitor cells of adipocytes, we show that H3K36 methylation is required for adipogenesis in vivo. Finally, by expressing H3K36M in mature adipocytes, we show that H3K36 methylation is important for adipose tissue function in mice.

We show in Supplementary Fig. 1a–c that H3.1K36M and H3.3K36M have similar effects on H3K36me2 levels, adipogenesis, and adipogenic gene expression. These results are consistent with a previous study^29^, which reported different distributions of H3.1K36M and H3.3K36M but similarly altered gene expression profiles between H3.1K36M-expressing and H3.3K36M-expressing MSCs. Together, these results suggest a substantial *trans*-effect of H3K36M, but we cannot rule out the potential involvement of a *cis*-effect of H3K36M. It has been shown previously that H3.3K36M incorporated in nucleosomes reduced H3K36me2 and H3K36me3 levels locally^30^, suggesting a *cis*-effect. However, since the expression levels of H3.3K36M were much lower than that of endogenous H3, the *cis*-effect of H3K36M on chromatin is unlikely to play a major role in the cells used in this study.

H3.3K36M depletes H3K36me2 but only mildly decreases H3K36me3 in preadipocytes, suggesting that H3K36 di-methyltransferases may be the target of H3.3K36M. Four lines of evidence support that Nsd2 is the major target of H3.3K36M in adipogenesis. First, knockdown screening results showed that depletion of the major H3K36 di-methyltransferase Nsd2, but not the major H3K36 tri-methyltransferase Setd2, leads to defects in adipogenesis. Second, Nsd2 depletion caused defects in C/EBPα-stimulated or PPARγ-stimulated adipogenesis and impaired ligand-induced PPARγ target gene expression. Third, Nsd2 depletion caused an increase in H3K27me3, which repressed C/EBPα and other PPARγ target genes. Fourth, Nsd2 enzymatic activity is required for adipogenesis. Thus, depletion of Nsd2 phenocopies ectopic H3.3K36M expression in adipogenesis. These data indicate that H3.3K36M targets Nsd2 to deplete H3K36me2 and inhibit adipogenesis in preadipocytes. Although both Nsd1 and Nsd2 are methyltransferases for H3K36me2^15^, *Nsd2* KD has more significant effects on H3K36me2 levels around gene loci of *Cebpa*, *Lpl*, and *Cd36* (Supplementary Fig. 6b), suggesting that Nsd2-mediated H3K36me2 plays a major role in regulating adipogenic gene expression.

Since the *Fabp4* (*aP2*) promoter is also active in macrophages, we have investigated the contributions of macrophages and inflammation to the phenotype of A-K36M mice. As shown in Supplementary Fig. 14a, significant macrophage infiltration is detected in the WAT of A-K36M mice. Consistently, RNA-Seq analyses revealed increased expression of inflammatory response genes such as *Emr1* (F4/80), *Ccl2*, *Tnf*, and *IL-6* in epi-WAT of A-K36M mice (Supplementary Fig. 14b). However, RNA-Seq analyses showed that H3.3K36M mildly decreases the expression of *Emr1*, *Ccl2*, *Tnf*, and *IL-6* in RAW264.7 macrophages in cell culture (Supplementary Fig. 14c, d). Together, these data suggest that while macrophage infiltration and inflammation in WAT likely contribute to the phenotype of A-K36M mice, the inflammation is not directly caused by H3.3K36M expression in macrophages. Macrophage infiltration and inflammation in WAT have been reported in other lipodystrophic mouse models^31^.

## Methods

### Plasmids and antibodies

Retroviral plasmids expressing WT or mutants of histone H3.1 or H3.3 including pQCXIP-H3.1-FLAG, pQCXIP-H3.1K36M-FLAG, pQCXIP-H3.3-FLAG, and pQCXIP-H3.3K36M-FLAG were described^23^. pMSCVhygro-PPARγ2, pWZLhygro-C/EBPα, and pMSCVpuro-MyoD have been described^13^. The full-length human NSD2 with a C-terminal FLAG tag was from Origene (RC221350) and was cloned into pMSCVhygro to generate pMSCVhygro-NSD2-FLAG. The Y1092A/Y1179A and H1142G/Y1179A mutants of NSD2 were generated by PCR mutagenesis. Lentiviral short hairpin RNA plasmids targeting Ctrl (SHC002), mouse *Nsd1* (TRCN0000441097 and TRCN0000123379), *Nsd2* (TRCN0000253039 and TRCN0000226296), and *Setd2* (TRCN0000238537 and TRCN0000238535) genes were purchased from Sigma. For CRISPR/Cas9-mediated knockout of Nsd2, guide RNA (gRNA) was designed according to CRISPR.mit.edu. The gRNA sequence for Nsd2 is 5′-GCAATTGGTCCCCCACATAA-3′. pSpCas9(BB)-2A-Puro (PX459) was from Addgene (48139)^32^. gRNA was cloned into PX459 to generate a gRNA-Cas9-2A-Puro single plasmid construct. All plasmids were confirmed by DNA sequencing.

Anti-NSD2 antibody (13-0002) was from EpiCypher. Anti-C/EBPα (sc-61x) and anti-PPARγ (sc-7196x) were from Santa Cruz Biotechnology. Anti-F4/80 (MAB5580) was from R&D Systems. Anti-myosin (MF20) was from Developmental Studies Hybridoma Bank. Anti-RbBP5 (AA300-109A) was from Bethyl Laboratories. Rabbit IgG (I-5006), anti-β-actin (A2228), and anti-FLAG (F3165) were from Sigma. Anti-histone H3 (ab1791) and anti-H3K36me3 (ab9050) were from Abcam. Anti-H3K36me2 (07-369) and anti-H3K27me3 (07-449) were from Millipore. Anti-Akt (9272) and anti-phosphorylated-Akt (Ser 473) (4051) were from Cell Signaling Technology. Whole-cell lysates were prepared for Western blot of Nsd2, C/EBPα, PPARγ, Ucp1, and the loading Ctrl RbBP5 and actin. Acid-extracted histones were prepared for Western blot of histone methylations. For Western blot, all antibodies were diluted to 1 μg ml^−1^. Uncropped blots are available in the Supplementary Fig. 15.

### Adipogenesis and myogenesis assays

Primary brown preadipocytes were isolated from BAT of newborn WT, LSL-K36M;*Cre-ER* or A-K36M mice. Cells were immortalized by infecting with retroviruses expressing SV40T^13^. 3T3-L1 cells were from Daniel Lane. Adipogenesis of immortalized brown preadipocytes and the 3T3-L1 white preadipocyte cell line were induced by adding induction medium (Dulbecco's modified Eagle's medium (DMEM) supplemented with 10% fetal bovine serum (FBS), 0.02 μM insulin, 1 nM T3, 0.5 mM isobutylmethylxanthine, 2 μg ml^−1^ dexamethasone, and 0.125 mM indomethacin)^12^. After 2 days of induction, the culture medium was changed to DMEM supplemented with FBS, insulin, and T3 only. PPARγ-stimulated or C/EBPα-stimulated adipogenesis was done by infecting cells with retroviruses expressing PPARγ or C/EBPα before induction^33^.

C2C12 myoblasts were purchased from ATCC and cultured in growth medium (DMEM supplemented with 15% FBS). Myogenesis was induced by changing growth medium to differentiation medium (DMEM supplemented with 2% horse serum) when cells were confluent^8^.

### Quantitative reverse transcription-PCR

Total RNA was extracted using TRIzol (Invitrogen) and reverse transcribed using ProtoScript II first-strand cDNA synthesis kit (NEB), following the manufacturer’s instructions. Quantitative reverse transcription-PCR (qRT-PCR) of *Nsd2* was done using SYBR green primers: forward, 5′-GGCCAGAACAAGCTCTTACAA-3′ and reverse, 5′-TGTGGGCTCCCATAAAAGCTC-3′. Other SYBR green primers for qRT-PCR are listed in the Supplementary Table 1.

### Histology and immunofluorescence

E18.5 embryos were isolated by Cesarean section. P0 pups were collected after birth. Samples were fixed in 4% paraformaldehyde after isolation, dehydrated in a methanol series, and embedded in paraffin. Paraffin sections were stained with routine H&E or subjected to immunohistochemistry using anti-myosin (MF20; Developmental Studies Hybridoma Bank) and anti-UCP1 (ab10983; Abcam) antibodies were diluted to 10 μg ml^−1^^8^.

### ChIP-Seq and RNA-Seq

For ChIP-Seq analysis, crosslinking of cells was done by adding 2% formaldehyde for 10 min at room temperature, and stopped by adding 125 mM glycine. The cells were washed twice with ice-cold phosphate-buffered saline. A total of 2 × 10^7^ cells were collected in 10 ml Farnham lysis buffer (5 mM PIPES, pH 8.0, 85 mM KCl, 0.5% NP-40, supplemented with protease inhibitors). After centrifuging at 4000 × *g* for 5 min at 4 °C, cell pellet was washed with 10 ml Farnham lysis buffer. The nuclear pellet was resuspended in 1 ml TE buffer with protease inhibitors and sonicated for 17 min (30 s on/off cycle). Detergents were added to the lysates to make 1× RIPA buffer (10 mM Tris-Cl, pH 7.7, 1 mM EDTA, 0.1% sodium dodecyl sulfate (SDS), 0.1% sodium deoxycholate (Na-DOC), 1% Triton X-100) and centrifuged at 13,000 × *g* for 15 min at 4 °C to remove debris. Eight micrograms of antibodies were pre-incubated with 50 μl Dynabeads Protein A (Life Technologies) overnight at 4 °C. For each ChIP, antibody–beads complex was added to chromatin and incubated overnight at 4 °C. The beads were washed with RIPA buffer twice, high-salt-RIPA buffer (RIPA containing 0.3 M NaCl) twice, LiCl buffer (50 mM Tris-Cl, pH 7.5, 250 mM LiCl, 0.5% NP-40, 0.5% Na-DOC) twice and TE buffer once. DNA was eluted and reverse-crosslinked in 200 μl elution buffer (1% SDS, 0.1 M NaHCO_3_, and supplemented with 20 μg proteinase K) overnight at 65 °C, and purified by QIAquick PCR Purification Kit (Qiagen)^8,34^. ChIP SYBR Green primers were designed at indicated distance to the transcription start site of *Cebpa*. The sequences of primers are listed in Supplementary Table 1.

For RNA-Seq, mRNAs were purified using Dynabeads mRNA Purification Kit (Invitrogen), and then double-stranded cDNAs were synthesized by SuperScript Double-Stranded cDNA Synthesis Kit (Invitrogen). All ChIP-Seq and RNA-Seq sequencing libraries were constructed using NEBNext Ultra II DNA Library Prep Kit for Illumina (NEB), following the manufacturer’s instructions. All ChIP-Seq and RNA-Seq samples were sequenced on the Illumina HiSeq 2500^35^.

ChIP-Seq data were analyzed by SICER^36^. Raw reads were mapped to the mouse genome (mm9). H3K36me2 or H3K27me3 signal intensity at each nucleotide was calculated as read coverage, followed by scaling normalization to ensure that the average intensity across the whole genome equals to 1 for each sample. The input intensity was subtracted from the ChIP signal based on a Poisson model^17^. Then, H3K36me2 or H3K27me3 signal intensity was further normalized with global H3K36me2 or H3K27me3 levels measured by Western blot to justify the global changes of these histone methylations. ChIP-Seq and RNA-Seq datasets were deposited in the GEO database (accession no. GSE83793).

### Generation of transgenic mice

To generate LSL-K36M transgenic mice, full-length H3.3 with a K36M point mutation and a C-terminal FLAG tag was fused downstream of CAG promoter with a loxP-STOP-loxP cassette in the middle as described previously^37^. To generate A-K36M transgenic mice, FLAG-tagged H3.3K36M was fused downstream of the 7.9 kb *Fabp4* (*aP2*) promoter described previously^27^. The transgenic DNA fragment was gel purified and injected into zygotes harvested from C57BL/6J mice. Founder mice were identified by genotyping and Western blot using an anti-FLAG antibody. LSL-K36M mice were crossed with *Myf5-Cre* (Jackson no. 007893, C57BL/6J and 129S4/SvJaeSor mixed background) or *Cre-ER* (Jackson no. 008463) to generate LSL-K36M;*Myf5-Cre* or LSL-K36M;*Cre-ER* mice. Animals were maintained on a 12 h light/dark cycle (6:00 a.m./6:00 p.m.) and standard pellet diet (NIH-07, 15 kcal% fat, Envigo Inc.), unless otherwise indicated. HFD D12492 (Research Diet) consisted of 59.4 kcal% fat, 16.2 kcal% protein, and 24.5 kcal% carbohydrates. Animals were not randomized and the researchers were not blinded during the experiment and when assessing the outcome. No animals were excluded from the analysis. All mouse experiments were performed in accordance with the NIH Guide for the Care and Use of Laboratory Animals and approved by the Animal Care and Use Committee of NIDDK, NIH.

### Body composition and metabolic studies

Body composition was measured with the EchoMRI 3-in-1 analyzer (Echo Medical Systems). Food intake, O_2_ consumption, and CO_2_ production were measured at 22 °C over a 24 h period in a CLAMS system (Columbus Instruments Inc.; 2.5 L chambers with plastic floors, using 0.6 L min^−1^ flow rate, one mouse per chamber) after a 48 h adaptation period. Motor activity (total and ambulatory) was simultaneously measured by infrared beam interruption. Resting O_2_ consumption was calculated as the mean of the points with fewer than six ambulating beam breaks per minute. CL316,243 (Sigma-Aldrich; 0.01 mg kg^−1^ intraperitoneally (i.p.)) or saline vehicle was administered and O_2_ consumption was measured at 30 °C from 1 to 4 h after injection. To measure the cumulative body composition, food intake, and energy expenditure, mice were single-housed and allowed to acclimate for 1 week before measurement during the subsequent 8 weeks (3 weeks fed with RD, followed by 5 weeks fed with HFD). Energy expenditure was calculated by energy balance technique^38^.

### Cold tolerance test

To test mouse cold tolerance, mice were individually caged and exposed to an ambient temperature of 4 °C. Core body temperature was measured using a rectal thermometer (TH-5, Braintree Scientific) before and hourly after cold exposure.

### GTTs and ITTs

For GTTs, 4 h fasted mice received glucose (1 g kg^−1^ i.p.). For ITTs, mice were fasted for 4 h before administration of insulin (Humulin, 0.75 mI U g^−1^, i.p., Eli Lilly). For both tests, glucose level was measured from the tail vein at indicated time points with a glucometer (Contour, Bayer).

### In vivo lipolysis

Randomly fed mice were injected i.p. saline or CL316,243 (Sigma, 0.1 mg kg^−1^) in a cross-over manner and blood was collected 20 min later. Plasma FFA level was measured with reagents from Roche Diagnostics.

### Serum and tissue chemistries

Glucose was measured with a glucometer (Bayer). FFA, triglyceride, and total cholesterol were measured with reagents from Roche Diagnostics GmbH, Pointe Scientific Inc., and Thermo Scientific, respectively. Adiponectin, insulin, and leptin were measured by enzyme-linked immunosorbent assay from ALPCO, CrystalChem, and RD Systems, respectively. Liver triglyceride was extracted using phenol–chloroform (3:1) and measured by a kit from Pointe Scientific Inc.

### In vivo insulin signaling assay

In vivo insulin signaling in the adipose tissues and liver was measured by AKT phosphorylation^39^. Briefly, mice were fasted for 24 h before insulin injection. Anesthetized mice were surgically operated, and one side of the BAT, ing-WAT, and epi-WAT and a piece of the liver were excised and snap-frozen in liquid nitrogen for use as an untreated Ctrl. Three minutes after injection via the inferior vena cava with 1 U kg^−1^ of human insulin (Eli Lilly), the other side of the BAT, ing-WAT, and epi-WAT and a piece of the liver were snap-frozen for subsequent protein extraction and Western blot analysis.

### Statistics

Results are expressed as means ± SEM (standard error of the mean). Means of continuous outcome variables were tested with two-tailed Student’s *t* test. *P* values <0.05 were considered statistically significant.

### Data availability

All datasets described in the paper have been deposited in NCBI Gene Expression Omnibus under accession number GSE83793. We declare that the data supporting the findings of this study are available within the article and its Supplementary Information files, or available from the authors upon request.

## Electronic supplementary material

Supplementary Information

Peer Review File

# Supplementary material for: Depletion of Nsd2-mediated histone H3K36 methylation impairs adipose tissue development and function
**Source:** Nat Commun. 2018 May 4;9:1796. doi: 10.1038/s41467-018-04127-6
**Supplement:** Supplementary file 1 — Supplementary Information

Title: Depletion of Nsd2-mediated histone H3K36 methylation impairs adipose tissue development and function

Zhuang et al.

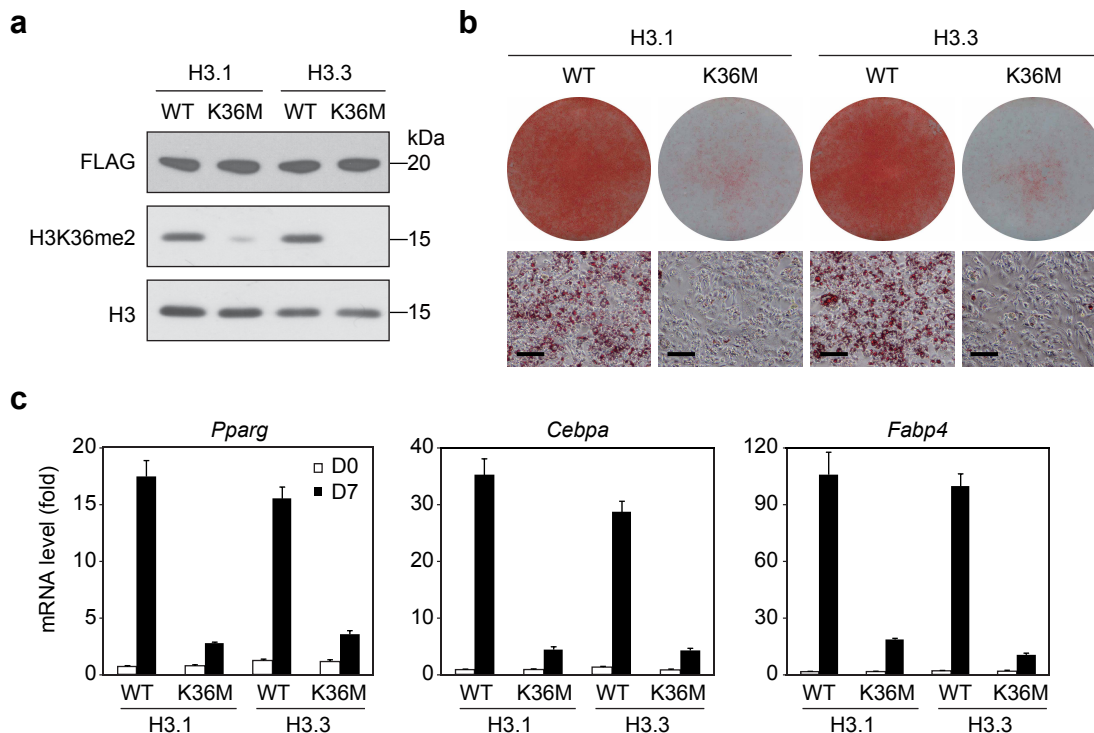

C2C12 cells

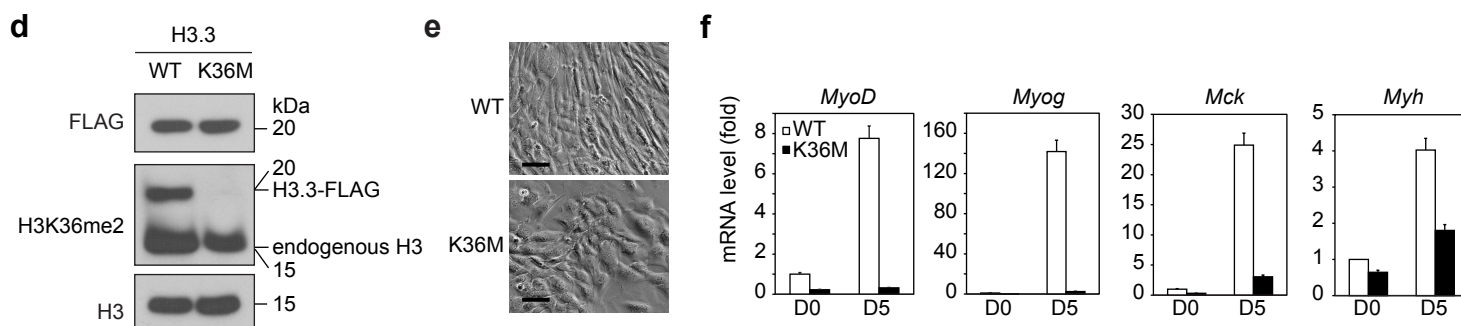

**Supplementary Figure 1. H3.3K36M inhibits adipogenesis and myogenesis.** (a-c) 3T3-L1 cells were infected with retroviral vector pQCXIP expressing FLAG-tagged WT or K36M of histone H3.1 or H3.3, followed by adipogenesis assay. (a) Western blot of FLAG-tagged histone H3 and H3K36me2 before adipogenesis. (b) Oil Red O staining at D7 of adipogenesis. Scale bars = 30  $\mu$ m. (c) qRT-PCR of *Pparg*, *Cebpa* and *Fabp4* expression at D0 and D7 of adipogenesis. (d-f) C2C12 cells were infected with retroviral vector pQCXIP expressing FLAG-tagged WT or K36M of histone H3.3, followed by myogenesis assay. (d) Western blot of FLAG-tagged histone H3.3 and H3K36me2 before myogenesis. (e) Cell morphologies were observed under a microscope at day 5 (D5) of myogenesis. Scale bars = 20  $\mu$ m. (f) qRT-PCR analysis of myogenic gene expression at day 0 (D0) and D5 of myogenesis. qRT-PCR data are presented as means  $\pm$  SEM. Three technical replicates from a single experiment were used.

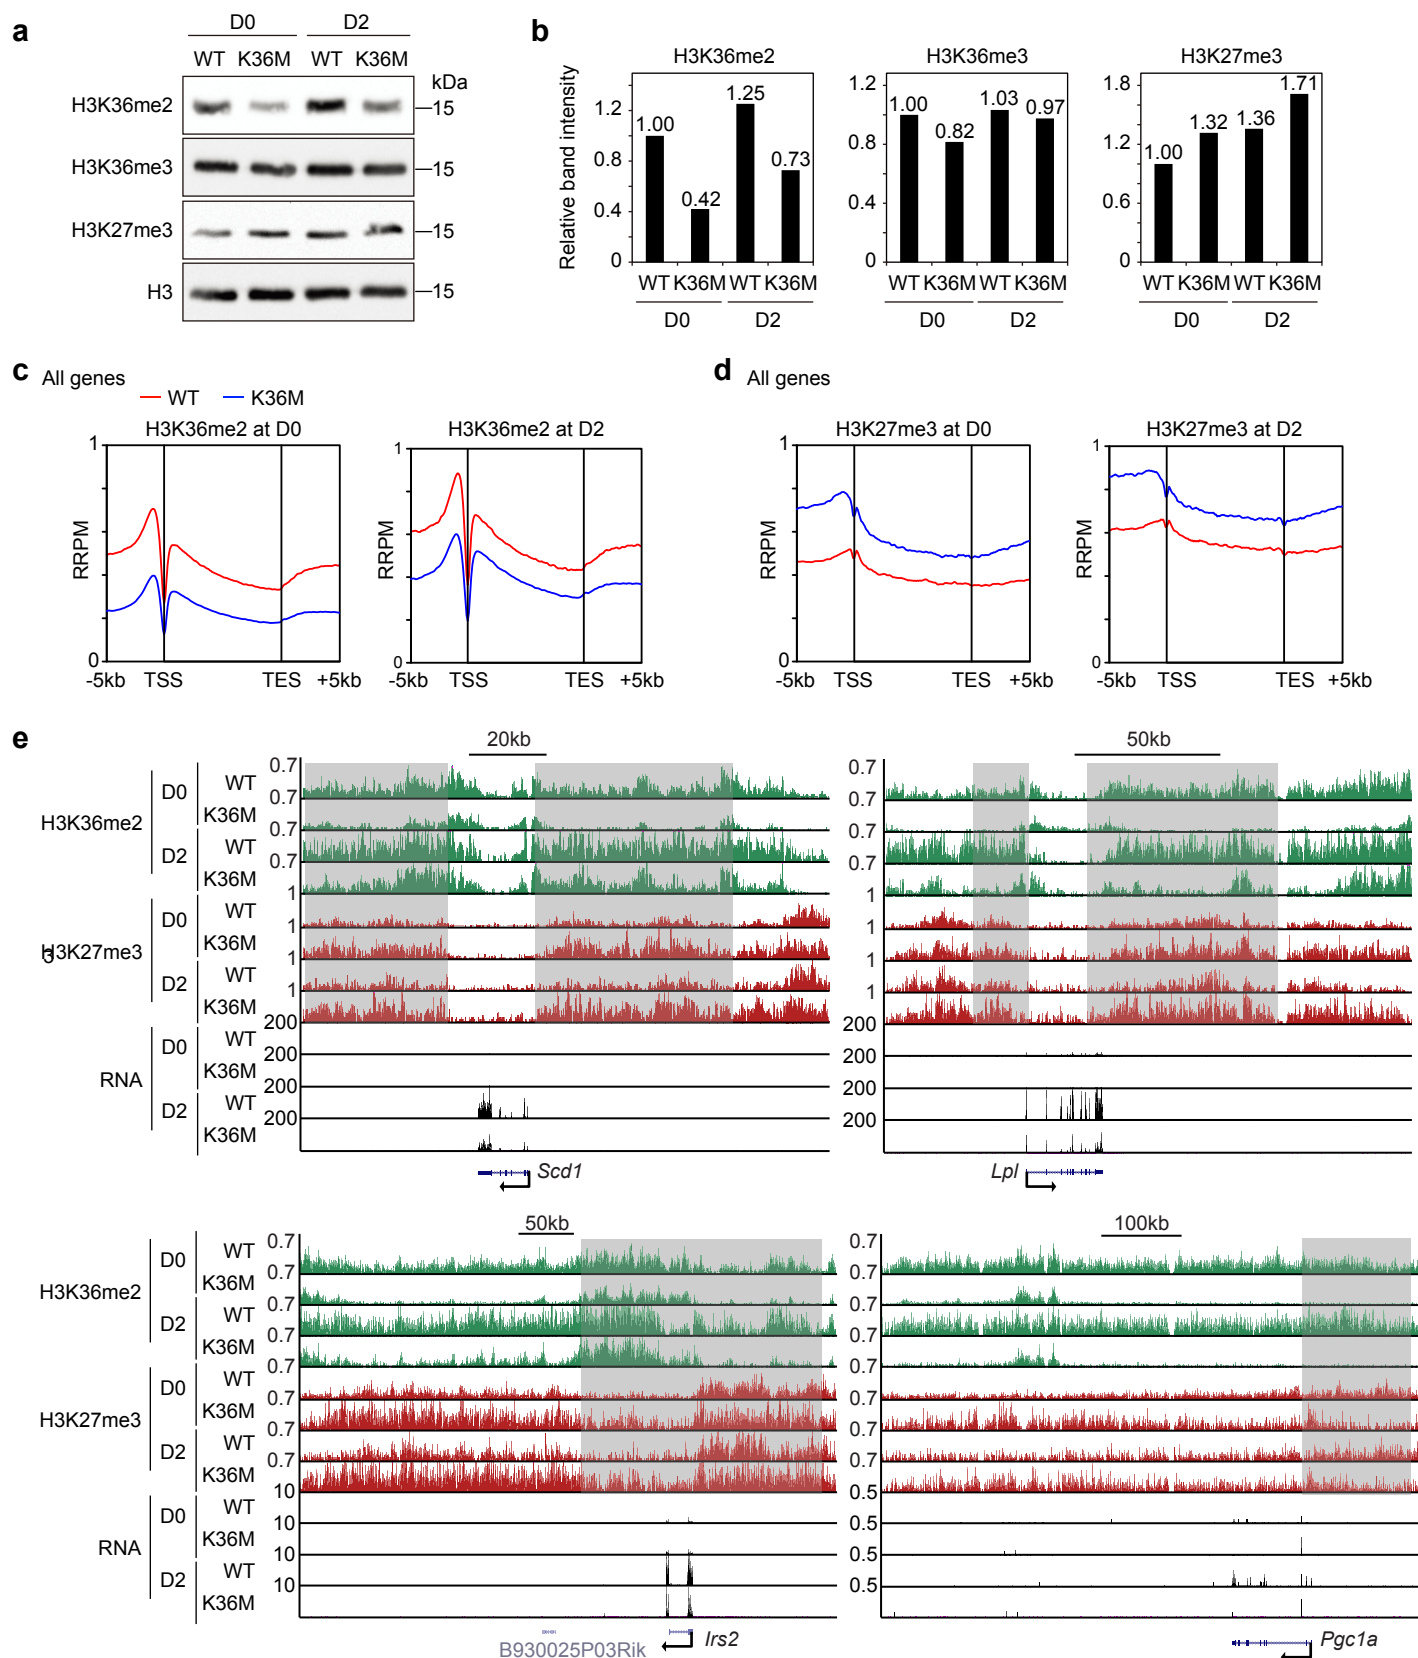

**Supplementary Figure 2. Depleting H3K36 methylation by H3.3K36M increases H3K27me3 to prevent the induction of adipogenic genes.** Immortalized brown preadipocytes were infected with retroviral vector pQCXIP expressing FLAG-tagged WT or K36M mutant histone H3.3, followed by adipogenesis assay. Cells were collected at indicated time points for Western blot,

ChIP-Seq of H3K36me2 and H3K27me3, and RNA-Seq analyses. **(a)** Western blot of histone methylations at D0 and D2 of adipogenesis. **(b)** Quantification of Western blot data shown in **(a)**. Band intensities were quantified using ImageLab software and normalized to histone H3 levels. Relative histone methylation levels were compared between WT and K36M expressing cells. **(c-d)** Average profiles of H3K36me2 **(c)** and H3K27me3 **(d)** on gene body of all genes in WT and K36M expressing cells at D0 (left panel) and D2 (right panel) of adipogenesis. TSS, transcription start site; TES, transcription end site; RRPM, reference-adjusted reads per million. **(e)** Genome browser views of ChIP-Seq and RNA-Seq data on *Scd1*, *Lpl*, *Irs2* and *Pgc1a* loci during adipogenesis are shown.

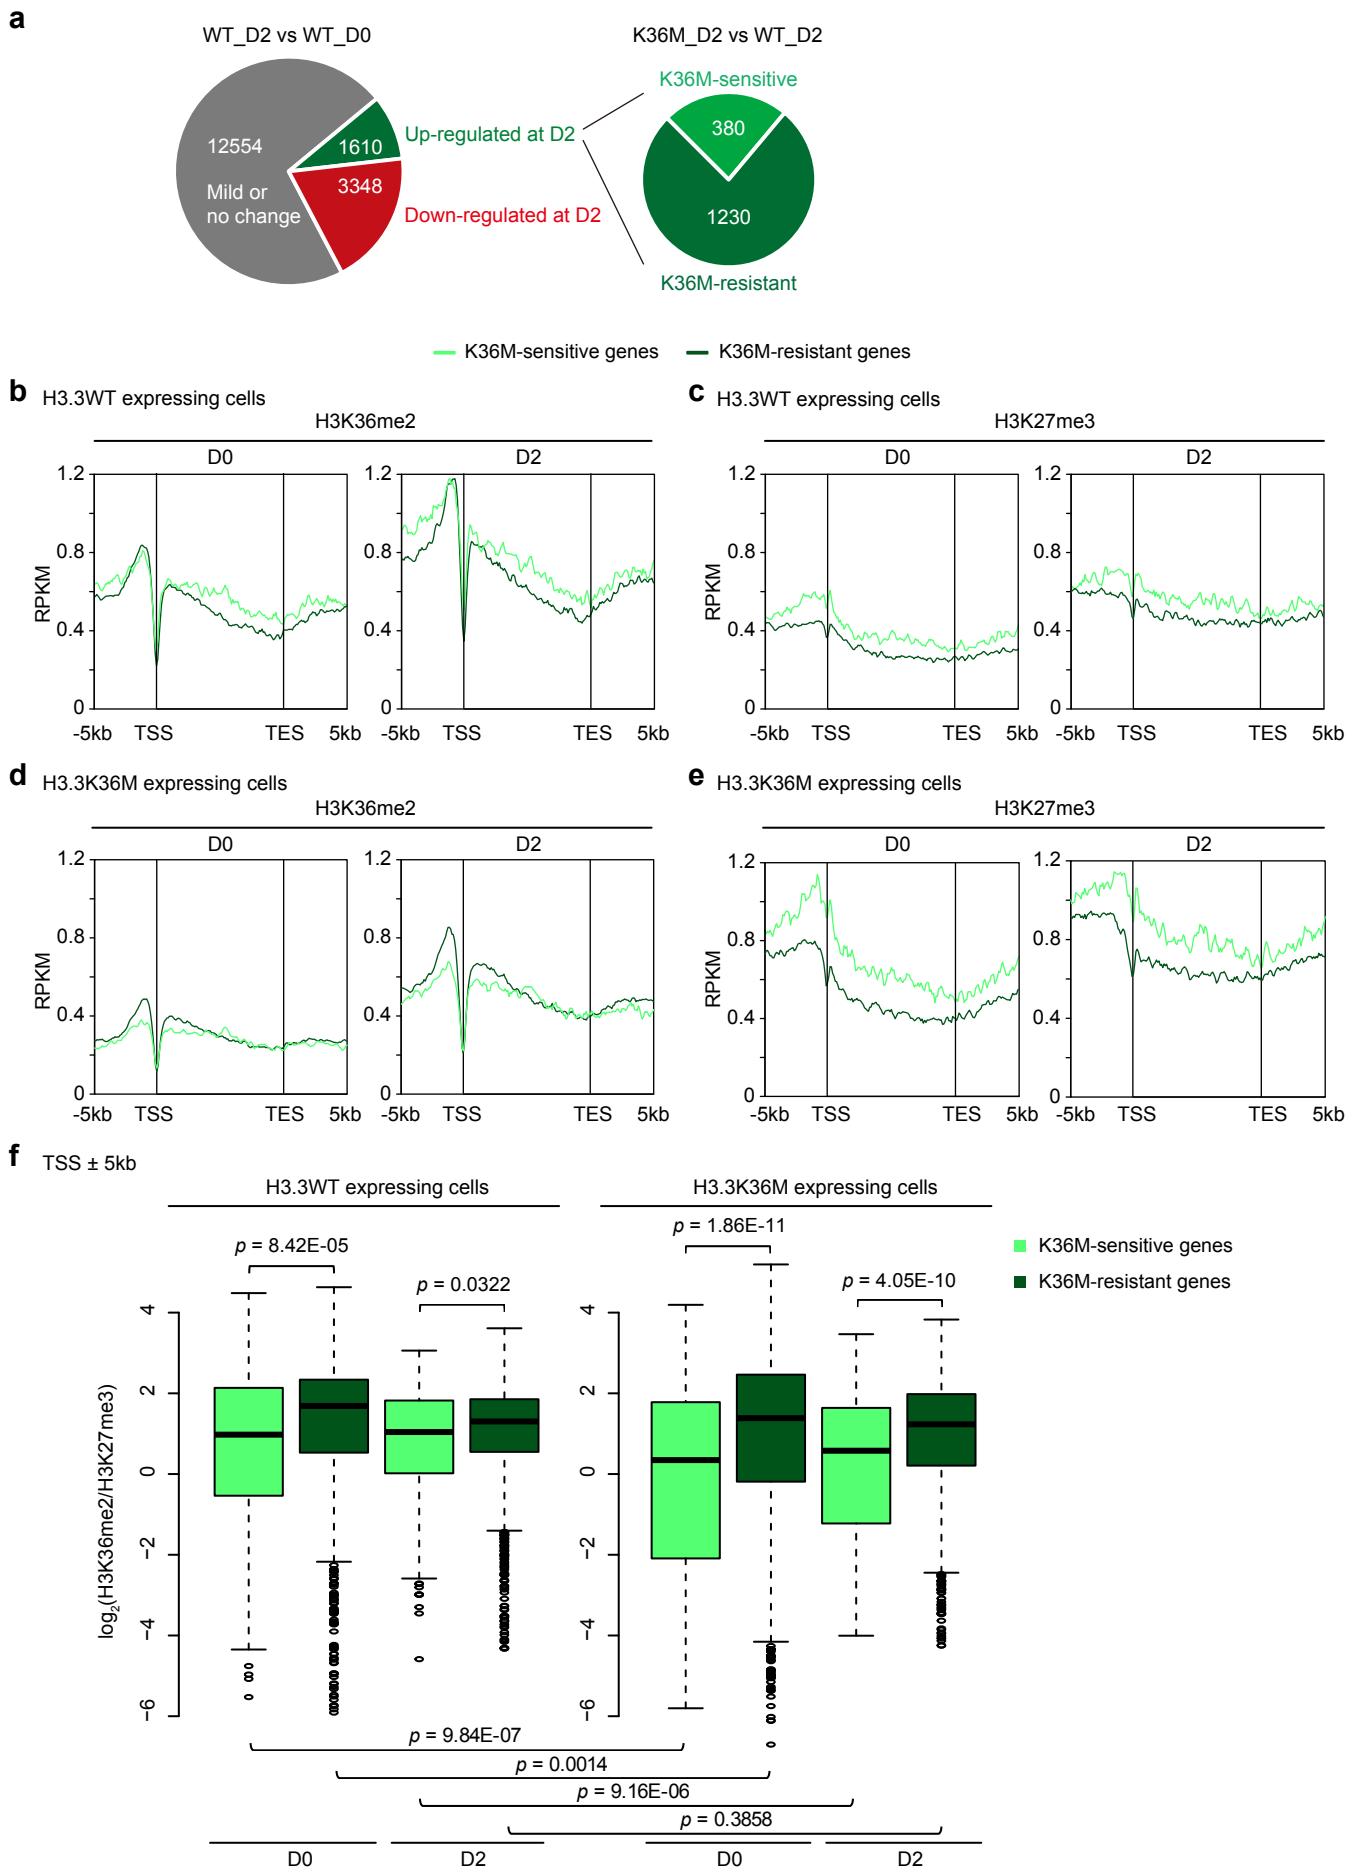

**Supplementary Figure 3. H3K36me2 and H3K27me3 levels on K36M-sensitive or -resistant genes during adipogenesis.** (a) Schematic of identification of K36M-sensitive and -resistant up-regulated genes at D2 of adipogenesis as shown in Figure 1d. (b-e) Average profiles of H3K36me2 and H3K27me3 on gene body of K36M-sensitive or -resistant genes in H3.3WT (b-c) or H3.3K36M (d-e) expressing cells at D0 (left panel) and D2 (right panel) of adipogenesis. (f) Boxplot shows the ratio of H3K36me2/H3K27me3 on TSS  $\pm$  5kb of K36M-sensitive or -resistant genes in H3.3WT (left panel) and H3.3K36M (right panel) expressing cells at D0 and D2 of adipogenesis. TSS, transcription start site; TES, transcription end site. Box plots show the median, the 25<sup>th</sup> and 75<sup>th</sup> percentiles, Tukey whiskers (median  $\pm$  1.5 times interquartile range), and outliers ( $\circ$ ). Statistical comparison between groups was performed using Student's *t* test.

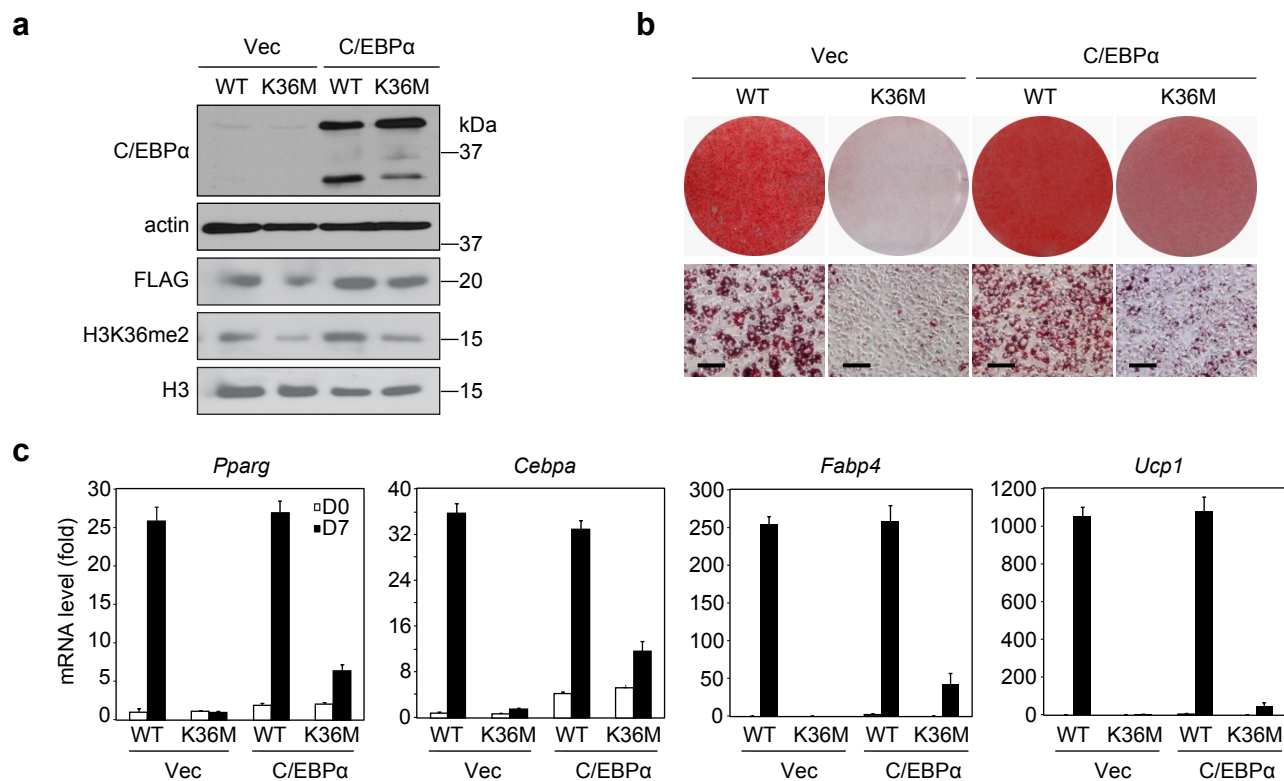

**Supplementary Figure 4. H3.3K36M inhibits C/EBP $\alpha$ -stimulated adipogenesis.** Immortalized brown preadipocytes were infected with retroviral vector pQCXIP expressing FLAG-tagged WT or K36M mutant histone H3.3. After puromycin selection, cells were infected with retroviral vector pWZLhygro expressing C/EBP $\alpha$ . After hygromycin selection, cells were induced to undergo adipogenesis. **(a)** Western blot analysis in preadipocytes using antibodies indicated on the left. **(b)** Oil Red O staining at D7 of adipogenesis. Scale bars = 30  $\mu$ m. **(c)** qRT-PCR of *Pparg*, *Cebpa*, *Fabp4* and *Ucp1* expression at D0 and D7 of adipogenesis. qRT-PCR data are presented as means  $\pm$  SEM. Three technical replicates from a single experiment were used.

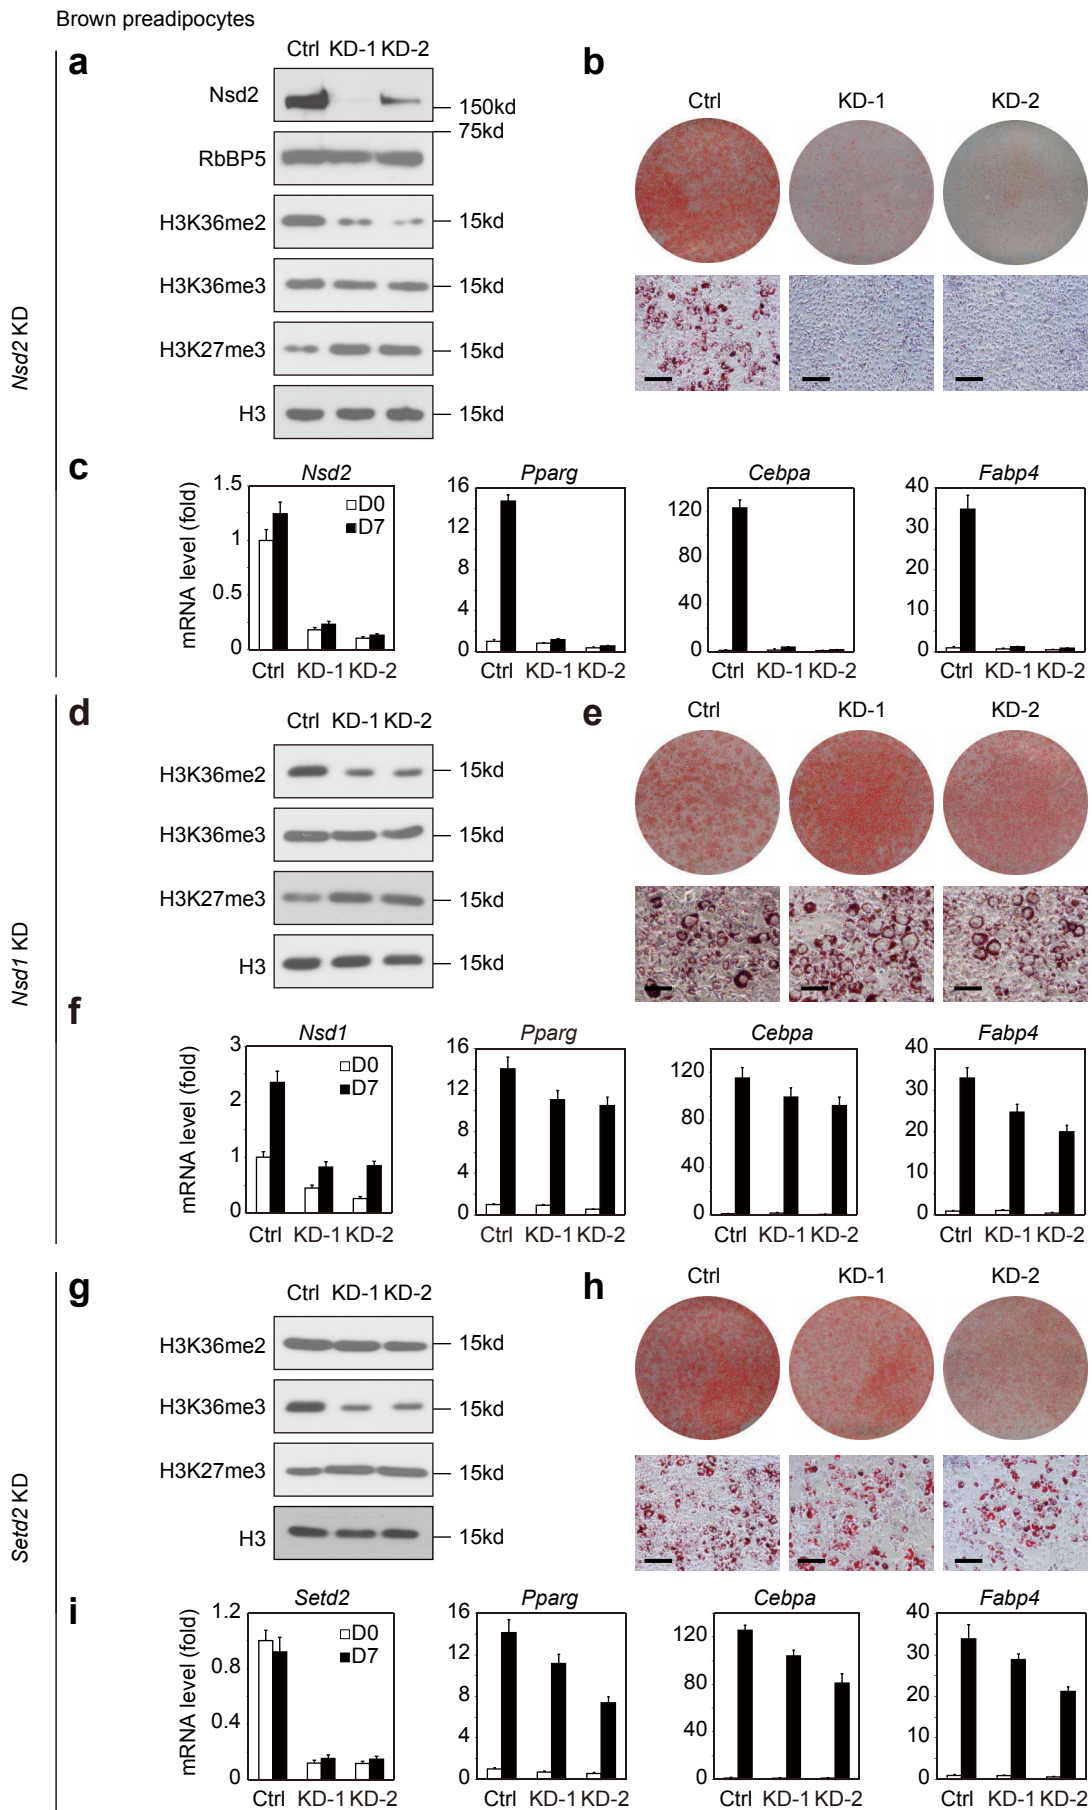

**Supplementary Figure 5. H3K36 methyltransferase Nsd2 is essential for adipogenesis.** Immortalized brown preadipocytes were infected with lentiviral vector expressing control (Ctrl) or knockdown (KD) shRNAs, followed by adipogenesis assay until day 7. **(a-c)** Nsd2 is required for adipogenesis. **(a)** Western blot of Nsd2 and histone methylations in preadipocytes. RbBP5 and histone H3 were used as loading controls. **(b)** Oil Red O staining at D7 of adipogenesis. **(a)** and **(b)** are also shown in Figure 3a-b. Scale bars = 30  $\mu$ m. **(c)** qRT-PCR of *Nsd2*, *Pparg*, *Cebpa* and *Fabp4* expression at D0 and D7 of adipogenesis. **(d-f)** Nsd1 is largely dispensable for adipogenesis. **(d)** Western blot of histone methylations in preadipocytes. Histone H3 was used as loading controls. **(e)** Oil Red O staining at D7 of adipogenesis. Scale bars = 30  $\mu$ m. **(f)** qRT-PCR of *Nsd1*, *Pparg*, *Cebpa* and *Fabp4* expression. **(g-i)** Setd2 is largely dispensable for adipogenesis. **(g)** Western blot of histone methylations in preadipocytes. **(h)** Oil Red O staining at D7 of adipogenesis. Scale bars = 30  $\mu$ m. **(i)** qRT-PCR of *Setd2*, *Pparg*, *Cebpa* and *Fabp4* expression. All qRT-PCR data are presented as means  $\pm$  SEM. Three technical replicates from a single experiment were used.

**a** Cell growth rate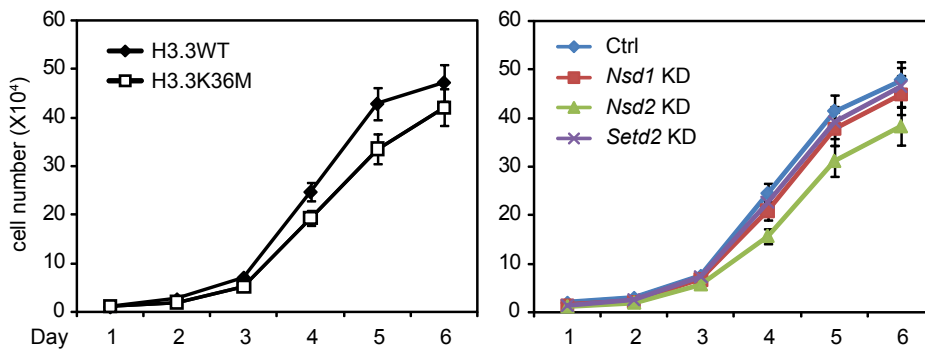**b** ChIP-qPCR of H3K36me2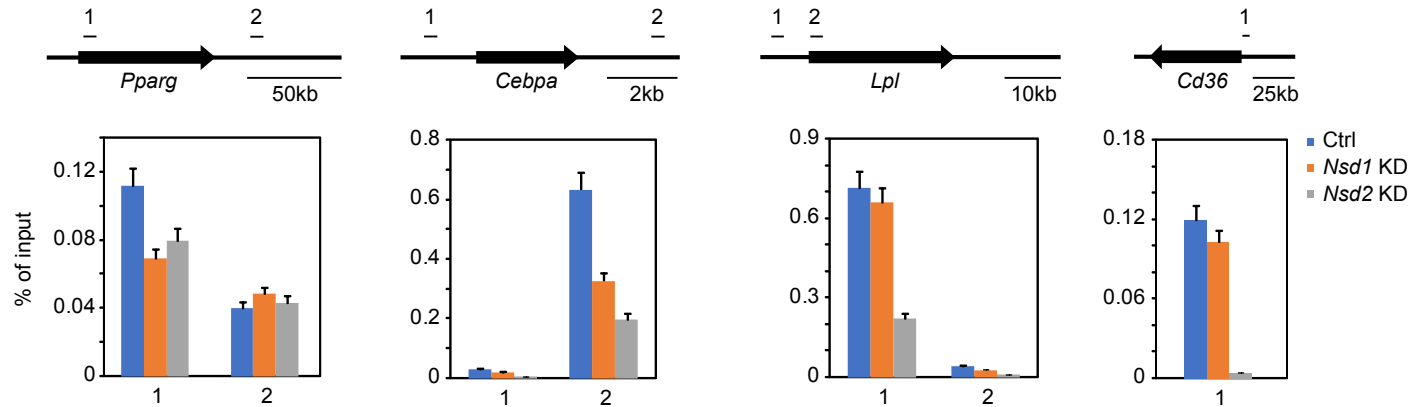

**Supplementary Figure 6. Characterization of preadipocytes with ectopic expression of H3.3K36M or knockdown of H3K36 methyltransferases.** (a) Cell growth rates. H3.3WT and H3.3K36M expressing cells shown in Figure 1 (left panel); Ctrl, *Nsd1* KD, *Nsd2* KD and *Setd2* KD cells shown in Figure 3 and Supplementary Figure 5 (right panel). (b) Levels of H3K36me2 around *Pparg*, *Cebpa*, *Lpl* and *Cd36* loci were measured by ChIP-qPCR in Ctrl, *Nsd1* KD and *Nsd2* KD preadipocytes. All values are presented as means  $\pm$  SEM. Three technical replicates from a single experiment were used.

**a**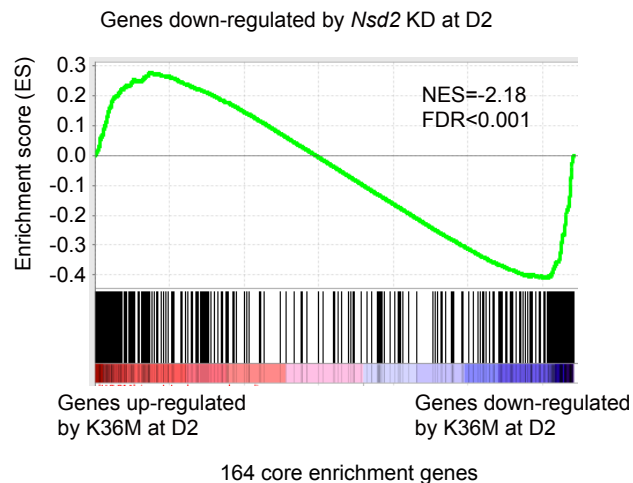

| GO term                                              | P value  |
|------------------------------------------------------|----------|
| brown fat cell differentiation                       | 5.80E-07 |
| fat cell differentiation                             | 1.30E-06 |
| positive regulation of response to external stimulus | 7.10E-05 |
| response to hormone stimulus                         | 3.70E-04 |
| glycerol ether catabolic process                     | 4.80E-04 |
| triglyceride catabolic process                       | 4.80E-04 |

**b**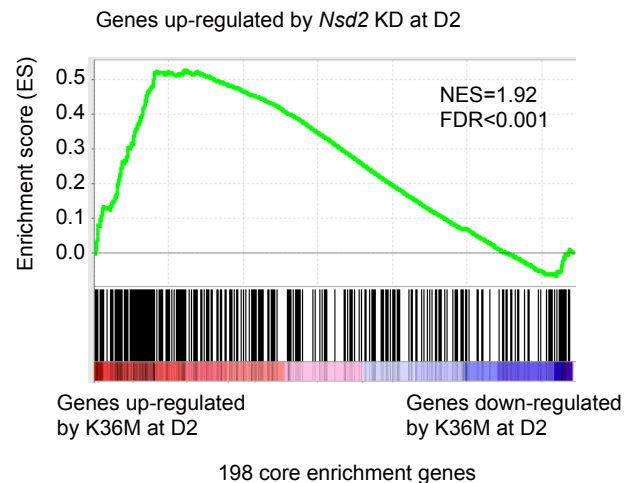

| GO term                          | P value  |
|----------------------------------|----------|
| cell adhesion                    | 1.80E-06 |
| biological adhesion              | 1.80E-06 |
| cell motion                      | 1.70E-05 |
| tube development                 | 3.90E-05 |
| regulation of cell adhesion      | 3.00E-04 |
| regulation of cell proliferation | 5.10E-04 |

**Supplementary Figure 7. Gene set enrichment analysis of genes regulated by *Nsd2* KD and ectopic H3.3K36M expression at D2 of adipogenesis.** (a) Genes down-regulated by *Nsd2* KD are enriched in genes down-regulated by H3.3K36M at D2 of adipogenesis. GO analysis of the 164 core enriched genes is shown in the lower panel. (b) Genes up-regulated by *Nsd2* KD are enriched in genes up-regulated by H3.3K36M at D2 of adipogenesis. GO analysis of the 198 core enriched genes is shown in the lower panel. The enrichment plots are shown at the top. Black vertical lines indicate gene hits and the ranking metric scores based on the ratio of RNA-Seq results in WT and K36M cells at D2 of adipogenesis.

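The ranking used here was the log2 ratio of K36M to WT RPKM at D2 over 15364 genes. Its median was 0.11, and 5.39% of the genes lay below -1 and 15.9% above 1. The running sum rises at each member of the gene set by an amount weighted by the absolute log2 ratio and falls at each other gene, and the enrichment score is its largest deviation from 0.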

## ChIP-qPCR

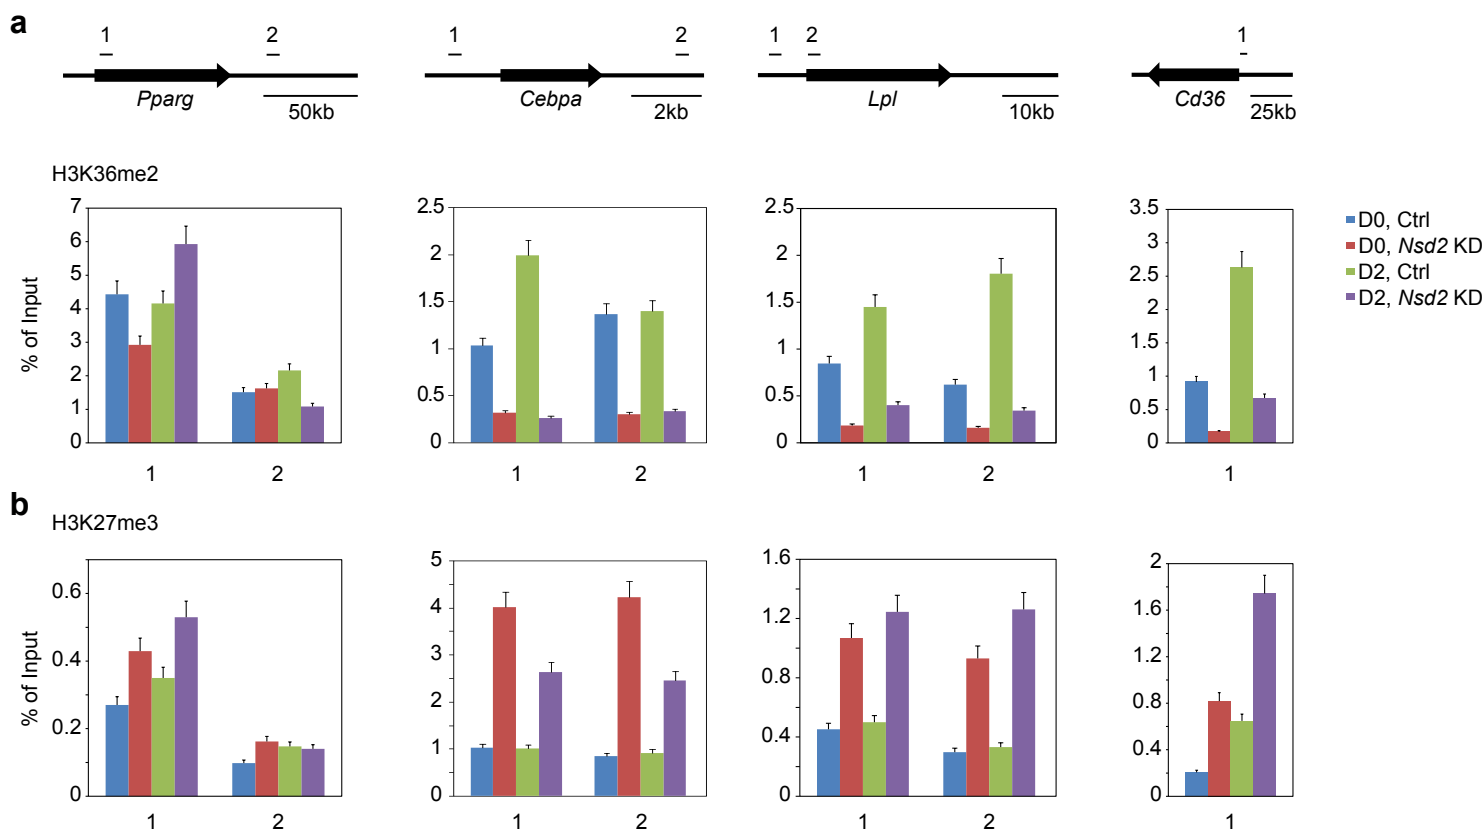

**Supplementary Figure 8. Depletion of H3K36me2 by *Nsd2* KD increases H3K27me3 to prevent the induction of adipogenic genes.** Immortalized brown preadipocytes were infected with lentiviral vector expressing Ctrl or *Nsd2* KD shRNAs as described in Figure 3, followed by adipogenesis assay. Levels of H3K36me2 (**a**) and H3K27me3 (**b**) around *Pparg*, *Cebpa*, *Lpl* and *Cd36* loci were measured by ChIP-qPCR at D0 and D2 of adipogenesis. Upper panels in (**a**) show the locations of the PCR primers. All values are presented as means  $\pm$  SEM. Three technical replicates from a single experiment was used.

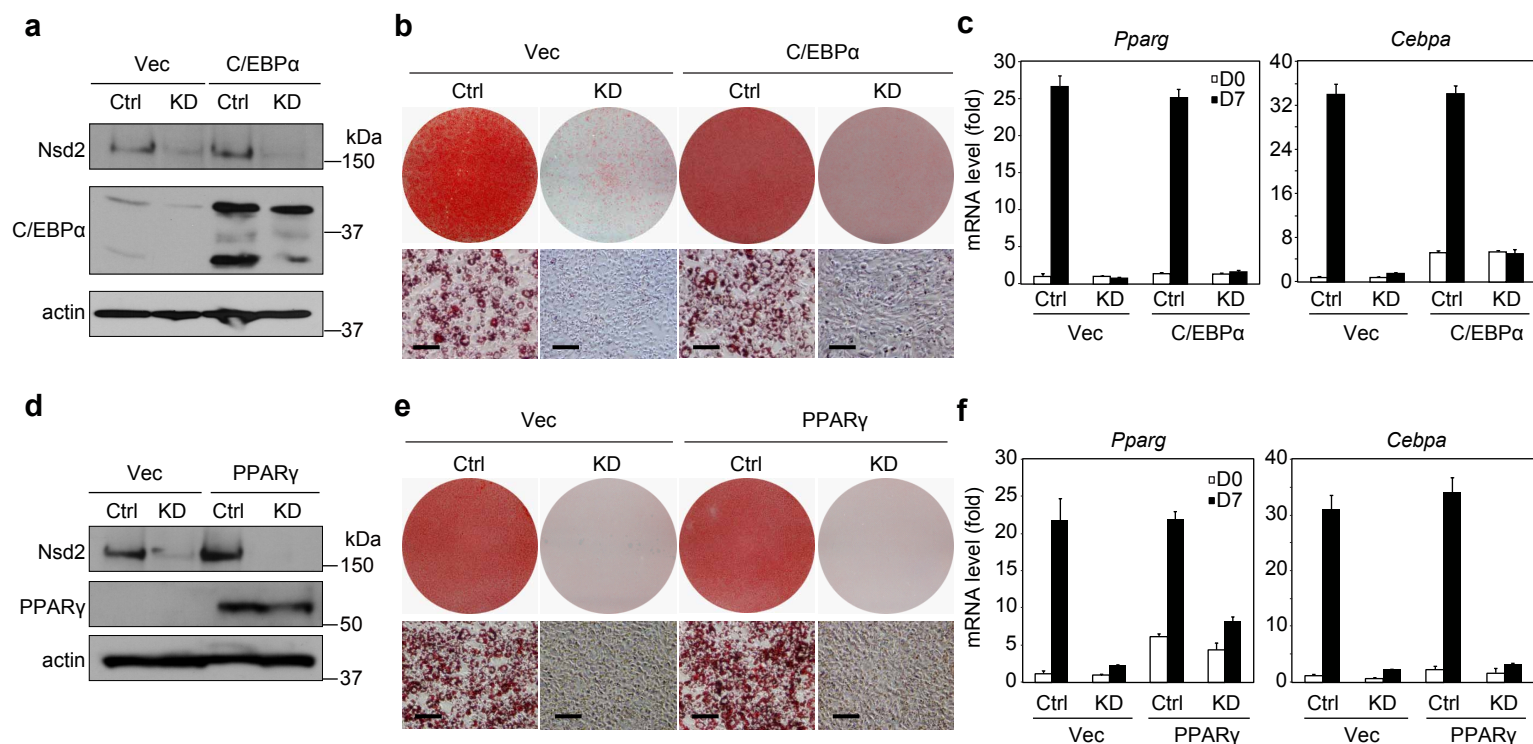

**Supplementary Figure 9. *Nsd2* KD inhibits C/EBPα- or PPARγ-stimulated adipogenesis.**

Immortalized preadipocytes were infected with lentiviral vector expressing Ctrl or *Nsd2* KD shRNA. After puromycin selection, cells were infected with retroviral vector expressing C/EBPα (**a-c**) or PPARγ (**d-f**), followed by adipogenesis assay. (**a** and **d**) Western blot of Nsd2, C/EBPα and PPARγ in preadipocytes. (**b** and **e**) Oil Red O staining at D7 of adipogenesis. Scale bars = 30 μm. (**c** and **f**) qRT-PCR of *Pparg* and *Cebpa* expression at D0 and D7 of adipogenesis. qRT-PCR data are presented as means ± SEM. Three technical replicates from a single experiment were used.

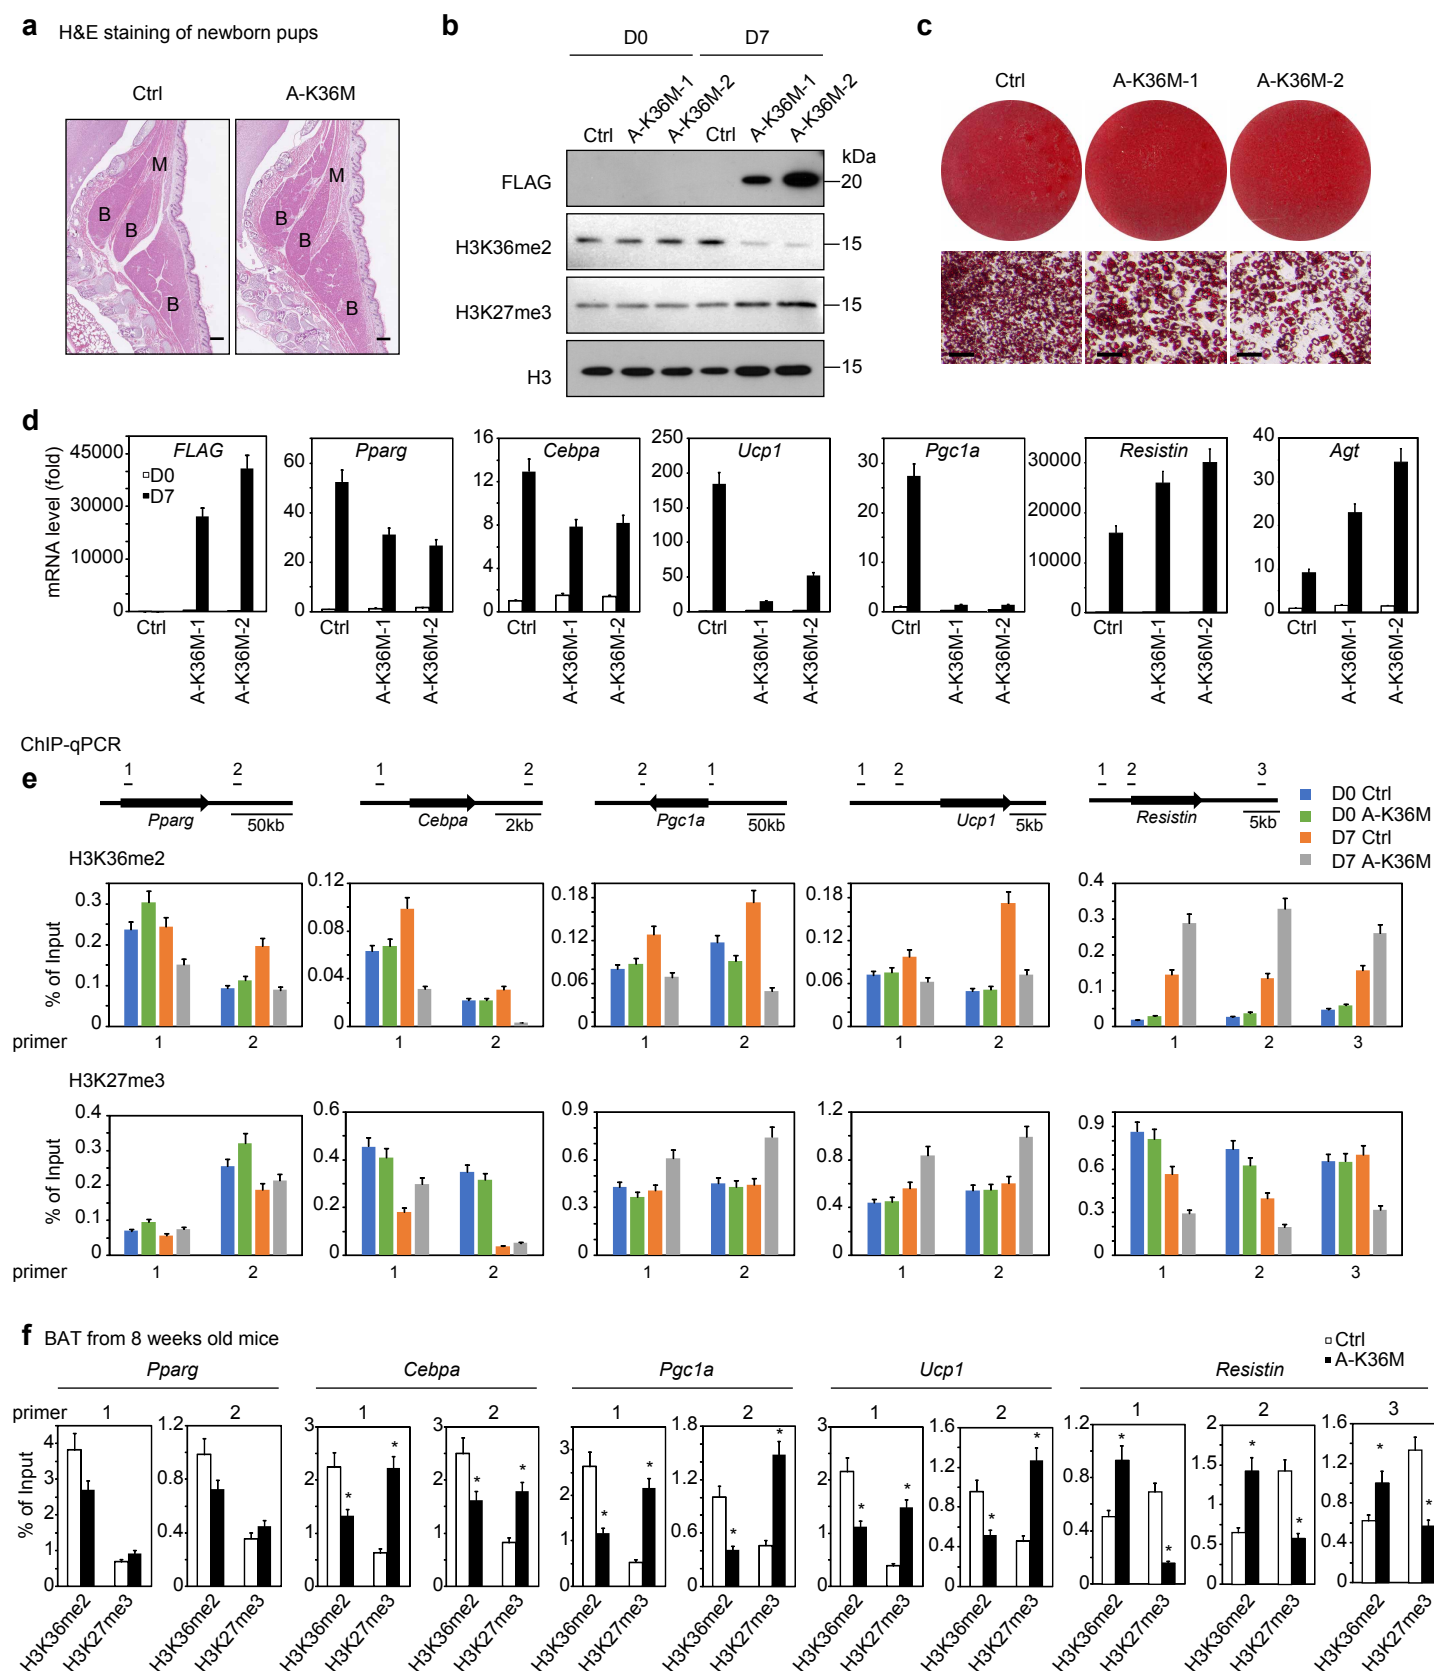

**Supplementary Figure 10. *Fabp4* promoter-driven H3.3K36M expression in brown adipocytes reprograms gene expression.** (a) Histological analysis of Ctrl or A-K36M newborn pups. Sagittal sections of cervical/thoracic area were stained with H&E. BAT (B); muscle (M). Scale bar = 300  $\mu$ m. (b-e) Primary brown preadipocytes were isolated from the BAT of one Ctrl

and two A-K36M newborn pups, followed by adipogenesis assay. Cells were collected at indicated time points for Western blot, qRT-PCR and ChIP-qPCR. **(b)** Western blot analysis of histone extracts using FLAG and histone H3 antibodies. **(c)** Oil Red O staining at D7 of adipogenesis. Scale bars = 30  $\mu$ m. **(d)** qRT-PCR of gene expression at D0 and D7 of adipogenesis. **(e)** Levels of H3K36me2 and H3K27me3 around *Pparg*, *Cebpa*, *Pgc1a*, *Ucp1* and *Resistin* loci in primary brown preadipocytes at D0 and D7 of adipogenesis were measured by ChIP-qPCR. **(f)** Levels of H3K36me2 and H3K27me3 around *Pparg*, *Cebpa*, *Pgc1a*, *Ucp1* and *Resistin* loci in the BAT of 8 weeks old Ctrl and A-K36M mice were measured by ChIP-qPCR. Upper panels in **(e)** show the locations of the qPCR primers used in **(e)** and **(f)**. All values are presented as means  $\pm$  SEM. Three technical replicates from a single experiment were used.

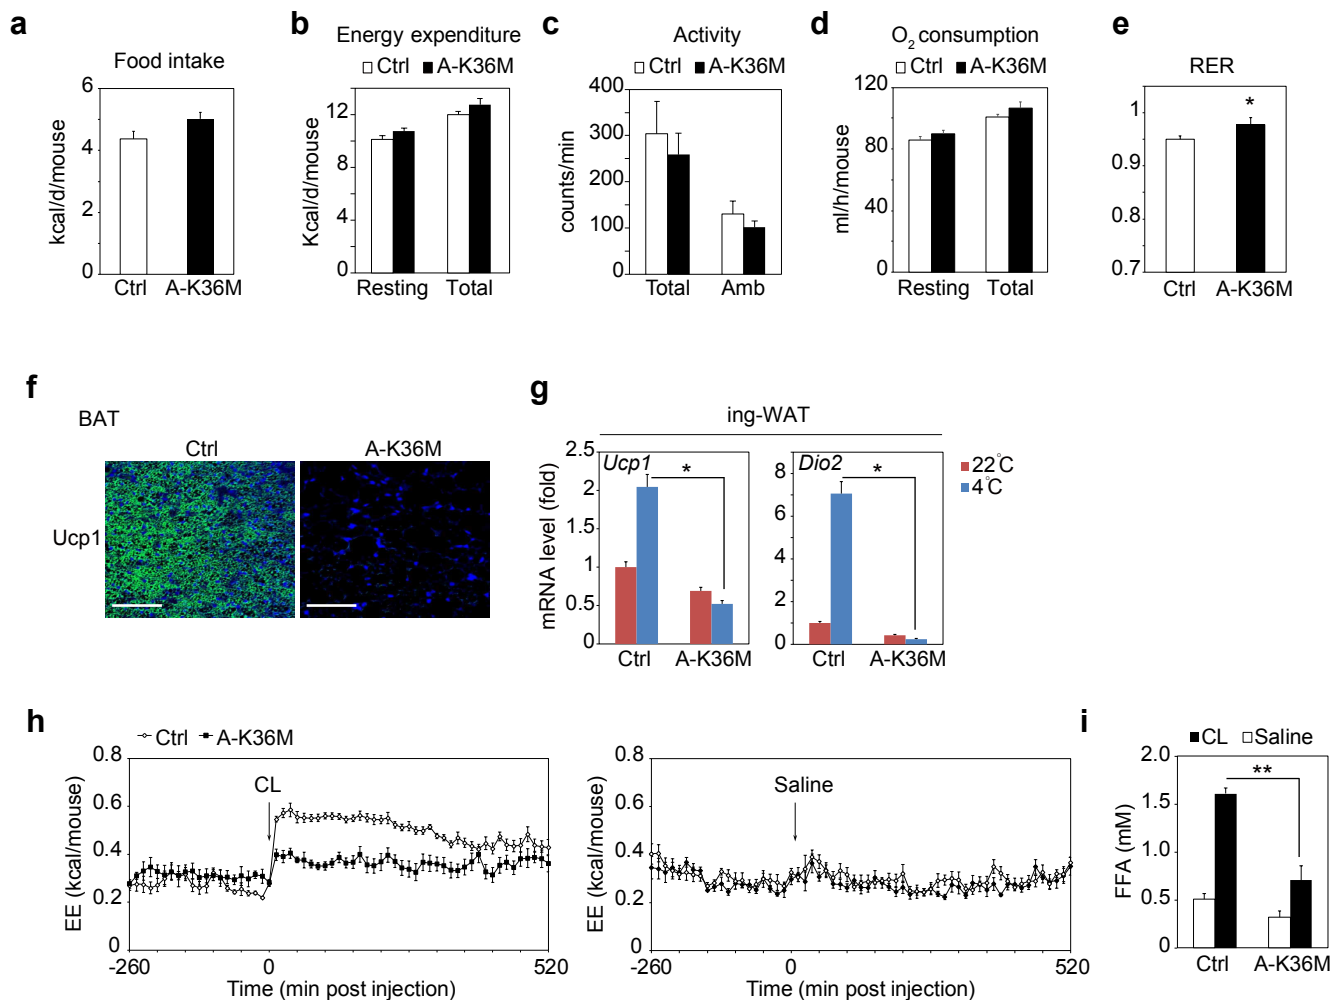

**Supplementary Figure 11. Mice with adipose-selective expression of H3.3K36M show severe defects in thermogenesis and lipolysis.** 8~10 weeks old male Ctrl and A-K36M mice ( $n = 6$  per group) were fed with regular diet. (a-e) Food intake (a), resting and total energy expenditure (b), average total and ambulatory (Amb) activity (c), resting and total O<sub>2</sub> consumption (d), and respiratory exchange ratios (RER) over three consecutive days (e) were measured by CLAMS. (f) BAT sections were immunostained for Ucp1. Scale bar = 100 μm. (g) Mice were housed at room temperature (22°C) or in a cold room (4°C) for 2h as described in Figure 5. *Ucp1* and *Dio2* expression in ing-WAT was determined by qRT-PCR. (h) Total energy expenditure (EE) of mice injected with CL316,243 (CL) (left) or saline (right). (i) Serum levels of free fatty acid (FFA) 20 min after saline or CL administration. All values in Supplementary Figure 11 are presented as means ± SEM. Statistical comparison between groups was performed using Student's *t* test. \*  $p < 0.05$ , \*\*  $p < 0.01$ .

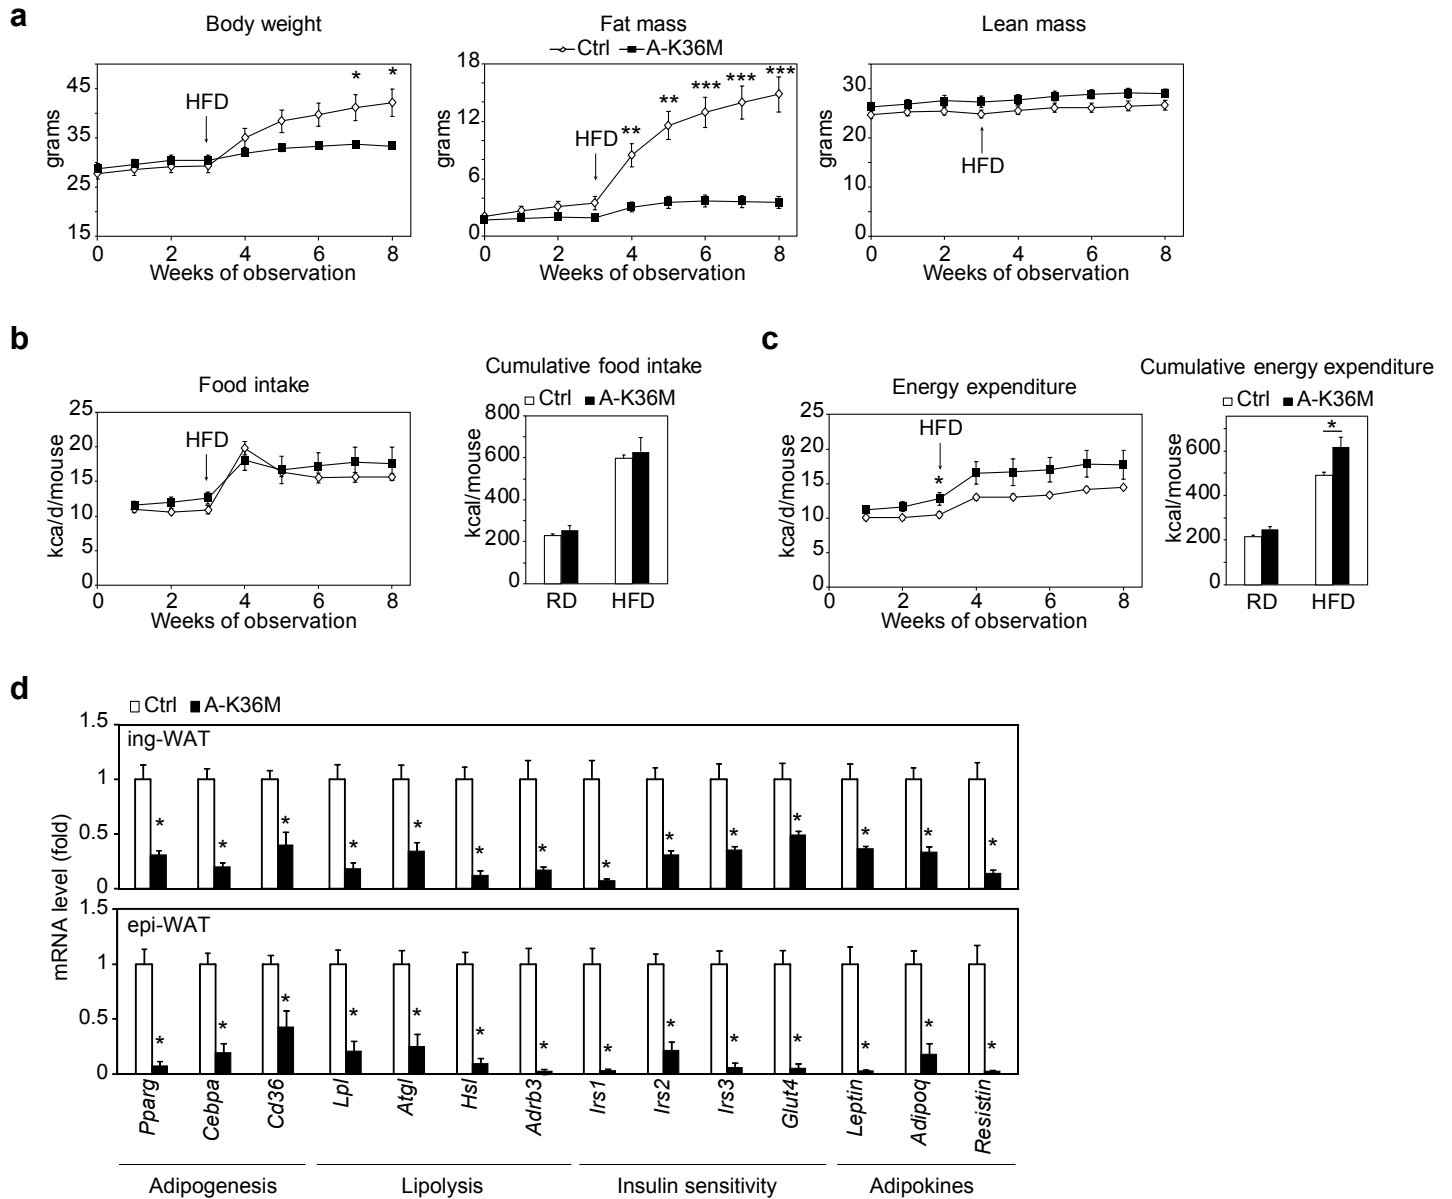

**Supplementary Figure 12. Further characterization of mice with adipose-selective expression of H3.3K36M after high fat diet.** (a-c) Continuous analysis of body composition (a), food intake (b) and energy expenditure (c). 8 weeks old Ctrl and A-K36M mice ( $n = 6$  per group) were kept on regular diet (RD) for 3 weeks. After that, mice were fed with HFD for 5 weeks. (d) qRT-PCR analysis of adipogenesis, lipolysis, insulin sensitivity and adipokine genes in ing-WAT and epi-WAT of Ctrl and A-K36M mice ( $n = 6$  per group) after HFD. All values are presented as means  $\pm$  SEM. Statistical comparison between groups was performed using Student's  $t$  test. \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.005$ .

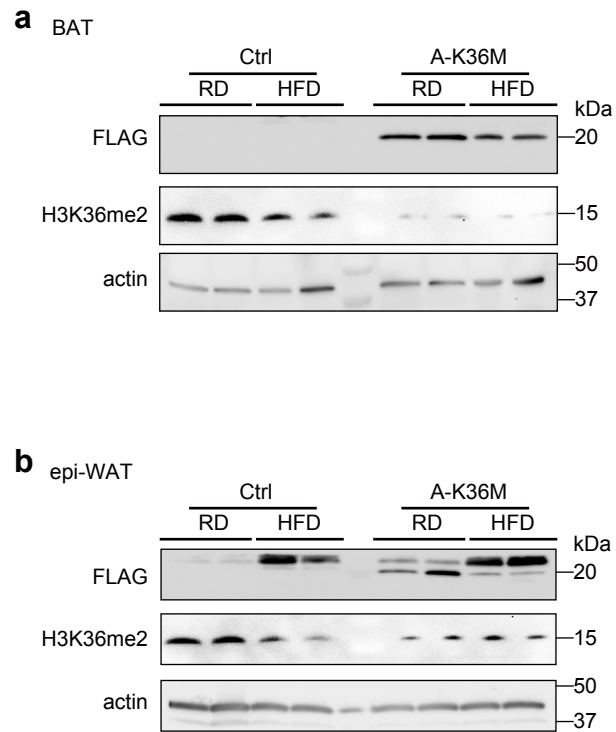

**Supplementary Figure 13. HFD reduces H3K36me2 levels in mouse adipose tissues.** Western blot of H3K36me2 in the BAT (**a**) or epi-WAT (**b**) of Ctrl and A-K36M mice under RD or HFD.

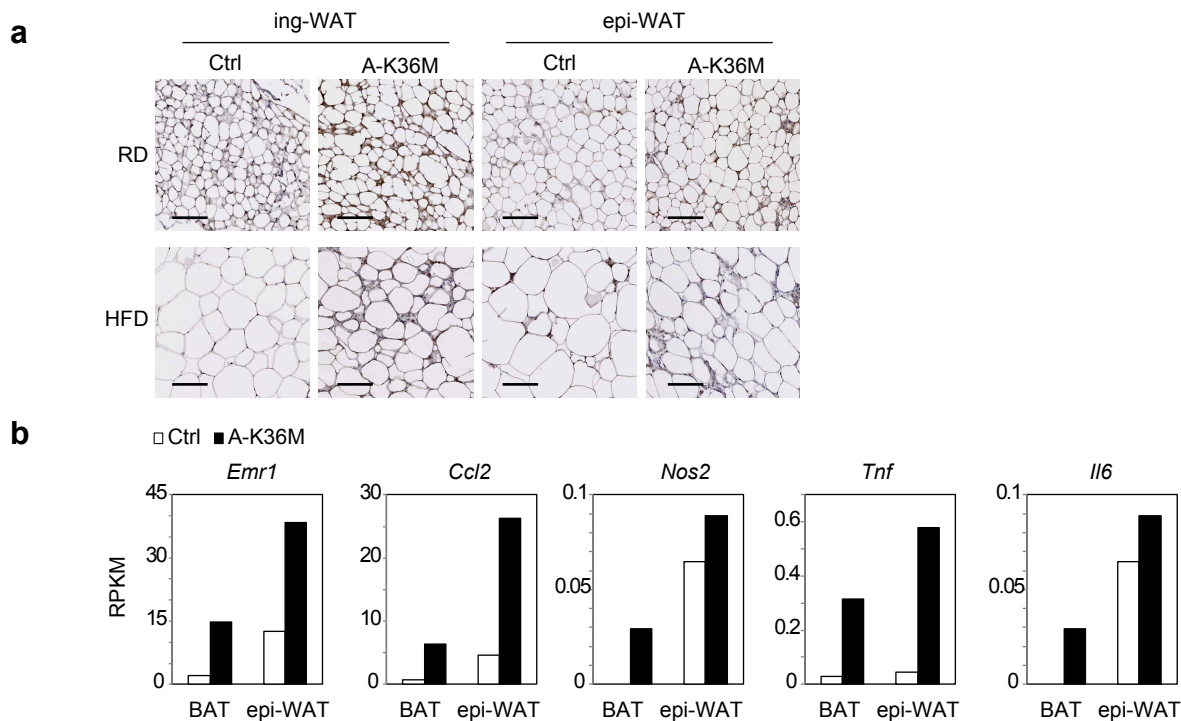

RAW264.7 macrophage cells

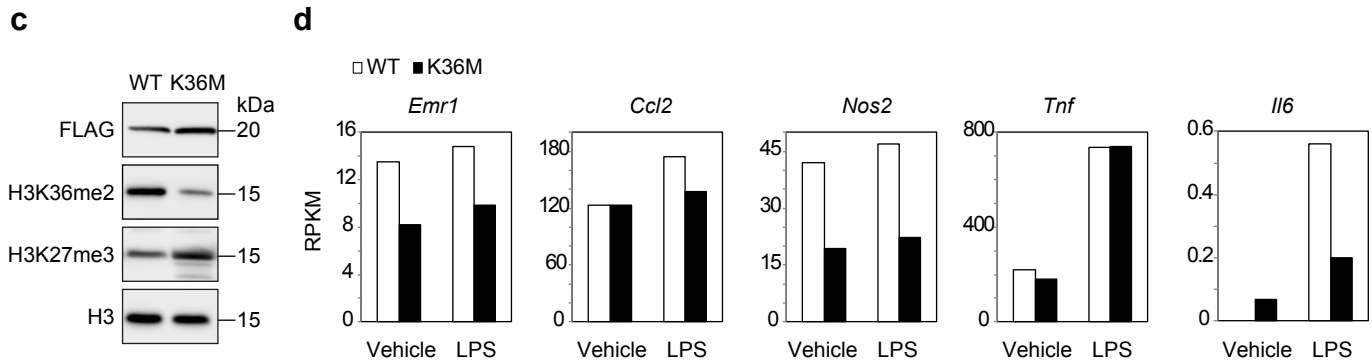

**Supplementary Figure 14. Inflammatory response in A-K36M mice.** (a-b) Inflammation in WATs of Ctrl and A-K36M mice. (a) Histological analysis of WATs stained with antibodies against macrophage marker F4/80. Scale bar = 100 $\mu$ m. (b) RPKM values of representative inflammatory response genes in BAT or epi-WAT of Ctrl and A-K36M mice. (c-d) RAW264.7 macrophage cells were infected with retroviral vector pQCXIP expressing WT or K36M of histone H3.3. Cells were stimulated with LPS (100 ng mL<sup>-1</sup>) for 1h, followed by RNA-Seq analyses. (c) Western blot of FLAG-tagged histone H3.3 and H3K36me2. (d) RPKM values of representative inflammatory response genes in RAW264.7 cells.

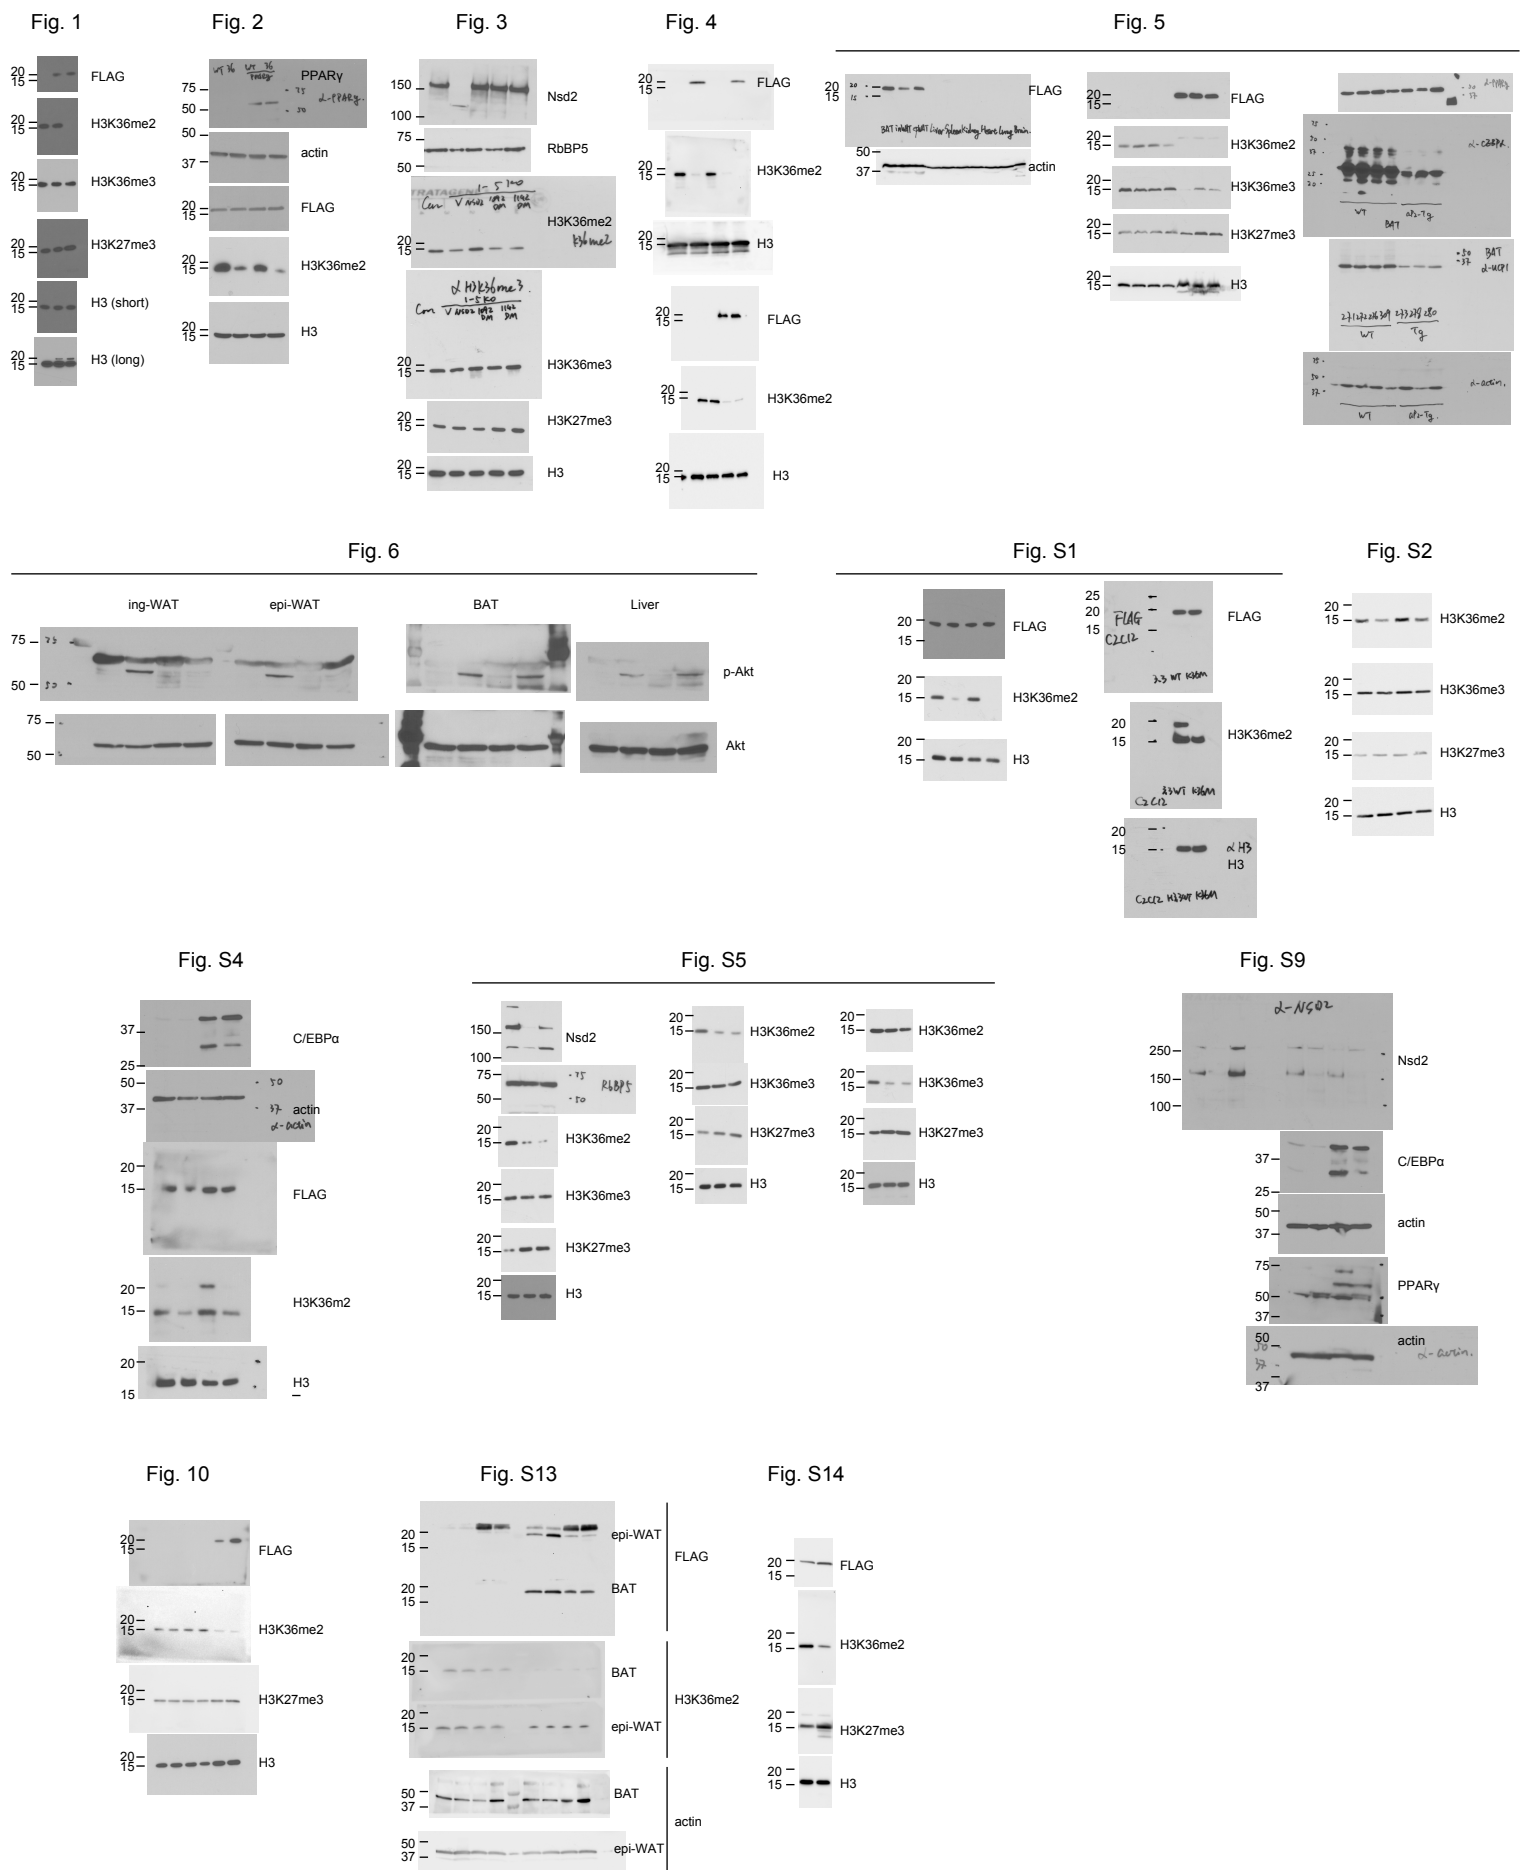

**Supplementary Figure 15. Uncropped blots**

| qRT-PCR  | Forward                     | Reverse                 |
|----------|-----------------------------|-------------------------|
| Pparg    | TCGCTGATGCACTGCCTATG        | GAGAGGTCCACAGAGCTGATT   |
| Cebpa    | CAAGAACAGCAACGAGTACCG       | GTCAGTGGTCAACTCCAGCAC   |
| Cd36     | GGTCCTTACACATACAGAGTTCGTTAT | CATTGGGCTGTACAAAAGACACA |
| Fabp4    | GGGGCCAGGCTTCTATTCC         | GGAGCTGGGTTAGGTATGGG    |
| Lpl      | GGGAGTTTGGCTCCAGAGTTT       | TGTGTCTTCAGGGGTCCTTAG   |
| Hsl      | CCAGCCTGAGGGCTTACTG         | CTCCATTGACTGTGACATCTCG  |
| Atgl     | CAACGCCACTCACATCTACGG       | GGACACCTCAATAATGTTGGCAC |
| Adrb3    | GGCCCTCTCTAGTTCACG          | TAGCCATCAAACCTGTTGAGC   |
| Leptin   | GAGACCCCTGTGTGCGTTC         | CTGCGTGTGTGAAATGTCATTG  |
| Adipoq   | GTCTGTACGATTGTCAGTGGATCTG   | AAGAGGAACAGGAGAGCTTGCA  |
| Resistin | AAGAACCTTTTCAATTCCTCTCT     | GTCCAGCAATTTAAGCCAATGTT |
| Irs1     | CGATGGCTTCTCAGACGTG         | CAGCCCGCTTGTGATGTTG     |
| Irs2     | CTGCGTCTCTCCCAAAGTG         | GGGGTCATGGGCATGTAGC     |
| Irs3     | TCGGCTCACCGTTTCCTTG         | TCGCTCTCGTAGCACTCCA     |
| Glut4    | GTGACTGGAACACTGGTCCTA       | CCAGCCACGTTGCATTGTAG    |
| Agt      | TCTCCTTTACCACAACAAGAGCA     | CTTCTCATTACAGGGGAGGT    |
| Ucp1     | GGCCTCTACGACTCAGTCCA        | TAAGCCGGCTGAGATCTTGT    |
| Dio2     | CAGTGTGGTGACGTCTCCAATC      | TGAACCAAAGTTGACCACCAG   |
| Pgc1a    | CCCTGCCATTGTAAAGACC         | TGCTGCTGTTCTCTGTTTTT    |
| Prdm16   | CAGCACGGTGAAGCCATTC         | GCGTGCATCCGCTTGTG       |
| Nsd1     | ATTTGGGCAAAATTCAGAGACG      | GCCTCCTATTGGCAACTTTTATT |
| Setd2    | CACCAGGTTACCCCATGCAAG       | TCTGTAGAATGTCCTACCAAGGG |
| H3FLAG   | AACCTGTGTGCCATCCACG         | CGACTTGTGTCGTCGTCCTT    |
| 18S      | ATGCCCTGCCCTTTGTACACA       | CGATCCGAGGGCCTCACTA     |

| ChIP-qPCR | Forward                   | Reverse               |
|-----------|---------------------------|-----------------------|
| Pparg1    | AGGTGACTGGGTCTCCGCT       | TCGAGACAGGGTTAGGCTGTC |
| Pparg2    | GCTGTGGTGAAACGACAGTTATTAG | CTTGGGAGCTACAGCCTTGTG |
| Cebpa1    | CACGGACAAATGGAGTTCGA      | CCACGTCTCTCGTTTTTGCA  |
| Cebpa2    | ATAGACATCAGCGCCTACATCGA   | GTCGGCTGTGCTGGAAGAG   |
| Lpl1      | GCGCTCCACCTTGTAGTCT       | GGGCTTAGGAGTTTGTGCTGT |
| Lpl2      | GCACTGCTCAAACAACCAGG      | GCAGGCCTTCGAGGTGTTAT  |
| Cd36      | AGCACTTGAGAACGCCTGAA      | GGCTCAGGAATGGGAGTGTC  |
| Pgc1a1    | TGCCTCAGTGAAGTAACGCT      | TCCGGTTTAGAGTTGGTGGC  |
| Pgc1a2    | TGCCTCAGTGAAGTAACGCT      | TCCGGTTTAGAGTTGGTGGC  |
| Ucp11     | GCTGTCTACTAGGCTCTCCACTCA  | TCGGCTGCCTCTGCAAAG    |
| Ucp12     | TTGAGAATTTCTTCCCTAATGCT   | GCAGAGGGCTCACAACAGAA  |
| Resistin1 | CCGGGTGAGACTAGGGGTAT      | CATCCCCACCTTTGTGCTA   |
| Resistin2 | AGTCAGAGTGCTGATGTGGC      | CGTGGGTACTGCAAGAGACA  |
| Resistin3 | ACAGCTCTCCGTCTAACCCT      | TTTCTTGGGACCAATGGGGG  |

**Supplementary Table 1. Primers used for quantitative PCR**

How the deposited data were processed for this re-analysis (not part of the article)

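The RNA-Seq libraries of 3 experiments on immortalized brown preadipocytes were used, 14 libraries with 1 per condition. These were cells expressing WT or K36M mutant histone H3.3 at D0, D2, and D7 of adipogenesis, the same 2 kinds of cells with ectopic PPARγ treated with DMSO or Rosi, and Ctrl or Nsd2 KD cells at D0 and D2. The methods describe mRNA purification with Dynabeads, libraries made with NEBNext Ultra II, and sequencing on an Illumina HiSeq instrument. The authors deposited the values as RPKM for 29082 RefSeq transcripts per library (26103 NM and 2979 NR identifiers), having divided the reads of each transcript by its length and by the mapped reads of the library. The program that mapped and counted the RNA-Seq reads and any filter on low values are not named in the paper's text. The ChIP-Seq experiments and the RNA-Seq of other tissues and cells were not analysed here.

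Whole reads were recovered from the RPKM, since each value is a whole number of reads times a constant set by the transcript's length and the library's total. They were found for 26945 of 26946 transcripts above 0 in at least 2 libraries (99.9963%), with reads searched up to 20000 for the first fits. Of 1275 transcripts above 0 in 1 library, 643 were solved from an annotated length. The rest have no reads in the tables made from reads, so they are left out of the thinned counts, of the draws of counting error, and of the setting that asks the counting interval to exclude 1. All 19633 transcripts used to check lengths gave a whole number of bases, and the library totals lay within 2.43e-06 of whole numbers. Reads that share a common factor across libraries can be understated, which widens intervals, and 36 transcripts were multiplied to reach an annotated length. Mapped reads ranged from 12213559 to 24365867 per library, with medians of 16211560 for adipogenesis, 19146246 for Rosi, and 18710800 for Nsd2 KD. The recovery, the 2-fold calls, and the intervals were tested on simulated data. Reads sharing no factor were recovered exactly in 100% of simulated transcripts, 100% of 200 genes changed 4-fold with at least 100 reads were called, 0 of 10369 unchanged genes with at least 100 reads were called, and the 95% intervals held the true ratio in 97.1%, 96.6%, and 95.3% of cases.

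A symbol from the GENCODE M1 annotation was found for 28436 of the 29082 transcripts (97.8%). Because the deposited files list transcripts and 3760 genes have more than 1, each gene was represented by its transcript with the highest mean RPKM over the 14 libraries, a choice made after the layout of the files was seen. Unmatched transcripts were kept under their own identifier, which gave 23109 genes. A gene was counted when its RPKM was above 0 in at least 1 of the 2 libraries compared, and was called up-regulated or down-regulated at a ratio over 2-fold. An up-regulated gene was called K36M-sensitive or Nsd2-dependent when its RPKM in the perturbed cells was more than 2-fold lower than in the control cells at the later time or with Rosi. Without replicates no test across conditions was made. Intervals are 95% Clopper-Pearson intervals of the reads of 1 library among those of 2, rescaled by the totals. The 3 reads given as the smallest signal describe depth only, and no call or ratio required them.

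Random lists for the overlap and the adipocyte genes were drawn 10000 times within 10 bins of mean RPKM, or of the D0 to D2 ratio where stated, with the seed 20180504. For the enrichment score, genes were ranked by the log2 ratio of K36M to WT RPKM at D2 with a weight of 1, and 10000 random lists were drawn within 20 bins of mean RPKM. The simulation does not cover the 2-fold calls of genes with fewer reads, for which counting error was measured by pooling the reads of 2 libraries per gene and splitting them at random by depth in 20 draws. GO annotation was not used here, and a list of 40 adipocyte genes took its place. That list includes genes the paper names for these experiments. Genes are named when the paper names them for these experiments, apart from 1 that is not reported here, and otherwise by rule. The rules took 5 shared genes with the largest mean log2 decrease at D2 (RPKM of at least 5 in both controls), 5 K36M-sensitive genes with the largest decrease with Rosi (RPKM of at least 5 in WT cells), and 5 genes raised over 2-fold in both perturbations (RPKM of at least 5 in both), and *Nr3c1* was added for the sample labels. *Ppargc1b* was added after the values were seen.

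The alternatives set in advance were RPKM above 0 in both libraries, RPKM of at least 1 in at least 1 library, pseudocounts of 0.1 and 1, rescaling of each library by the median ratio, a call on the lack of over 2-fold up-regulation within the perturbed cells, both calls together, an unweighted running sum, and an Nsd2 KD gene set over 3-fold. In the enrichment analysis the pseudocount settings were given the same ranked genes as the main setting, a correction made after a first run. Added after the data were seen were counting every transcript, the mean over a gene's transcripts, and a call that also needs the 95% counting interval to exclude 1. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, and scipy 1.17.1 were used.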

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

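The tests of library scaling over all pairs of changes, of sequencing depth, and of raised silent genes were chosen after the results were seen, whereas the comparisons, the 2-fold threshold, the alternative settings not described as added, and the list of adipocyte genes were set before the data were examined. Both scaling tests as first set went against library scaling. After the results were seen, their reading was changed to one that leaves it open for *Nr3c1*, *Nsd1*, and *Hp*. With 1 library per condition, none of the differences between groups below was itself tested.

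For 9 of the named genes, the change from D0 to D2 or with Rosi went opposite ways in control and perturbed cells, with counting intervals that exclude 0 on both sides, in 11 pairs of changes. Under Nsd2 KD, *Pparg* changed by 1.59 on the log2 scale in Ctrl and -0.64 in KD cells, *Lpin1* by 3.32 and -0.33, *Fgf10* by 3.21 and -0.55, and *Nr3c1* by 0.11 and -0.42. With Rosi, *Scd1* changed by 1.71 in WT and -0.91 in K36M cells. From D0 to D2 in WT and K36M cells, *Nsd2* changed by 0.48 and -0.43, and *Nsd1* by 0.22 and -0.085. *Hp* changed by -0.13 in WT and 4.43 in K36M cells, and by -0.42 in Ctrl cells and at least 4.17 in KD cells, the lower bound of the interval because *Hp* had no reads in KD cells at D0. *Ehd3* changed by -0.97 in WT and 3.23 in K36M cells, and by -1.35 in Ctrl and 0.82 in KD cells. *Fgf10*, *Hp*, and *Ehd3* were named for the size of their changes. With each library rescaled by the median ratio, the signs of 11 of the 11 pairs stayed opposite and *Pparg* changed by -0.72 in KD cells, but *Nr3c1* in Ctrl cells at 0.0043 and *Nsd1* in K36M cells at -0.037 then lay closer to 0 than the half-width of their counting intervals. The scale factors lay between 0.965 and 1.04, too near 1 to have made any but the smallest of these changes. The other rescaled changes stayed further from 0 than these half-widths, except that of *Hp* in KD cells, which has no rescaled value. For example, *Lpin1* was at 3.21 in Ctrl and -0.41 in KD cells, and *Ehd3* at -0.99 in WT and 3.27 in K36M cells. This argues against library scaling for the pairs other than those of *Nr3c1*, *Nsd1*, and *Hp*. *Hp* changed little in WT cells and started from 0 in KD cells, so its pairs are left open. The intervals cover counting error only, so an effect of the perturbation cannot be told apart from differences between single cultures.

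There were 381 genes above 0 in both K36M libraries of the PPARγ experiment and at 0 in the other 12 libraries, compared with 22 genes for its WT libraries. Their median was 1 read per library, 0 of them reached an RPKM of 1 in both libraries, and 123 were olfactory and 29 vomeronasal receptor genes. The 4 PPARγ libraries were thinned to 12213559 reads, and the K36M libraries still listed at least 1402 more genes above 0 than the WT libraries, so depth did not account for it. Reads from genomic DNA or unspliced RNA are a candidate explanation, since the summed RPKM of olfactory receptor genes in the lower K36M library was 1.77 times that in the higher WT library (34.5 against 19.5). This test cannot separate such reads from weak transcription of silent genes. Raised silent genes under K36M were tested in the adipogenesis libraries, where K36M listed 1.63%, 6.75%, and 2.79% more genes than WT at equal depth at D0, D2, and D7, a mean of 3.72%, compared with 12.1% in the PPARγ cells. At D2 the summed RPKM of olfactory receptor genes was also higher in K36M than in WT cells, 15.0 against 4.34, so raised silent genes under K36M are not ruled out.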

How the results depend on the processing

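No paired analysis was possible because each condition had 1 library, and no library was left out for the same reason. A number of genes or a score is said to have moved when it differed from that of the main setting by more than 1.5 times, and a log2 ratio when it left the counting interval of the main setting. The 3 settings named as added were chosen after the data were seen, and the cause of the changes below was not tested.

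With RPKM above 0 required in both libraries, the K36M-sensitive genes at D2 numbered 415, Rosi up-regulated 2119 and down-regulated 1246 genes with 749 K36M-sensitive, 1875 genes were up-regulated in Ctrl cells with 598 Nsd2-dependent, and 137 genes were shared. With an RPKM of at least 1 in at least 1 library, WT cells had 1140 up-regulated and 2103 down-regulated genes with 270 K36M-sensitive, Rosi gave 1171 and 594 with 528, Ctrl cells had 1354 and 1931 with 369 Nsd2-dependent, 105 genes were shared, and 352 genes up-regulated in WT cells were over 2-fold lower in Ctrl than in WT cells at D2. A pseudocount of 0.1 gave 1404 and 2890 genes with 346 in WT cells, 1639 and 950 with 672 for Rosi, 1747 and 2640 with 557 in Ctrl cells, and 121 shared. Adding 1 to each RPKM as a pseudocount gave 843 and 1587 with 181 in WT cells, 731 and 360 with 295 for Rosi, 964 and 1409 with 258 in Ctrl cells, 73 shared, and 236 genes lower in Ctrl than in WT cells.

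A pseudocount of 1 also reversed the enrichment score of the genes lowered by Nsd2 KD, to -0.381. The unweighted running sum lowered the scores of the genes lowered and raised by Nsd2 KD to 0.171 and 0.341. A lack of over 2-fold up-regulation within the perturbed cells raised the K36M-sensitive genes to 1379 at D2 and 2128 with Rosi, and both calls together left 93 shared genes. The added setting in which the counting interval must exclude 1 gave 1330 up-regulated and 2769 down-regulated genes with 287 K36M-sensitive in WT cells, 1489 and 717 with 573 for Rosi, 1650 and 2540 with 488 Nsd2-dependent in Ctrl cells, and 122 genes shared by the K36M-sensitive and Nsd2-dependent lists. The added settings counting every transcript or the mean over a gene's transcripts changed the 10 gene numbers by at most 1.5 times (289 and 221 shared genes for the K36M-sensitive and Nsd2-dependent lists), rescaling by the median ratio moved none of the 16 main results, and the gene set over 3-fold moved neither score. Of the values of these main results, 54 moved, 1 reversed, and 54 stayed the same.

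Among the log2 ratios of named genes, 213 values moved, 1124 stayed the same, and 1 reversed. The pseudocount of 1 moved 173, rescaling moved 32, and a pseudocount of 0.1 moved 8. The reversed value was the log2 ratio of Nr3c1, K36M against WT at D7, which became -0.0461 with rescaling from 0.0498.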

Differences from the paper's values

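The main setting gave larger numbers than the paper in these groups, and the alternatives named first under each were set before the data were examined. K36M-sensitive genes at D2 numbered 828, the paper's number being 380, and RPKM above 0 in both libraries (415), RPKM of at least 1 (270), and a pseudocount of 0.1 (346) came within 1.5 times, while a pseudocount of 1 (181), rescaling (858), the call within perturbed cells (1379), and both calls (660) did not. Rosi up-regulated 3326 genes, the paper's number being 1710, and the settings RPKM above 0 in both (2119), RPKM of at least 1 (1171), and pseudocount 0.1 (1639) came within 1.5 times, while pseudocount 1 (731) and rescaling (3234) did not. Rosi down-regulated 3167 genes, the paper's number being 925, which RPKM above 0 in both (1246) and pseudocount 0.1 (950) approached, while RPKM of at least 1 (594), pseudocount 1 (360), and rescaling (3240) did not. K36M-sensitive genes with Rosi numbered 1152, the paper's number being 708, with 749, 528, and 672 for the first 3 settings, 1062 for rescaling, and 960 for both calls within 1.5 times, but not 295 for pseudocount 1 or 2128 for the call within perturbed cells. In Ctrl cells 3016 genes were up-regulated, the paper's number being 1935, with 1875, 1354, and 1747 for the first 3 settings and 2753 for rescaling within 1.5 times, but not 964 for pseudocount 1. Nsd2-dependent genes numbered 1357, the paper's number being 507, with 598, 369, and 557 for the first 3 settings within 1.5 times, but not 258 for pseudocount 1, 1308 for rescaling, 1751 for the call within perturbed cells, or 1084 for both calls.

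As percentages, genes up-regulated by Rosi were 17.0%, against the paper's 10.3%, genes down-regulated by Rosi 16.2% against the paper's 5.6%, and genes up-regulated in Ctrl cells 17.3% against the paper's 11.4%. RPKM above 0 in both (12.9%, 7.57%, and 12.3%), RPKM of at least 1 (9.96%, 5.05%, and 11.3%), and pseudocount 0.1 (8.37%, 4.85%, and 10.0%) came within 1.5 times of all 3, pseudocount 1 (3.73%, 1.84%, and 5.52%) of none, and rescaling only of the third (16.5%, 16.5%, and 15.8%). The setting in which the counting interval excludes 1, chosen after seeing the values, came within 1.5 times of the 6 gene numbers above, with 287, 1489, 717, 573, 1650, and 488. It also did so for 2 of the percentages, with 7.60% and 9.44%, and not for the genes down-regulated by Rosi. The other 2 settings chosen after seeing the values, every transcript counted and the mean over a gene's transcripts, reached none of the 6 gene numbers.

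The core enrichment genes among those lowered by Nsd2 KD numbered 670, against the paper's 164. Only pseudocount 1 (222) came within 1.5 times, and RPKM of at least 1 (381), the unweighted sum (911), pseudocount 0.1 (407), rescaling (654), and the 3-fold set (477) did not. Among genes raised by Nsd2 KD there were 579, against the paper's 198, where only RPKM of at least 1 (288) came within 1.5 times, and the unweighted sum (766), pseudocount 0.1 (310), pseudocount 1 (107), rescaling (597), and the 3-fold set (345) did not. The enrichment score of the lowered genes was 0.401, while the paper's is about -0.41 in Supplementary Fig. 7, read by eye, and that of the raised genes was 0.561, while the paper's is about 0.52 in Supplementary Fig. 7, read by eye. None of the alternatives reached either score to the precision used, and only pseudocount 1, at -0.381, had the paper's sign for the lowered genes. The RPKM of *Ppargc1a* with ectopic PPARγ was 0.0925 in WT cells with DMSO, 0.309 in WT cells with Rosi, 0.0190 in K36M cells with DMSO, and 0.0855 in K36M cells with Rosi. The paper's values are about 0.4, about 6.4, about 0.7, and about 1.7 in Fig. 2f, read by eye, and rescaling did not close these gaps.

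The paper places genes lowered by Nsd2 KD among those lowered by K36M, and here their score was 0.401 with the central 95% of RPKM-matched random lists between 0.383 and 0.433, whereas with pseudocount 1 it was -0.381, below all 10000 random lists. Neither score covers genes listed at 0 in WT or K36M cells at D2, which were not ranked. The paper shows inhibition by K36M of the response of *Ppargc1a* to Rosi. Here its log2 change was 2.17 (0.036 to 4.75) in K36M and 1.74 (0.77 to 2.79) in WT cells. With 3 reads under DMSO and 7 under Rosi in K36M cells, these values cannot say which response was larger. The paper describes the K36M-sensitive genes as failing to be induced, and here 168 of 828 rose over 2-fold in K36M cells. For *Lpl*, whose induction the paper describes as inhibited, the log2 change from D0 to D2 was 3.08 (3.04 to 3.13) in K36M and 3.40 (3.38 to 3.42) in WT cells. The rise was smaller in K36M cells, the direction the paper describes, but *Lpl* was still induced there. From D0 to D7 it changed by 2.35 in K36M and 3.16 in WT cells.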

Other observations

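The test of *Ppargc1b* was chosen after the result was seen, and the other tests in this part were written down before their results were seen. For the comparison with Ctrl cells and the RPKM filter on the genes lowered by Nsd2 KD, the reading was changed after the results were seen. It now leaves the explanation open, whereas as first set the comparison with Ctrl cells favoured the explanation and the RPKM filter went against it. The scaling test of *Slc2a4* as first set went against library scaling. After the results were seen, its reading was narrowed to the size of the changes.

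The share of K36M-sensitive genes among those up-regulated at D2 depended on how the genes were chosen. It was 34.6% when they were chosen in the WT course and 17.1% (517 of 3016) when chosen in the Ctrl course, where 541 genes were over 2-fold higher in K36M cells. Of the 2392 genes up-regulated in WT cells, 1141 were over 2-fold lower in Ctrl than in WT cells at D2, compared with 828 lower in K36M cells, and 550 were lower in both. The share was 44.6% among genes with an RPKM below 1 in WT cells at D2 and 23.7% among those of at least 1. The 2392 genes were chosen for a high value in the WT D2 library, so the comparison with Ctrl cells cannot separate differences between control cell populations from that choice. Use of the WT D2 library for both calls and low RPKM remain as candidate explanations of part of the number. Low RPKM was not shown to cover all of it. The counting interval of the K36M to WT ratio excluded 1 for 293 of the 828 genes, and 270 were K36M-sensitive with an RPKM of at least 1. These genes, and the 335 K36M-sensitive genes among the 1020 up-regulated in both courses, were still chosen and called with the WT D2 library. They cannot say how much of the number its double use covers. When genes were chosen in the Ctrl course instead, 517 were over 2-fold lower and 541 over 2-fold higher in K36M cells. Counting error was tested for the number of up-regulated genes and not for the K36M-sensitive share. Splitting pooled reads of the WT D0 and D2 libraries over all counted genes put a mean of 1228.3 genes over 2-fold up, less than 2/3 of the 2392 observed.

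The genes lowered by Nsd2 KD lay at both ends of the K36M ranking. Low RPKM was tested by keeping genes with an RPKM of at least 1 in at least 1 of the 4 D2 libraries, which took the share of the set above a log2 ratio of 1 from 28.9% to 25.2% and that of all ranked genes from 15.9% to 11.1%. The central 95% of random lists matched on mean RPKM scored between 0.383 and 0.433, which holds the 0.401 of the set, and with pseudocount 1 the share above 1 was 14.7%. With the unweighted running sum the score of 0.171 was above all 10000 random lists, so whether the set departs from genes of the same RPKM depended on the setting. The overlap of 222 genes was above all random lists matched on mean RPKM, and also at the 100 percentile among lists matched on the D0 to D2 ratio (mean 187, largest 212). The overlap was also above all RPKM-matched random lists with a pseudocount of 1 (73 shared, mean 53.7, largest 70) and an RPKM of at least 1 (105, mean 76.5, largest 97). The same held with RPKM above 0 in both libraries, a pseudocount of 0.1, and rescaling. It was not above random lists when calls were made within the perturbed cells, with 262 shared against a mean of 264, and with both calls there were 93 against 87.4. K36M and Nsd2 KD had opposite log2 ratios at D2 for *Slc2a4* (1.75 and -1.02), *Setd2* (-0.10 and 0.14), and *Hp* (0.28 and -1.55). With each library rescaled, *Slc2a4* was at 1.73 in K36M to WT cells and -0.98 in KD to Ctrl cells. The scale factors were too near 1 to have made changes of this size. The KD ratio rests on 13 reads in KD and 30 in Ctrl cells, and its counting interval was -2.08 to -0.034 before rescaling. The test therefore leaves open whether *Slc2a4* was lowered in KD cells. These are different perturbations in different cultures, this comparison was assigned to this part after its values were seen, and no biological explanation was tested.

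The RPKM of *Ppargc1b* was 0.390, 6.43, 0.662, and 1.73 in WT cells with DMSO and Rosi and in K36M cells with DMSO and Rosi. These lie within 5.38% of the values drawn for *Pgc1a* in Fig. 2f, so a candidate explanation is that the bars show *Ppargc1b*. Its log2 change with Rosi was 4.04 (3.52 to 4.62) in WT and 1.38 (0.88 to 1.89) in K36M cells, a smaller response under K36M.

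At D7, a time for which the paper gives no sensitive genes, 1435 of 2714 genes up-regulated from D0 in WT cells (52.9%) were over 2-fold lower in K36M cells, among them 36 of 37 listed adipocyte genes. Of the 828 genes sensitive at D2, 310 (37.4%) were still over 2-fold lower at D7.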
